# Single-cell RNA-sequencing analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification

**DOI:** 10.1038/s41467-022-31580-1

**Published:** 2022-07-05

**Authors:** Charles Petitpré, Louis Faure, Phoebe Uhl, Paula Fontanet, Iva Filova, Gabriela Pavlinkova, Igor Adameyko, Saida Hadjab, Francois Lallemend

**Keywords:** Cochlea, Cell fate and cell lineage

## Abstract

Different types of spiral ganglion neurons (SGNs) are essential for auditory perception by transmitting complex auditory information from hair cells (HCs) to the brain. Here, we use deep, single cell transcriptomics to study the molecular mechanisms that govern their identity and organization in mice. We identify a core set of temporally patterned genes and gene regulatory networks that may contribute to the diversification of SGNs through sequential binary decisions and demonstrate a role for NEUROD1 in driving specification of a I_c_-SGN phenotype. We also find that each trajectory of the decision tree is defined by initial co-expression of alternative subtype molecular controls followed by gradual shifts toward cell fate resolution. Finally, analysis of both developing SGN and HC types reveals cell-cell signaling potentially playing a role in the differentiation of SGNs. Our results indicate that SGN identities are drafted prior to birth and reveal molecular principles that shape their differentiation and will facilitate studies of their development, physiology, and dysfunction.

## Abstract (web summary)

This study chronicles dynamic gene expression in differentiating spiral ganglion neurons from murine embryonic day 14.5 to postnatal stage, establishes their lineage trajectories, and identifies molecular determinants of cell fate decision.

## Introduction

The ability to detect and discriminate auditory stimuli depends on sensory coding of sound components realized in the cochlea by the spiral ganglion neurons (SGNs). These primary auditory neurons receive synaptic input from the auditory hair cells (HCs, the sensory receptors located in the organ of Corti) at their distal dendrites and convey all auditory information to the cochlear nuclei in the brainstem through their central projections that form the auditory nerve. Recent molecular classifications have identified at least four different types of SGNs in mice (I_a_-, I_b_- and I_c_-SGNs and II-SGNs)^1–3^, consistent with the physiological and anatomical diversity of primary auditory afferents^4,5^: I-SGN fibers exhibit large differences in their spontaneous discharge rates and sensitivities, which correlate with the location and structural features of their synaptic contact at the base of the IHC. Such diversity of I-SGN fibers makes them capable of collectively span all levels of sound intensity. Therefore, abnormal differentiation and connectivity of the four SGN types is expected to disrupt their functional organization and thereby critically impact auditory function. However, when and how SGN subtype identities are established and the transcriptional mechanisms by which they emerge are currently unknown.

SGNs are produced in a base to apex progression from neuroblasts that have delaminated from the otocyst^6^ and migrated to form a dense ganglion along the medial side of the inner ear sensory epithelium between E10 and E12 in mice^7^. As the cochlear duct elongates, these early SGNs extend peripheral projections through the expanding otic mesenchyme (OM) population to reach the developing sensory epithelium around E15-17^8,9^. Thereafter, SGN projections continue to grow within the cochlear epithelium to form synaptic connections with the HCs^10^. Simultaneously, the central projections of SGNs reach the cochlear nuclei^11^, making contact with neurons of the central auditory pathway. Slightly before their innervation by SGNs, HCs differentiate into inner HCs (IHCs) and outer HCs (OHCs)^12,13^ and complex nerve endings below OHCs suggesting differentiation of type II SGNs (II-SGNs)-like dendrites begin to be observed during late embryogenesis^11^. At birth, the characteristic morphologies of type I SGN (I-SGN) and II-SGN afferents below the HCs are clearly apparent. Accordingly, multiple I-SGNs innervate radially one IHC—which in the adult transduces the physical energy of sound into electrochemical signals—while, by contrast, single II-SGNs form *en passant* synaptic connections with a dozen of OHCs that in the mature cochlea modulate the sensitivity and therefore indirectly the output of the IHCs. Moreover, already by this stage, SGNs exhibit a large diversity of molecular profiles, varying connectivity patterns and distinct intrinsic physiological properties which to some degree prefigure the functional organization evident in the adult^1,14^. An unresolved question is therefore to understand the timing and diversity of the molecular events that produce and assemble sensorineuronal specificity in the developing cochlea and eventually enable animals to detect and respond to a plethora of auditory stimuli.

In this study, we used single-cell RNA-sequencing (scRNAseq) to define the molecular logic by which SGN subtypes diversify in the mouse. Our detailed analysis of transcriptional dynamics of SGNs from several embryonic and perinatal stages indicates that neuronal subtypes successively emerge during HC afferent innervation and provides a comprehensive collection of molecular states and candidate gene regulatory networks associated with each lineage and underlying fate divergence. Importantly, we uncover the functional consequence of *Neurod1* deletion on the first binary decision between the presumptive I_c_-SGNs and the rest of the neuronal lineage. Finally, we catalogue chemotropic signaling that would define the complex cochlear wiring and identify deafness genes associated with distinct cell states of developing SGNs and HCs.

## Results

### Embryonic emergence of SGN diversity

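The numbers given in the added passages come from the count table the authors deposited, in which each GEO sample is 1 plate of 384 wells. It holds 12 plates with a sample: E14.5, E15.5, E18.5 and P3 with 2 plates each, E16.5 with 3 and E17.5 with 1. Cells of 1 plate were sorted and made into libraries together, so a plate counts as 1 replicate and cells do not. The methods name several rounds of experiments per stage and do not say which plates share animals or sorts. Spread over plates may therefore leave out part of the variation between animals. Counts of the cells of 1 class in 1 plate were summed. These sums were compared with edgeR's quasi-likelihood test, TMM normalization, its own filter on low counts and Benjamini-Hochberg adjustment over all genes tested. A gene is called at an adjusted p under 0.05. Cells that passed the filter carried between 80997594 and 303906928 counts per plate, with a median of 108651215.

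Classes were named from a fixed list of marker genes that are not themselves reported. A name such as Ic-like or OM-like means that a cluster resembled that class in those genes. The genes the article discusses, and the glial genes it removes, took no part in the clustering. The same cells made the classes and the comparisons between them, which lowers p in class comparisons. Levels are CPM with TMM normalization, given as mean ± SD over plates, and the type I classes of a plate are averaged first where they are taken together. The libraries carry no molecule barcodes, so intervals on counts cover counting error only. Gene positions refer to mm10, and the table itself gives gene symbols only. All embryonic stages but E16.5 come from 1 series of plates each, E14.5 and E15.5 from series SS2_20 and E18.5 from SS2_19. P3 comes from SS2_15 alone, so age and plate series cannot be separated at P3.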

To analyse the molecular changes associated with the diversification of SGN and HC types during development, we used flow cytometry to sort tdTomato^+^ (TOM^+^) cells isolated from E14.5, E15.5, E16.5, E17.5 and E18.5 (Fig. 1a) and from P3 (previously published)^1^ cochlea of *Ntrk3*^*Cre*^;*R26*^*tdTOM*^ or *PV*^*Cre*^;*R26*^*tdTOM*^ mice and sequenced their mRNA with high coverage using the Smart-seq2 protocol^15^. The selected stages cover the earliest time point (P3) SGN subtypes have been defined transcriptionally^1^ as well as a key period in the embryonic development of the neurosensory elements of the cochlea characterized by the innervation of HCs by SGNs^11,16^.

**Fig. 1:**
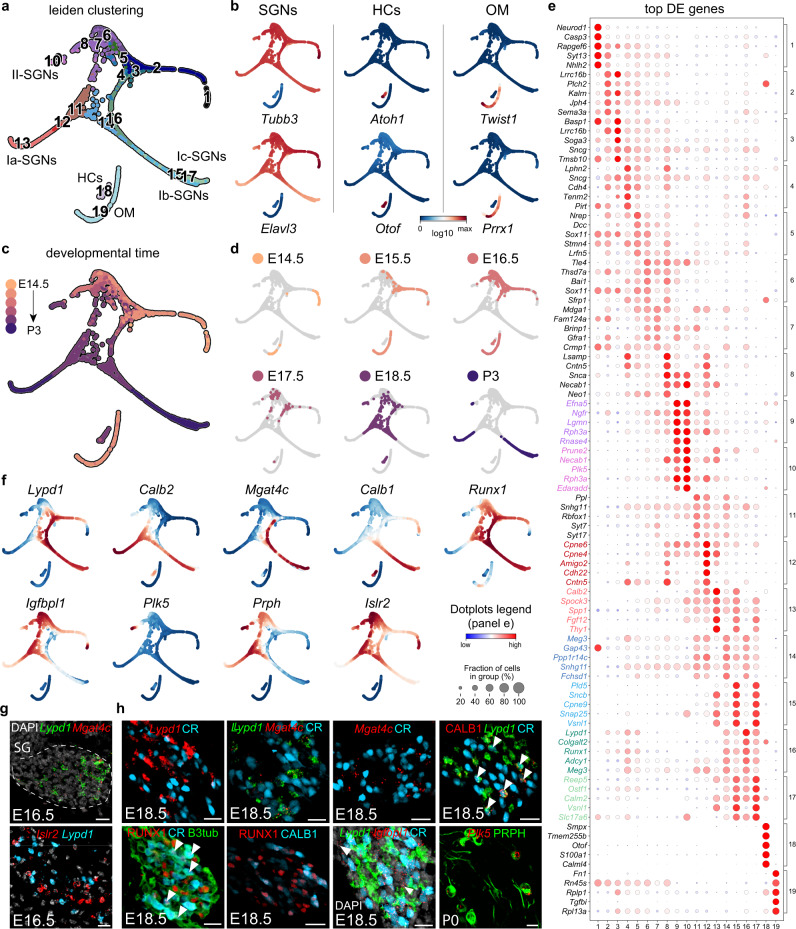
Developmental diversification of spiral ganglion neuron lineages. **a** UMAP visualization of developing SGNs, showing the trajectory from unspecialized SGNs to distinct subtypes from E14.5 to P3 (Cl.1-17). Cl.18 and 19 denote HC and OM cell clusters. **b** Plots showing expression of marker genes for SGNs, HCs and OM cells. **c**, **d** Plots showing the different developmental time points along the trajectory. **e** Dot-plot of the top 5 most differentially expressed genes (DEGs) for each cluster shown in **a**. **f** Plots showing different marker genes delineating different SGN subtype trajectories. **g**, **h** In vivo confirmation of marker genes from **f** using immunostaining and RNAscope on SG sections from E16.5 (**g**) or E18.5 and P0 (**h**). At E16.5, *Lypd1* and *Mgat4c* colocalize and label the emerging I_c_ population, while the I_a_/I_b_/II lineage is marked by *Islr2* expression. At E18.5, RUNX1, *Lypd1* and *Mgat4c* colocalize and label the I_c_ population; SGNs expressing only CR (calretinin) represent the I_a_ population, and SGNs expressing *Lypd1*, CR and CALB1 represent the I_b_ population. Type II SGNs are marked by *Igfbpl1* and by *Plk5*/PRPH expression at E18.5 and P0. Scale bars: 20 µm. Data in **b** and **f** are MAGIC imputed log10(fpm) expression. DE differentially expressed, HC hair cell, OM otic mesenchyme, SGN spiral ganglion neuron.

A total of 2308 cells were pre-processed and clustered with the pagoda2 pipeline. 

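Of 4608 wells on the 12 plates, 4226 held a cell that passed the Methods filter. These cells were clustered stage by stage with scanpy and leidenalg at a resolution of 1, on 2000 variable genes and 30 principal components. E14.5 gave 13 clusters, E15.5 gave 10, E16.5 gave 11, E17.5 together with E18.5 gave 12, and P3 gave 8. Over all stages 2318 cells were SGN-like, 572 OM-like, 86 HC-like and 1140 glia-like, and 110 (2.60%) stayed unnamed.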

We applied Harmony^17^, an algorithm to bridge time points, and combined it with Palantir^18^, to generate a diffusion space which was then used as a basis for Force Atlas 2 (FA) embedding and for subsequent trajectory analysis (see “Methods”). The dynamic of the gene expression on our multidimensional integrated dataset identified 19 clusters (Cl., Fig. 1a), including intermediate states with varying degrees of cell fate biases/lineage restrictions of the SGNs, HCs and OM compartments (Fig. 1b). 

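Among the 723 cells of E14.5, 129 were SGN-like, 365 OM-like, 211 glia-like and 18 unnamed. E15.5 held 740 cells with 81 and 87 SGN-like cells in its 2 plates, 68 OM-like, 491 glia-like and 13 unnamed. At E16.5, 780 of 1133 cells were SGN-like, 86 OM-like, 12 HC-like and 255 glia-like. The E17.5 plate gave 367 cells, of which 70 were SGN-like, 46 OM-like, 5 HC-like, 175 glia-like and 71 unnamed. At E18.5 there were 670 SGN-like, 69 HC-like, 7 OM-like, 8 glia-like and 8 unnamed cells among 762. All 501 cells of P3 were SGN-like.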

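*Tubb3*, *Elavl3*, *Actl6b*, *Map2*, *Gap43* and *Uchl1* were compared between OM-like and SGN-like cells of the 3 E16.5 plates. *Tubb3* was at 593 ± 558 CPM in OM-like and 1895 ± 36.7 CPM in SGN-like cells (SD, n = 3 and 3 plates). For *Tubb3* this is a log2 fold change of -1.68 (SE 1.17, edgeR adjusted p = 0.415), and -2.55 to -1.09 with 1 plate left out in turn. *Elavl3* changed by -1.71 on the log2 scale (SE 1.26, edgeR adjusted p = 0.439), from 333 ± 57.4 CPM in SGN-like cells to 102 ± 104 CPM in OM-like. Without 1 plate *Elavl3* ranged from -2.89 to -0.97. Levels of *Actl6b* were 56.0 ± 51.0 CPM in OM-like and 170.4 ± 11.8 CPM in SGN-like cells. *Actl6b* had a log2 fold change of -1.62 (SE 1.55, edgeR adjusted p = 0.545), between -2.40 and -0.96 as plates were left out. *Map2* was at 188 ± 152 CPM in OM-like and 414 ± 20.3 CPM in SGN-like cells. For *Map2* this is a log2 fold change of -1.15 (SE 0.84, edgeR adjusted p = 0.437), and -1.72 to -0.64 with 1 plate left out in turn. *Gap43* changed by -1.43 on the log2 scale (SE 0.42, edgeR adjusted p = 0.0990), from 527 ± 33.7 CPM in SGN-like cells to 196 ± 96.9 CPM in OM-like. Without 1 plate *Gap43* ranged from -1.68 to -1.12. Levels of *Uchl1* were 742 ± 611 CPM in OM-like and 1868 ± 47.7 CPM in SGN-like cells. *Uchl1* had a log2 fold change of -1.33 (SE 0.90, edgeR adjusted p = 0.400), between -1.91 and -0.80 as plates were left out. All 6 lay lower in the OM-like cells of all 3 plates, and none was called. Plates SS2_18_349 and SS2_18_350 hold 5 and 10 OM-like cells, and plate SS2_20_139 holds 71. *Gap43* passed the threshold with DESeq2, limma-trend and OM-like cells of E14.5 to E16.5 and without plate SS2_20_139 (edgeR adjusted p down to 0.0378, and 0.0122 to 0.405 over all alternatives).

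*Tubb3* lies on chromosome 8 of mm10 from 123411424 to 123422015, *Elavl3* on chromosome 9 from 22015005 to 22052023 and *Actl6b* on chromosome 5 from 137553517 to 137569582. *Map2* lies on chromosome 1 of mm10 from 66175273 to 66442583, *Gap43* on chromosome 16 from 42248442 to 42340651 and *Uchl1* on chromosome 5 from 66676091 to 66687234.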

The neuronal compartment was characterized by the expression of general neuronal markers such as *Tubb3* (βIII-tubulin) and *Elavl3* (HuC) (Fig. 1b), as well as *Actl6b*, *Map2*, *Gap43* or *Uchl1* (PGP9.5) (Supplementary Fig. 1) (Cl.1–15, 1534 cells; Fig. 1b, Supplementary Data 1, 2). 

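HC-like cells of the cochlear classes were set against SGN-like cells in the 2 E18.5 plates, the only plates with enough of both. Each side has 2 sums, so ranges without a plate rest on the other plate alone. Of 15851 genes tested, 8251 were called, 3776 higher and 4475 lower in HC-like cells. Taking the plate as a replicate block moved this count most, to 7555.

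*Atoh1* was at 567.9 ± 129.9 CPM in HC-like and 0.0554 ± 0.0176 CPM in SGN-like cells (SD, n = 2 and 2 plates). For *Atoh1* this is a log2 fold change of 13.31 (SE 0.34, edgeR adjusted p = 2.03e-05), and 13.21 to 13.38 with 1 plate left out in turn. *Otof* changed by 9.50 on the log2 scale (SE 0.26, edgeR adjusted p = 2.03e-05), from 3.09 ± 0.0753 CPM in SGN-like cells to 2230.1 ± 550.0 CPM in HC-like. Without 1 plate *Otof* ranged from 9.25 to 9.70. Levels of *Gfi1* were 221 ± 2.44 CPM in HC-like and 0.0276 ± 0.0116 CPM in SGN-like cells. *Gfi1* had a log2 fold change of 12.81 (SE 0.24, edgeR adjusted p = 1.98e-05), between 12.51 and 13.33 as plates were left out. *Pou4f3* was at 268 ± 43.0 CPM in HC-like and 0.0565 ± 0.0114 CPM in SGN-like cells. For *Pou4f3* this is a log2 fold change of 12.14 (SE 0.27, edgeR adjusted p = 1.98e-05), and 11.81 to 12.53 with 1 plate left out in turn.

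*Cib2* changed by 3.90 on the log2 scale (SE 0.14, edgeR adjusted p = 3.21e-05), from 96.6 ± 5.61 CPM in SGN-like cells to 1442 ± 179.6 CPM in HC-like. Without 1 plate *Cib2* ranged from 3.84 to 3.96. Levels of *Xirp2* were 338 ± 107 CPM in HC-like and 1.33 ± 0.434 CPM in SGN-like cells. *Xirp2* had a log2 fold change of 7.97 (SE 0.39, edgeR adjusted p = 6.61e-05), between 7.98 and 8.00 as plates were left out. *Myo6* was at 2904 ± 44.3 CPM in HC-like and 124 ± 0.663 CPM in SGN-like cells. For *Myo6* this is a log2 fold change of 4.55 (SE 0.11, edgeR adjusted p = 1.98e-05), and 4.54 to 4.57 with 1 plate left out in turn. *Cxcl14* changed by 10.62 on the log2 scale (SE 0.22, edgeR adjusted p = 1.98e-05), from 0.0963 ± 0.0146 CPM in SGN-like cells to 152 ± 3.03 CPM in HC-like. Without 1 plate *Cxcl14* ranged from 10.44 to 10.78. Among 3 genes chosen for the largest changes, *Stmn4*, *Lrfn5* and *Kcna6*, HC-like cells had 0 counts. They lay at least 738-fold, 621-fold and 607-fold lower there, against a floor of 3 counts over the group (edgeR adjusted p = 4.02e-05, 4.98e-05 and 4.54e-05). SGN-like cells held 224 ± 4.93, 187 ± 10.8 and 183 ± 1.02 CPM (SD, n = 2 plates).

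*Atoh1* lies on chromosome 6 of mm10 from 64729125 to 64731245, *Otof* on chromosome 5 from 30367062 to 30461932 and *Gfi1* on chromosome 5 from 107716657 to 107726036. *Pou4f3* lies on chromosome 18 of mm10 from 42394539 to 42397249, *Cib2* on chromosome 9 from 54544794 to 54560218 and *Xirp2* on chromosome 2 from 67446002 to 67526614. *Myo6* lies on chromosome 9 of mm10 from 80165031 to 80311729, *Cxcl14* on chromosome 13 from 56288643 to 56296551 and *Stmn4* on chromosome 14 from 66344296 to 66361680. *Lrfn5* lies on chromosome 12 of mm10 from 61523150 to 61858342 and *Kcna6* on chromosome 6 from 126708329 to 126740674.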

Cl.18 (75 cells) was identified as HCs based on the expression of well-known markers, including *Atoh1*, *Otof*, *Gfi1*, *Pou4f3, Cib2, Xirp2*, and *Myo6* (Fig. 1b and Supplementary Fig. 1) as well as *Cxcl14*, previously reported in postnatal cochlear HCs (Supplementary Fig. 1)^19,20^. Finally, Cl.19 expressed *Pou3f4* and *Tbx18*, which are known to be enriched in OM cells (Supplementary Data 2)^9,21^. *Tbx1* and *Car3* have also been shown for the OM and are expressed in our dataset^22,23^, together with additional gene markers for the OM population, amongst which *Prrx1* and *Twist1* (Fig. 1b, 1145 genes found differentially expressed in OM cluster compared to the E16.5 SGN clusters, Supplementary Fig. 1). This suggests that Cl.19 is likely an OM contaminant population from the FACS purification. This cluster was removed from the dataset for downstream analysis.

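Between OM-like and SGN-like cells of the 3 E16.5 plates, 650 of 14124 genes were called, 586 higher and 64 lower in OM-like cells. Keeping the glial code genes for clustering moved this count most, to 0, with 1979 genes at an unadjusted p under 0.05. In that setting only 2 plates had enough OM-like cells. Without plate SS2_18_349 or SS2_18_350 the count was also 0, with 2011 and 3132 genes at an unadjusted p under 0.05. Both classes come from the same plates. With the plate as a replicate block 55 genes were called, all higher in OM-like cells, and 45 of them are among the 650. The observed grouping was the only 1 of 10 possible splits of these sums that called any gene. The smallest share 10 splits allow is 0.10, so this cannot tell it from a random grouping. Glial code genes made up 49.1% of the genes called higher and 9.49% of those tested.

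*Tbx18* was at 379 ± 113 CPM in OM-like and 1.11 ± 0.396 CPM in SGN-like cells (SD, n = 3 and 3 plates). For *Tbx18* this is a log2 fold change of 8.46 (SE 0.47, edgeR adjusted p = 0.00441), and 8.21 to 8.63 with 1 plate left out in turn. *Pou3f4* changed by 3.29 on the log2 scale (SE 0.55, edgeR adjusted p = 0.0321), from 18.3 ± 2.68 CPM in SGN-like cells to 178.1 ± 132 CPM in OM-like. Without 1 plate *Pou3f4* ranged from 2.62 to 3.55. Levels of *Tbx1* were 34.2 ± 17.2 CPM in OM-like and 0.367 ± 0.474 CPM in SGN-like cells. *Tbx1* had a log2 fold change of 6.83 (SE 1.22, edgeR adjusted p = 0.0369), between 6.39 and 7.98 as plates were left out. *Car3* was at 278 ± 156 CPM in OM-like and 2.19 ± 2.22 CPM in SGN-like cells. For *Car3* this is a log2 fold change of 7.06 (SE 0.97, edgeR adjusted p = 0.0210), and 6.14 to 8.52 with 1 plate left out in turn. *Prrx1* changed by 6.83 on the log2 scale (SE 0.50, edgeR adjusted p = 0.0125), from 0.623 ± 0.110 CPM in SGN-like cells to 69.4 ± 33.4 CPM in OM-like. Without 1 plate *Prrx1* ranged from 6.45 to 6.97. Levels of *Twist1* were 25.6 ± 13.8 CPM in OM-like and 0.196 ± 0.0621 CPM in SGN-like cells. *Twist1* had a log2 fold change of 7.07 (SE 0.70, edgeR adjusted p = 0.0156), between 6.66 and 7.43 as plates were left out. *Tbx18* was also among the genes with the largest changes. Another, *Fndc3c1*, had 14.6 ± 16.7 CPM in OM-like and 0.0317 ± 0.0308 CPM in SGN-like cells (log2 fold change 8.46, edgeR adjusted p = 0.0286). Its range without 1 plate was 6.67 to 9.40.

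*9330162B11Rik* had 1 count in OM-like cells and 19.0 ± 1.70 CPM in SGN-like cells (edgeR adjusted p = 0.0321). Its ratio was 415 with a counting interval of 74.4 to 16386. This is an antisense transcript, and the methods do not say whether reads were assigned by strand, so the gene behind its counts is uncertain. *Car3*, *Pou3f4*, *Tbx1*, *Twist1* and *Fndc3c1* did not pass the threshold with the glial code genes kept for clustering and the plate as a replicate block and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.284, and 4.78e-26 to 0.285 over all alternatives). *Prrx1* and *Tbx18* did not pass the threshold with the glial code genes kept for clustering and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.222, and 2.28e-89 to 0.222 over all alternatives). *9330162B11Rik* did not pass the threshold with the glial code genes kept for clustering and the plate as a replicate block and without plate SS2_18_349 or SS2_18_350 or SS2_20_139 (edgeR adjusted p up to 0.222, and 2.03e-09 to 0.222 over all alternatives).

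*Pou3f4* lies on chromosome X of mm10 from 110814280 to 110817207, *Tbx18* on chromosome 9 from 87702800 to 87731260 and *Tbx1* on chromosome 16 from 18580979 to 18590671. *Car3* lies on chromosome 3 of mm10 from 14863512 to 14872523, *Prrx1* on chromosome 1 from 163245119 to 163313710 and *Twist1* on chromosome 12 from 33957671 to 33959829. *Fndc3c1* lies on chromosome X of mm10 from 106420041 to 106485401 and *9330162B11Rik* on chromosome 1 from 188006576 to 188008990 (antisense).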

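In the main clustering the 501 SGN-like cells of P3 divided into 140 Ia-like (27.9%), 120 Ib-like (24.0%), 100 Ib/Ic-like (20.0%), 62 Ic-like (12.4%) and 22 II-like (4.39%) cells, with 57 unnamed. In plates SS2_15_0135 and SS2_15_0144 the shares were 31.4 and 17.6% Ia-like, 22.6 and 28.0% Ib-like, 17.3 and 28.0% Ib/Ic-like, 11.4 and 15.2% Ic-like, and 4.79 and 3.20% II-like. The 670 SGN-like cells of E18.5 gave 164 Ia-like (24.5%), 60 Ia/Ib-like, 106 Ib/Ic-like, 62 Ic-like (9.25%) and 46 II-like cells (6.87%). A further 130 there scored highest as unspecialized, 17 were intermediate Ia/Ib/II-like and 85 unnamed. The name unspecialized is uncertain for 1 cluster of 78 cells over E17.5 and E18.5. It scored 0.575 as unspecialized and 0.294 as Ic, and *Pou4f1* and *Lypd1*, which the article ties to Ic, were among its leading genes. Of the 70 at E17.5, 20 were unspecialized and 47 intermediate.

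II-like sums of 3 plates (SS2_19_166, SS2_19_168 and SS2_15_0135) were set against 16 sums of type I classes from 4 plates, with stage in the model. Of 15615 genes, 2828 were called, 1342 higher and 1486 lower in II-like cells. A Leiden resolution of 2 moved this count most, to 978. The type I classes summed per plate, which leaves 3 sums against 4 and was chosen after the results had been seen, gave 2162. With stage in the model, a log2 fold change can differ from the ratio of 2 plain means. *Plk5* was at 212 ± 254 CPM in II-like cells and 1.80 ± 1.70 CPM in the type I classes (SD, n = 3 and 4 plates). For *Plk5* this is a log2 fold change of 7.83 (SE 0.75, edgeR adjusted p = 1.38e-06), and 4.82 to 8.80 with 1 plate left out in turn. *Igfbpl1* changed by 0.16 on the log2 scale (SE 0.58, edgeR adjusted p = 0.908), from 51.6 ± 40.9 CPM in the type I classes to 54.0 ± 35.0 CPM in II-like cells. Without 1 plate *Igfbpl1* ranged from -0.60 to 0.66. *Igfbpl1* lay lower in II-like cells of all 3 plates by plain levels. Its log2 fold change turned negative with the Reporting Summary filter, with the type I classes summed per plate and without plate SS2_15_0135. *Igfbpl1* passed the threshold with the 5% of cells with the highest counts left out. *Syt15* and *Scn11a*, chosen for their large changes, had log2 fold changes of 6.46 and 6.03 (SE 0.81 and 0.75, edgeR adjusted p = 2.94e-05 and 3.48e-05). *Syt15* was at 13.0 ± 5.13 CPM in II-like cells and *Scn11a* at 26.7 ± 11.7 CPM, against 0.237 ± 0.126 and 1.29 ± 0.699 CPM in type I classes. Without 1 plate they ranged between 4.62 and 7.89 and between 5.73 and 6.38.

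Levels of *Calb1* were 938 ± 73.6 CPM in Ib-like and 24.9 ± 7.84 CPM in Ia-like cells (SD, n = 2 and 4 plates). *Calb1* had a log2 fold change of 5.11 (SE 0.59, edgeR adjusted p = 0.000290), between 4.55 and 5.36 as plates were left out. *Lypd1* was at 141 ± 5.63 CPM in Ib-like and 7.34 ± 5.16 CPM in Ia-like cells. For *Lypd1* this is a log2 fold change of 4.87 (SE 0.69, edgeR adjusted p = 0.00150), and 4.12 to 5.33 with 1 plate left out in turn. *Calb2* changed by -4.12 on the log2 scale (SE 0.73, edgeR adjusted p = 0.00327), from 2984 ± 1961 CPM in Ia-like cells to 158 ± 94.2 CPM in Ic-like (SD, n = 4 and 4 plates). Without 1 plate *Calb2* ranged from -4.86 to -3.37. Levels of *Lypd1* were 176 ± 24.9 CPM in Ic-like and 7.34 ± 5.16 CPM in Ia-like cells. *Lypd1* had a log2 fold change of 4.87 (SE 0.61, edgeR adjusted p = 0.000152), between 4.29 and 5.27 as plates were left out. *Calb1* did not pass the threshold with the Reporting Summary filter and a Leiden resolution of 2. *Lypd1* did not pass the threshold with the Reporting Summary filter. *Lypd1* did not pass the threshold with the earlier naming rule. *Calb1* and *Calb2* were not called between Ic-like and Ib-like cells. *Calb1* was at 206 ± 116 CPM in Ic-like and 938 ± 73.6 CPM in Ib-like cells (SD, n = 4 and 2 plates). For *Calb1* this is a log2 fold change of -2.12 (SE 0.53, edgeR adjusted p = 0.129), and -2.41 to -1.95 with 1 plate left out in turn. *Calb2* changed by -3.46 on the log2 scale (SE 0.83, edgeR adjusted p = 0.112), from 1966 ± 88.6 CPM in Ib-like cells to 158 ± 94.2 CPM in Ic-like. Without 1 plate *Calb2* ranged from -3.98 to -2.73. *Calb1* passed the threshold with no filter on low counts, the 5% of cells with the highest counts left out and the P3 plates alone. *Calb2* passed the threshold with DESeq2, no filter on low counts, limma-trend and the P3 plates alone. Among all alternatives the adjusted p of *Calb2* ran from 7.26e-07 to 0.705.

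*Plk5* lies on chromosome 10 of mm10 from 80356459 to 80365489, *Igfbpl1* on chromosome 4 from 45809468 to 45826923 and *Syt15* on chromosome 14 from 34219595 to 34230420. *Scn11a* lies on chromosome 9 of mm10 from 119753759 to 119825456, *Calb1* on chromosome 4 from 15881264 to 15908064 and *Calb2* on chromosome 8 from 110137502 to 110168210. *Lypd1* lies on chromosome 1 of mm10 from 125867622 to 125913101.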

Focusing on the neuronal compartment (Fig. 1c, d), alignment of the time points revealed a neuronal differentiation progressing from Cl.1 to Cl.10, 13, 15 and 17 which at P3 represent specified SGN types as identified by the expression of previously published cell-type specific genes for II-, I_a_-, I_b_- and I_c_-SGNs^1^ (Fig. 1f). The top differentially expressed genes for each cluster is provided in Fig. 1e. 

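Calls between the type I classes were counted in the same fit of E18.5 and P3 sums. Ic-like against Ib-like cells (4 and 2 plates) gave 33 genes, 10 higher and 23 lower in Ic-like cells. Ic-like against Ia-like cells (4 plates each) gave 573, 242 higher and 331 lower. Ib-like against Ia-like cells (2 and 4 plates) gave 155, 83 higher and 72 lower. Ib-like cells were found at P3 only, and groups of different size differ in power. The largest move came from leaving out plate SS2_19_166 for Ic against Ib (3), from the earlier naming rule for Ic against Ia (94), and from the Reporting Summary filter for Ib against Ia (1). That naming rule was replaced after the cluster tables had been seen.

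*Gpc6*, *Mocs2* and *Rap1gap2* passed the selection for large changes between Ic-like and Ib-like cells. Levels of *Gpc6* were 25.0 ± 10.1 CPM in Ic-like and 1.98 ± 0.237 CPM in Ib-like cells (SD, n = 4 and 2 plates). *Gpc6* had a log2 fold change of 2.88 (SE 0.50, edgeR adjusted p = 0.0278), between 2.62 and 3.04 as plates were left out. *Mocs2* was at 111 ± 37.6 CPM in Ic-like and 69.3 ± 6.55 CPM in Ib-like cells. For *Mocs2* this is a log2 fold change of 1.21 (SE 0.16, edgeR adjusted p = 0.00191), and 1.12 to 1.37 with 1 plate left out in turn. *Rap1gap2* changed by -1.14 on the log2 scale (SE 0.22, edgeR adjusted p = 0.0436), from 42.5 ± 2.53 CPM in Ib-like cells to 27.0 ± 6.81 CPM in Ic-like. Without 1 plate *Rap1gap2* ranged from -1.33 to -1.06. *Gpc6* and *Mocs2* belong to the glial code, so RNA of glia could contribute to both. *Gpc6* and *Rap1gap2* did not pass the threshold with the Reporting Summary filter, the 5% of cells with the highest counts left out, the glial code genes kept for clustering, a Leiden resolution of 2, only genes outside the clustering features and the P3 plates alone and without plate SS2_15_0135 or SS2_15_0144 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.320, and 5.59e-07 to 1.00 over all alternatives). *Mocs2* did not pass the threshold with the Reporting Summary filter, the 5% of cells with the highest counts left out, the glial code genes kept for clustering and a Leiden resolution of 2 and without plate SS2_15_0144 or SS2_19_166 (edgeR adjusted p up to 0.143, and 9.58e-11 to 0.632 over all alternatives).

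*Gpc6* lies on chromosome 14 of mm10 from 116925315 to 117976544, *Mocs2* on chromosome 13 from 114818236 to 114832275 and *Rap1gap2* on chromosome 11 from 74383356 to 74610915.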

Of note, the I_b_ and I_c_ trajectories almost joined at late time-points due to their high similarity in gene expression. However, overlaying them onto FA embedding revealed two paths leading to these two branches, one (the I_c_) directly from the unspecialized population (see also Fig. 2a) and the other (I_b_) going through several intermediate states and also giving rise to I_a_ and II populations (see “Methods” section). Moreover, along the differentiation trajectories, consecutive developmental time-points partially overlapped (Fig. 1d). This is likely explained by the basal-to-apical gradient of neuronal differentiation in the developing cochlea and the fact that whole spiral ganglia (from base to apex) were sampled. Therefore, a continuum of neuronal differentiation states and branching can be observed in a single developmental time point.

The cell state/type specific marker expression was validated in situ using RNAscope and immunostaining (Fig. 1g), confirming at E16.5 the emergence of a I_c_ identity (I_c_:*Mgat4c*^+^ and *Lypd1*^+^; I_a_/I_b_/II: *Islr2*^+^) and at E18.5 or P0 (Fig. 1h) the existence of the three main subtypes of I-SGNs [I_a_: CR^+^ (CR for calretinin); I_b_: *Lypd1*^+^/CR^+^ and *Calb1*^+^; I_c_: *Lypd1*^+^/CR^−^; at this stage, *Runx1* marks both I_b_ and I_c_ and *Igfbpl1*, the I_a_, I_b_ and II] and the II-SGNs [*Plk5*^+^ and PRPH^+^ (peripherin)]. Overall, this progression recapitulates with the selected experimental time points the dynamic of transcriptional changes occurring in SGNs from E14.5 to P3.

### Molecular codes of neuronal diversification

To study the flux of molecular changes that occur within the neuronal differentiation continuum, we fitted a principal tree in diffusion space, excluding the HC and OM clusters. The tip of the branch that was enriched with E14.5 cells was selected as a root and pseudotime was subsequently calculated as the distance on the tree from that root. The tree was then represented into a dendrogram recapitulating a branched trajectory based on the transcriptional similarity of pseudotime-ordered cells (Fig. 2a). The resulting tree accurately reflected developmental stages and the branching features of the FA representation (Fig. 2b). Plotting gene expression of known neuronal maturation genes, including *Slc17a7* (VGLUT1), *Nsf*, *Syp* (synaptophysin), *Stxbp1* (Munc18-1), *Snap25*, *Grin1* (NMDAR1) and *Nefh* (neurofilament heavy chain) on the tree supported the developmental progression from an immature, unspecialized state to differentiated neuron subtypes (Supplementary Fig. 2d). 

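SGN-like sums of E17.5/E18.5 (3 plates) were compared with those of E14.5 (2 plates). Of 16823 genes, 3617 were called, 2116 higher and 1501 lower. The SS2_20 plates alone, with E16.5 and E17.5 against E14.5, moved this count most, to 836. P3 against E14.5 (2 plates each) gave 7531 calls, 4078 higher and 3453 lower. The setting that moved the P3 count most was the omission of plate SS2_15_0144, to 5497. The methods give *Ntrk3* Cre at E14.5, and the labels give PVcre at all later stages and for plate SS2_20_135 of E14.5. So far as the drivers differ, stage and driver cannot be separated in any comparison with E14.5.

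*Slc17a7* was at 26.3 ± 7.25 CPM in E17.5/E18.5 and 9.79 ± 4.20 CPM in E14.5 (SD, n = 3 and 2 plates). For *Slc17a7* this is a log2 fold change of 1.43 (SE 0.29, edgeR adjusted p = 0.00579), and 1.06 to 1.98 with 1 plate left out in turn. *Nsf* changed by 0.34 on the log2 scale (SE 0.11, edgeR adjusted p = 0.0452), from 161 ± 4.32 CPM in E14.5 to 204 ± 11.5 CPM in E17.5/E18.5. Without 1 plate *Nsf* ranged from 0.30 to 0.39. Levels of *Syp* were 369 ± 88.2 CPM in E17.5/E18.5 and 306 ± 44.8 CPM in E14.5. *Syp* had a log2 fold change of 0.27 (SE 0.18, edgeR adjusted p = 0.296), between 0.14 and 0.46 as plates were left out. *Snap25* was at 823 ± 118 CPM in E17.5/E18.5 and 455 ± 24.4 CPM in E14.5. For *Snap25* this is a log2 fold change of 0.85 (SE 0.18, edgeR adjusted p = 0.00739), and 0.75 to 0.97 with 1 plate left out in turn. *Grin1* changed by 1.41 on the log2 scale (SE 0.27, edgeR adjusted p = 0.00387), from 13.5 ± 5.87 CPM in E14.5 to 35.9 ± 4.40 CPM in E17.5/E18.5. Without 1 plate *Grin1* ranged from 1.04 to 1.95. Levels of *Nefh* were 152 ± 56.6 CPM in E17.5/E18.5 and 24.6 ± 1.68 CPM in E14.5. *Nefh* had a log2 fold change of 2.63 (SE 0.30, edgeR adjusted p = 0.000192), between 2.43 and 2.91 as plates were left out. *Slc17a7* and *Grin1* did not pass the threshold with the SS2_20 plates alone. *Nsf* did not pass the threshold with no filter on low counts, the Reporting Summary filter, the 5% of cells with the highest counts left out and the SS2_20 plates alone and without plate SS2_19_166 or SS2_19_168 or SS2_20_133 or SS2_20_135 or SS2_20_143 (edgeR adjusted p up to 0.156, and 0.0192 to 0.389 over all alternatives). *Snap25* did not pass the threshold with the SS2_20 plates alone and without plate SS2_20_135 (edgeR adjusted p up to 0.0602, and 3.87e-05 to 0.233 over all alternatives). *Syp* passed the threshold without plate SS2_20_143 (edgeR adjusted p down to 0.00949, and 0.00949 to 0.706 over all alternatives). With the SS2_20 plates alone *Syp* changed sign.

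At P3 all 6 were called higher than at E14.5. *Slc17a7* reached 290.1 ± 23.9 CPM (log2 fold change 4.88, SE 0.35, edgeR adjusted p = 2.78e-06), *Nsf* 729 ± 102 CPM (log2 fold change 2.18, SE 0.12, edgeR adjusted p = 8.00e-07) and *Syp* 679 ± 1.95 CPM (log2 fold change 1.15, SE 0.19, edgeR adjusted p = 0.000663). *Snap25* reached 4794 ± 364 CPM (log2 fold change 3.40, SE 0.21, edgeR adjusted p = 1.53e-06), *Grin1* 88.5 ± 19.6 CPM (log2 fold change 2.72, SE 0.29, edgeR adjusted p = 3.50e-05) and *Nefh* 1199.6 ± 166.3 CPM (log2 fold change 5.61, SE 0.36, edgeR adjusted p = 1.64e-06). Ranges without 1 plate were 4.52 to 5.42, 1.98 to 2.27, 1.02 to 1.32, 3.27 to 3.46, 2.34 to 3.26 and 5.41 to 5.70 in this order.

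*Slc17a7* lies on chromosome 7 of mm10 from 45163949 to 45176142, *Nsf* on chromosome 11 from 103821782 to 103954056 and *Syp* on chromosome X from 7638471 to 7653256. *Snap25* lies on chromosome 2 of mm10 from 136713453 to 136782428, *Grin1* on chromosome 2 from 25291181 to 25319187 and *Nefh* on chromosome 11 from 4938754 to 4948064.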

Other neuronal maturation genes showed instead a cell-type restricted expression pattern (Supplementary Data 1). 

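*Cplx2* and *Stx1a* were lower in the late SGN-like cells than at E14.5. Levels of *Cplx2* were 99.7 ± 20.7 CPM in E17.5/E18.5 and 150.2 ± 37.2 CPM in E14.5 (SD, n = 3 and 2 plates). *Cplx2* had a log2 fold change of -0.59 (SE 0.24, edgeR adjusted p = 0.103), between -0.82 and -0.30 as plates were left out. *Stx1a* was at 100.5 ± 16.4 CPM in E17.5/E18.5 and 157 ± 18.3 CPM in E14.5. For *Stx1a* this is a log2 fold change of -0.65 (SE 0.15, edgeR adjusted p = 0.00976), and -0.78 to -0.52 with 1 plate left out in turn. *Cplx2* passed the threshold with the 5% of cells with the highest counts left out and without plate SS2_20_143 (edgeR adjusted p down to 0.0393, and 0.0318 to 0.901 over all alternatives). *Stx1a* did not pass the threshold with the SS2_20 plates alone and without plate SS2_20_133 (edgeR adjusted p up to 0.0755, and 0.000315 to 0.143 over all alternatives).

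P3 brought *Cplx2* to 58.3 ± 13.7 CPM (SD, n = 2 plates, log2 fold change -1.37, SE 0.27, edgeR adjusted p = 0.00192) and *Stx1a* to 50.5 ± 1.77 CPM (log2 fold change -1.64, SE 0.17, edgeR adjusted p = 2.17e-05). Without 1 plate these ranged from -1.67 to -1.08 and from -1.74 to -1.51. *Cplx2* lies on chromosome 13 of mm10 from 54371349 to 54383917 and *Stx1a* on chromosome 5 from 135023482 to 135051100.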

Interestingly, some genes such as *Cplx2* (complexin 2) and *Stx1a* (syntaxin 1a), which are members of the SNARE family and associated with the synaptic release of neurotransmitters, exhibited a reversed expression pattern with enrichment in immature neurons, during extension of SGN afferents to their targets^24^ (Supplementary Fig. 2d), which suggests a role in the expansion of the plasma membrane during axonal growth^25^ towards the sensory epithelium. Therefore, the neuronal differentiation tree could be divided into 2 major states, unspecialized *versus* differentiated neurons (the branching tree leading to the known terminal cell types). Notably, the tree showed unspecialized neurons diverging into I_c_-SGNs and intermediate I_a_/I_b_/II-SGNs around E15–16, which marks the period of afferent innervation of HCs^26^. 

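Ic-like cells made up 18.3 ± 9.86% of SGN-like cells in the 4 plates of E14.5 and E15.5 and 10.9 ± 6.99% in the 6 plates of E16.5 to E18.5 (SD). The difference of -7.36 points had an exact two-sided permutation p of 0.186 over 210 splits, where 0.00476 is the smallest possible. With 1 plate left out the difference ran from -11.5 to -4.64 points (exact permutation p 0.0714 or higher). Within series SS2_20 it was -13.4 points (exact permutation p = 0.20, smallest possible 0.0667). By plate the share was 15.0 and 5.80% at E14.5, 25.9 and 26.4% at E15.5, and 18.47, 18.8 and 9.86% at E16.5. It was 0% in the E17.5 plate and 9.28 and 9.23% at E18.5. The E17.5 value depended on the setting. It was 24.0% with glial code genes kept for clustering, 1.30% at a Leiden resolution of 2 and 0% with the Reporting Summary filter. Against embryonic day Pearson r was -0.384 (permutation p = 0.272) and Spearman rho -0.365 (p = 0.297). Without the 2 plates farthest from the median day r was -0.271 (permutation p = 0.513), and within series SS2_20 it was -0.394 (permutation p = 0.438). The earlier naming rule, replaced after the cluster tables had been seen, reversed the sign of the difference to 6.06 points (exact permutation p = 0.20). Among embryonic plates that rule named Ic-like cells in those of E16.5 only. Ib/Ic-like cells are not counted here. Counted with Ic-like cells, a choice made after the results had been seen, they bring the E18.5 plates to 25.1 and 25.0% and the difference to -1.84 points (exact permutation p = 0.748). Marker scores were scaled within a stage, so Ic-like means high relative to the other SGN-like cells of that stage. Shares of different stages are thus not on a common scale and cannot time the first split.

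Ic-like and intermediate Ia/Ib/II-like cells were both present in all 3 plates of E16.5. Between them 262 of 13752 genes were called, 140 higher and 122 lower in Ic-like cells. Leaving out plate SS2_18_350 moved this count most, to 21, and leaving out SS2_20_139 gave 2402. With the plate as a replicate block 115 genes were called, of which 98 are among the 262. The observed grouping was the only 1 of 10 splits of these sums that called any gene. With 10 splits the smallest possible share is 0.10, so a random grouping cannot be told from it. *Mgat4c* was at 50.0 ± 28.7 CPM in Ic-like and 2.29 ± 0.689 CPM in Ia/Ib/II-like cells (SD, n = 3 and 3 plates). For *Mgat4c* this is a log2 fold change of 4.45 (SE 0.62, edgeR adjusted p = 0.0138), and 3.89 to 4.77 with 1 plate left out in turn. *Islr2* changed by -4.19 on the log2 scale (SE 0.53, edgeR adjusted p = 0.00964), from 357 ± 79.9 CPM in Ia/Ib/II-like cells to 17.52 ± 13.6 CPM in Ic-like. Without 1 plate *Islr2* ranged from -4.84 to -3.73. *Neurod6*, *Sall3* and *Slfn2* had the largest changes. *Sall3* was at 65.0 ± 28.6 CPM in Ic-like and 0.230 ± 0.237 CPM in Ia/Ib/II-like cells (log2 fold change 7.72, SE 0.72, edgeR adjusted p = 0.00325, 7.28 to 8.41 without 1 plate). *Neurod6* had 1 count in Ia/Ib/II-like cells and 15.2 ± 5.39 CPM in Ic-like cells, a ratio of 1215 (217 to 48055, edgeR adjusted p = 0.00642). *Slfn2* had 3 counts in Ic-like cells and 12.5 ± 0.780 CPM in the others, a ratio of 180.0 (61.4 to 874, edgeR adjusted p = 0.0204). *Mgat4c* and *Islr2* did not pass the threshold with the plate as a replicate block and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.292, and 4.95e-14 to 0.292 over all alternatives). *Sall3* did not pass the threshold without plate SS2_18_350 (edgeR adjusted p up to 0.118, and 1.05e-29 to 0.118 over all alternatives). *Neurod6* did not pass the threshold without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.284, and 4.90e-13 to 0.284 over all alternatives). *Slfn2* did not pass the threshold with the plate as a replicate block and only genes outside the clustering features and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.344, and 4.46e-11 to 0.344 over all alternatives).

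*Mgat4c* lies on chromosome 10 of mm10 from 101681487 to 102391469, *Islr2* on chromosome 9 from 58196297 to 58204319 and *Neurod6* on chromosome 6 from 55677822 to 55681263. *Sall3* lies on chromosome 18 of mm10 from 80966376 to 80986771 and *Slfn2* on chromosome 11 from 83065112 to 83070678.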

Knowing the first SGNs are generated at E10 in mice, this indicates that neuronal diversification in the cochlea is a relatively late event that might require cell–cell communication with their peripheral target field, but also, that it is initiated prior to E18.5 in mice, i.e., before functional synapses first emerge and correlated activation of SGNs is observed in the cochlea^27–29^.

**Fig. 2:**
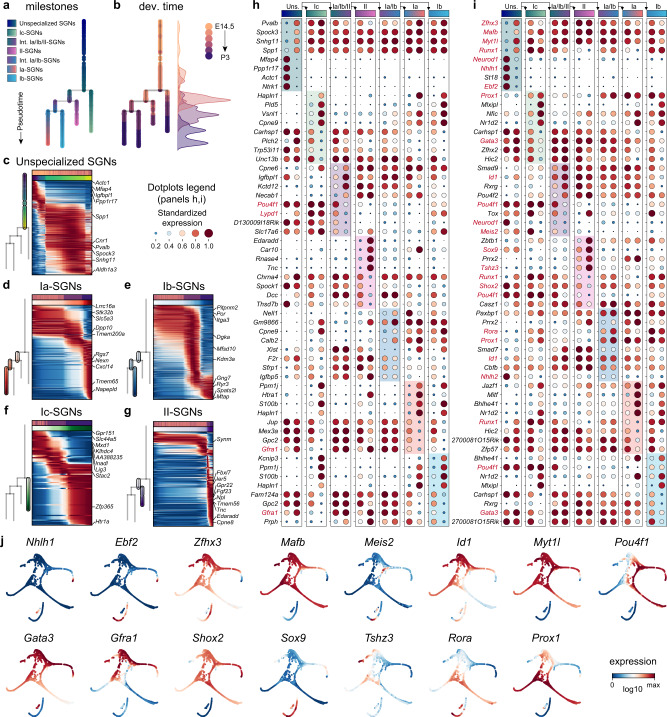
Molecular trajectories of developing SGN cell types. **a** Dendrogram recapitulating the branched trajectory of the developing SGNs based on the transcriptional similarity of pseudotime-ordered cells. **b** Normalized fraction of cells corresponding to each time point of collection across pseudotime, showing that pseudotime is aligned with age. **c**–**g** Heatmaps representing overview analysis of the different trajectories, together with the top ten upregulated genes along the differentiation of each branch. **h**, **i** Genes predicted to be likely involved in cell state and cell type divergence along the diversification tree; the top 4 up- and 4 downregulated genes (**h**) and transcription factors (**i**) are shown for each branch/cell state, as defined in **a**. **j** Plots showing different marker genes [in MAGIC imputed log10(fpm) expression] delineating different SGN subtype trajectories. Genes referenced through the text are highlighted in red. The color bars at the top indicate cell states as in **a**. Data in **c**–**g** are expressed in minimax normalized fitted log10(fpm). Dev. developmental, Int. intermediate.

To investigate the dynamic transcriptional changes along the individual segments of the trajectories (Fig. 2a, c–g, dendrograms) and discover transcription and signalling genes with likely functions in SGN differentiation, we used differential gene expression approaches that characterize pseudotime-ordered molecular trajectories (Fig. 2c–i, Supplementary Data 3–6). Focusing on transcriptional regulators (Fig. 2i, j), we observed that the shared, unspecialized neurons’ trajectory was characterized by rapid downregulation of genes commonly associated with early neuronal differentiation processes (*Neurod1*, *Nhlh1* or *Ebf2*), and upregulation of genes that are involved in specification events in cochlea and other systems (*Zfhx3*, *Runx1*, *Mafb*, *Meis2*, *Id1* and *Myt1l*) (Fig. 2i, j). Those genes were later found downregulated, restricted to or over-represented in select neuron type trajectories. 

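For SGN-like cells of E17.5/E18.5 (3 plates) against E14.5 (2 plates), *Neurod1* gave 13.1 ± 0.481 against 509.9 ± 233 CPM (log2 fold change -5.29, SE 0.39, edgeR adjusted p = 1.49e-05, -5.68 to -4.70 without 1 plate). Levels of *Nhlh1* were 0.446 ± 0.314 CPM in E17.5/E18.5 and 49.1 ± 19.7 CPM in E14.5. *Nhlh1* had a log2 fold change of -6.96 (SE 0.86, edgeR adjusted p = 0.000309), between -7.52 and -6.42 as plates were left out. *Ebf2* was at 0.776 ± 0.361 CPM in E17.5/E18.5 and 80.9 ± 36.0 CPM in E14.5. For *Ebf2* this is a log2 fold change of -6.78 (SE 0.61, edgeR adjusted p = 5.08e-05), and -7.16 to -6.19 with 1 plate left out in turn. By P3 *Neurod1* was at 7.41 ± 0.171 CPM (log2 fold change -6.10, SE 0.48, edgeR adjusted p = 4.53e-06, -6.50 to -5.53 without 1 plate) and *Nhlh1* at 0.00979 ± 0.0138 CPM (log2 fold change -11.82, SE 1.27, edgeR adjusted p = 3.34e-05, -14.70 to -11.22). *Ebf2* had 1 count in all of P3, a ratio of 37784 with a counting interval of 6776 to 1.49e+06 (edgeR adjusted p = 3.20e-06).

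*Zfhx3* changed by 0.49 on the log2 scale (SE 0.30, edgeR adjusted p = 0.259), from 68.4 ± 36.7 CPM in E14.5 to 96.3 ± 20.5 CPM in E17.5/E18.5. Without 1 plate *Zfhx3* ranged from 0.044 to 1.19. Levels of *Runx1* were 186 ± 12.1 CPM in E17.5/E18.5 and 107 ± 8.26 CPM in E14.5. *Runx1* had a log2 fold change of 0.80 (SE 0.14, edgeR adjusted p = 0.00243), between 0.74 and 0.89 as plates were left out. *Meis2* was at 6.46 ± 7.24 CPM in E17.5/E18.5 and 36.1 ± 1.49 CPM in E14.5. For *Meis2* this is a log2 fold change of -2.55 (SE 0.80, edgeR adjusted p = 0.0436), and -3.97 to -2.08 with 1 plate left out in turn. *Id1* changed by 0.66 on the log2 scale (SE 0.27, edgeR adjusted p = 0.107), from 117 ± 35.4 CPM in E14.5 to 185 ± 51.2 CPM in E17.5/E18.5. Without 1 plate *Id1* ranged from 0.40 to 1.01. Levels of *Myt1l* were 125 ± 34.2 CPM in E17.5/E18.5 and 87.9 ± 7.41 CPM in E14.5. *Myt1l* had a log2 fold change of 0.50 (SE 0.19, edgeR adjusted p = 0.0818), between 0.27 and 0.62 as plates were left out. *Meis2* did not pass the threshold without plate SS2_19_166 or SS2_19_168 or SS2_20_133 or SS2_20_135 (edgeR adjusted p up to 0.123, and 0.00101 to 0.123 over all alternatives). *Zfhx3* passed the threshold without plate SS2_20_133 (edgeR adjusted p down to 0.0165, and 0.0165 to 0.922 over all alternatives). *Id1* passed the threshold with DESeq2 and the SS2_20 plates alone. *Myt1l* passed the threshold with the glial code genes kept for clustering and the SS2_20 plates alone. *Id1* peaked between these stages, at 348 ± 46.7 CPM at E16.5 (plain CPM, n = 3), and *Zfhx3* at 167.5 ± 11.6 CPM at E15.5 (n = 2).

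Genes chosen for the largest changes were *Calb2*, *Lama2* and *Pdpn* late and *Calb2* and *Cryab* at P3. *Lama2*, *Pdpn* and *Cryab* are glial code genes. Over both E14.5 plates SGN-like cells had 0 counts of these 4. At E17.5/E18.5 *Calb2* lay at least 6512-fold, *Lama2* at least 942-fold and *Pdpn* at least 796-fold higher against a floor of 3 counts, with counts pooled over the 3 plates (edgeR adjusted p = 0.000864, 0.0228 and 0.0125). Levels were 429 ± 296, 60.2 ± 53.0 and 50.1 ± 43.2 CPM (SD, n = 3 plates). In the E17.5 plate alone these genes were at 90.7, 0.435 and 0.187 CPM, so the bounds rest mainly on the E18.5 plates. At P3 *Calb2* was at least 20190-fold higher and *Cryab* at least 3780-fold (edgeR adjusted p = 0.000112 and 0.00240, 2057 ± 498 and 422 ± 59.1 CPM). *Calb2* did not pass the threshold with the SS2_20 plates alone. *Lama2* did not pass the threshold with the SS2_20 plates alone and without plate SS2_20_133 or SS2_20_135 (edgeR adjusted p up to 0.103, and 1.02e-05 to 0.375 over all alternatives). *Pdpn* did not pass the threshold with limma-trend and the SS2_20 plates alone and without plate SS2_20_133 or SS2_20_135 (edgeR adjusted p up to 0.0689, and 3.16e-07 to 0.120 over all alternatives).

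*Neurod1* lies on chromosome 2 of mm10 from 79452521 to 79456751, *Nhlh1* on chromosome 1 from 172052292 to 172057573 and *Ebf2* on chromosome 14 from 67233292 to 67430918. *Zfhx3* lies on chromosome 8 of mm10 from 107942644 to 108961630, *Runx1* on chromosome 16 from 92601466 to 92826149 and *Meis2* on chromosome 2 from 115863064 to 116065839. *Id1* lies on chromosome 2 of mm10 from 152736251 to 152737410, *Myt1l* on chromosome 12 from 29528384 to 29923213 and *Lama2* on chromosome 10 from 26980036 to 27619758. *Pdpn* lies on chromosome 4 of mm10 from 143267431 to 143299564 and *Cryab* on chromosome 9 from 50751325 to 50756636.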

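In the E16.5 plates *Runx1* and *Meis2* were higher in Ic-like than in Ia/Ib/II-like cells of all 3 plates. *Runx1* was at 301 ± 104 CPM in Ic-like and 79.9 ± 18.0 CPM in Ia/Ib/II-like cells (SD, n = 3 and 3 plates). For *Runx1* this is a log2 fold change of 1.90 (SE 0.28, edgeR adjusted p = 0.0165), and 1.42 to 2.21 with 1 plate left out in turn. *Meis2* changed by 5.31 on the log2 scale (SE 0.43, edgeR adjusted p = 0.00179), from 3.92 ± 2.15 CPM in Ia/Ib/II-like cells to 167.5 ± 42.8 CPM in Ic-like. Without 1 plate *Meis2* ranged from 5.12 to 5.72. *Runx1* did not pass the threshold with the plate as a replicate block and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.190, and 9.04e-08 to 0.190 over all alternatives). In E18.5 Ic-like cells plain levels of *Meis2* were 2.96 ± 0.586 CPM (n = 2) and those of *Runx1* 248 ± 28.7 CPM (n = 2).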

*Runx1* and *Meis2* for instance were found further increased in the I_c_-SGNs as they differentiate from the unspecialized state. In contrast to *Runx1* however, *Meis2* was not maintained in I_c_-SGNs, and *Runx1* was later found increased also in I_b_-SGNs (see below) (Fig. 2i, j). *Pou4f1* (BRN3A) showed a similar trend, i.e., maintained or slightly increased in the I_c_-SGN trajectory, while dropping in the intermediate I_a_/I_b_/II population trajectory, which is in line with a recent study^30^. 

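*Pou4f1* was at 320.0 ± 21.8 CPM in Ic-like and 56.8 ± 14.2 CPM in Ia/Ib/II-like cells (SD, n = 3 and 3 plates). For *Pou4f1* this is a log2 fold change of 2.50 (SE 0.22, edgeR adjusted p = 0.00211), and 2.28 to 2.63 with 1 plate left out in turn. Unspecialized cells of the same stage had 268 ± 114 CPM of *Pou4f1* (plain CPM, n = 3 plates). *Pou4f1* lies on chromosome 14 of mm10 from 104461676 to 104467999.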

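*Gata3* stood at 929 ± 298 CPM in SGN-like cells of E14.5, 1173 ± 171 at E15.5, 889 ± 13.4 at E16.5, 452 ± 91.5 at E17.5/E18.5 and 118 ± 27.5 at P3 (plain CPM, SD, 2, 2, 3, 3 and 2 plates). *Gata3* changed by -1.05 on the log2 scale (SE 0.22, edgeR adjusted p = 0.00649), from 912 ± 288 CPM in E14.5 to 440.4 ± 93.2 CPM in E17.5/E18.5 (SD, n = 2 and 3 plates). Without 1 plate *Gata3* ranged from -1.32 to -0.68. *Gata3* did not pass the threshold with the SS2_20 plates alone and without plate SS2_20_133 (edgeR adjusted p up to 0.0768, and 1.76e-05 to 0.447 over all alternatives). *Gata3* lies on chromosome 2 of mm10 from 9857078 to 9890034.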

At the opposite, *Gata3*, which increased in the unspecialized neurons, as previously shown^31^, was downregulated in all type I SGNs when each population diverged from their shared trajectory (which happens earlier for I_c_-SGNs) (Fig. 2i, j). This confirms previous observations^31^ and suggests that its master regulator function in specifying a generic identity of SGNs^32^ might be incompatible with the final differentiation program of type I subtypes. *Gata3* was however maintained in II-SGNs, together with *Mafb* (which in parallel progressively decreases in I-SGNs) (Fig. 2i, j), confirming earlier studies on their expression^1–3,33,34^ and known molecular interactions—with MafB acting downstream of GATA3 to regulate auditory synaptogenesis^35^.

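Levels of *Gata3* were 750.5 ± 50.8 CPM in II-like cells and 204 ± 119 CPM in the type I classes (SD, n = 3 and 4 plates). *Gata3* had a log2 fold change of 2.16 (SE 0.13, edgeR adjusted p = 6.83e-09), between 1.85 and 2.34 as plates were left out.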

Following the first branching point (or split), the intermediate I_a_/I_b_/II trajectory was primarily characterized by a general maintenance of specific transcription factors (TFs) expression found before bifurcation and the upregulation of *Id1* and of *Gfra1* (GDNF family receptor alpha 1) (Fig. 2h–j). This suggests that this intermediate state is marked by a progression of neuronal specification events that had already started during the last period of the unspecialized neuron trajectory. In contrast, the further distinction between type II and the transient I_a_/I_b_ trajectories was marked in the nascent type II neurons by the absence/decrease of expression of TFs specific to the transient I_a_/I_b_ population such as *Runx1* or *Shox2* and the upregulation of *Sox9* and *Tshz3* (Fig. 2i, j). Also, and similar to the I_c_ population, *Rora* (retinoid-related orphan receptor alpha) and *Prox1*, a generic marker of adult type I SGNs^1^, were both upregulated in transient I_a_/I_b_ SGNs (Fig. 2i, j). This suggests that *Prox1* could be part of a terminal differentiation program^36^ that would be continuously required to maintain a type I specific differentiated state. 

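Seen from the Ic-like side at E16.5, *Id1* and *Gfra1* were lower than in Ia/Ib/II-like cells. *Id1* changed by -2.48 on the log2 scale (SE 0.18, edgeR adjusted p = 0.00121), from 455 ± 59.5 CPM in Ia/Ib/II-like cells to 81.2 ± 14.4 CPM in Ic-like (SD, n = 3 and 3 plates). Without 1 plate *Id1* ranged from -2.53 to -2.46. Levels of *Gfra1* were 46.7 ± 12.2 CPM in Ic-like and 382 ± 33.1 CPM in Ia/Ib/II-like cells. *Gfra1* had a log2 fold change of -3.02 (SE 0.22, edgeR adjusted p = 0.00121), between -3.27 and -2.92 as plates were left out. *Gfra1* did not pass the threshold with the Reporting Summary filter. Unspecialized cells at E16.5 had 362 ± 146 CPM of *Id1* and 434 ± 68.8 CPM of *Gfra1* (plain CPM, n = 3). *Gfra1* lies on chromosome 19 of mm10 from 58235604 to 58455909.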

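*Runx1* was at 13.2 ± 10.1 CPM in II-like cells and 207 ± 9.11 CPM in the type I classes (SD, n = 3 and 4 plates). For *Runx1* this is a log2 fold change of -4.09 (SE 0.49, edgeR adjusted p = 1.71e-05), and -4.65 to -3.47 with 1 plate left out in turn. *Shox2* changed by -2.68 on the log2 scale (SE 0.18, edgeR adjusted p = 2.04e-08), from 54.7 ± 20.2 CPM in the type I classes to 10.7 ± 5.93 CPM in II-like cells. Without 1 plate *Shox2* ranged from -2.84 to -2.41. Levels of *Sox9* were 47.7 ± 13.3 CPM in II-like cells and 1.61 ± 1.26 CPM in the type I classes. *Sox9* had a log2 fold change of 5.48 (SE 0.65, edgeR adjusted p = 1.56e-05), between 3.69 and 6.18 as plates were left out. *Tshz3* was at 59.6 ± 18.7 CPM in II-like cells and 14.8 ± 5.11 CPM in the type I classes. For *Tshz3* this is a log2 fold change of 2.11 (SE 0.24, edgeR adjusted p = 1.08e-05), and 1.51 to 2.52 with 1 plate left out in turn. All 4 lay on the same side in all 3 plates with II-like sums. Among genes called higher in II-like cells 29.1% belong to the glial code, against 8.74% of genes tested. *Shox2* lies on chromosome 3 of mm10 from 66971727 to 66981771, *Sox9* on chromosome 11 from 112782224 to 112787760 and *Tshz3* on chromosome 7 from 36698118 to 36773553.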

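*Rora* changed by -2.25 on the log2 scale (SE 0.36, edgeR adjusted p = 0.000265), from 41.3 ± 1.47 CPM in the type I classes to 9.91 ± 6.65 CPM in II-like cells (SD, n = 4 and 3 plates). Without 1 plate *Rora* ranged from -2.67 to -1.60. Levels of *Prox1* were 12.2 ± 6.14 CPM in II-like cells and 111 ± 26.2 CPM in the type I classes. *Prox1* had a log2 fold change of -3.36 (SE 0.22, edgeR adjusted p = 2.15e-08), between -3.61 and -3.02 as plates were left out. In Ic-like cells alone *Prox1* had 110.0 ± 2.98 CPM at E18.5 and *Rora* 43.6 ± 5.61 CPM (plain CPM, n = 2). *Rora* lies on chromosome 9 of mm10 from 68653786 to 69388246 and *Prox1* on chromosome 1 from 190118035 to 190170714.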

Finally, the last branching event identified I_a_- and I_b_-SGN differentiation coinciding in the I_b_ trajectory with an upregulation of *Runx1* and *Pou4f1* (although *Pou4f1* showed lower expression relative to I_c_ neurons), and in I_a_-SGNs, with a downregulation of *Runx1* and the maintenance, although at lower levels, of *Id1* (Fig. 2i, j). 

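*Runx1* was at 290.3 ± 37.5 CPM in Ib-like and 47.8 ± 36.5 CPM in Ia-like cells (SD, n = 2 and 4 plates). For *Runx1* this is a log2 fold change of 3.48 (SE 0.51, edgeR adjusted p = 0.00171), and 2.80 to 3.82 with 1 plate left out in turn. *Pou4f1* changed by 3.21 on the log2 scale (SE 0.61, edgeR adjusted p = 0.0137), from 6.43 ± 3.90 CPM in Ia-like cells to 64.3 ± 23.4 CPM in Ib-like. Without 1 plate *Pou4f1* ranged from 2.17 to 3.59. Levels of *Id1* were 18.1 ± 9.91 CPM in Ib-like and 185 ± 37.2 CPM in Ia-like cells. *Id1* had a log2 fold change of -3.05 (SE 0.34, edgeR adjusted p = 0.000271), between -3.51 and -2.67 as plates were left out. *Runx1* did not pass the threshold with the Reporting Summary filter and a Leiden resolution of 2 and without plate SS2_15_0144 (edgeR adjusted p up to 0.0604, and 6.09e-13 to 0.373 over all alternatives). *Pou4f1* did not pass the threshold with the Reporting Summary filter and without plate SS2_15_0135 or SS2_15_0144 or SS2_19_166 (edgeR adjusted p up to 0.140, and 2.82e-09 to 0.566 over all alternatives). *Id1* did not pass the threshold with the Reporting Summary filter and a Leiden resolution of 2. Against Ia-like cells, Ic-like cells had more *Pou4f1* (237 ± 96.3 CPM, log2 fold change 5.16, SE 0.55, edgeR adjusted p = 4.34e-05, 4.63 to 5.70 without 1 plate) and more *Runx1* (227 ± 16.2 CPM, log2 fold change 2.67, SE 0.42, edgeR adjusted p = 0.00129, 2.13 to 3.17). Between Ic-like and Ib-like cells *Pou4f1* was not called (log2 fold change 1.95, SE 0.61, edgeR adjusted p = 0.285, 1.43 to 2.46). *Pou4f1* passed the threshold with no filter on low counts and a Leiden resolution of 2. *Runx1* did not pass the threshold with the earlier naming rule.

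*Slfn2* was among the largest changes between Ib-like and Ia-like cells, at 0.0686 ± 0.0970 and 13.6 ± 6.69 CPM (log2 fold change -6.34, SE 1.38, edgeR adjusted p = 0.0332, -9.73 to -5.48 without 1 plate). *Slfn2* did not pass the threshold with the Reporting Summary filter, the 5% of cells with the highest counts left out, the glial code genes kept for clustering, a Leiden resolution of 2, only genes outside the clustering features and the P3 plates alone and without plate SS2_15_0135 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.224, and 7.26e-07 to 0.811 over all alternatives). Between Ic-like and Ia-like cells it was *Cxcl14*, with 1 count in Ic-like cells and 11.6 ± 14.2 CPM in Ia-like cells. Its ratio was 857 (154 to 33860, edgeR adjusted p = 0.0304). *Cxcl14* did not pass the threshold with the Reporting Summary filter, the 5% of cells with the highest counts left out, the glial code genes kept for clustering, a Leiden resolution of 2, only genes outside the clustering features and the earlier naming rule and without plate SS2_15_0135 or SS2_15_0144 or SS2_19_168 (edgeR adjusted p up to 0.200, and 1.06e-05 to 0.807 over all alternatives).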

Overall, the data provide a compendium of genes associated with identity divergence, and describe a series of transient, up- and downregulation of TFs whose expression dynamics may play a significant role in neuronal diversification and cell identity maintenance (see also Fig. 4j).

### Regulon analysis identifies NEUROD1 as a I_c_ fate regulator in vivo

Cell type trajectories are shaped by underlying gene regulatory networks (GRNs) that are centred on a limited number of TFs (or master regulators) and co-factors that interact with *cis*-regulatory genomic regions (target genes) to mediate a specialized transcriptional programme that governs individual cell type/state definition. To comprehensively reconstruct GRNs along the neuronal differentiation tree, and reveal the master regulators and co-factors (i.e., regulons) that might govern individual cell type identities, we used SCENIC (Single-Cell rEgulatory Network Inference and Clustering)^37^, a computational workflow that enables inference of GRN (regulon) activities. We identified multiple regulons, each representing a TF, along with a set of co-expressed and motif-enriched target genes, and the regulon activity scores for each neuronal trajectory (Fig. 3a). While some of these regulons were shared among multiple trajectories, others were highly specific and non-overlapping and defined the developmental progression of select cell identities. Moreover, many regulons were found either up- or downregulated, or transiently expressed (e.g., *Pou2f1*(+), *Onecut2*(+) or *Rora*(+)), along the developmental trajectories, highlighting the need of a decrease in specific GRNs activity for driving proper SGN differentiation. Interestingly, the upregulation of *Ppargc1a*(+) (PGC-1α gene network), that is associated with mitochondrial biogenesis^38^, in all emerging type I neurons—with a large energy demand later in life^39^—suggests their possible priming with an increased metabolism already before birth. This co-existence and temporal segregation of various GRNs in each trajectory produce thus combinatorial codes for SGN fate decisions during development.

**Fig. 3:**
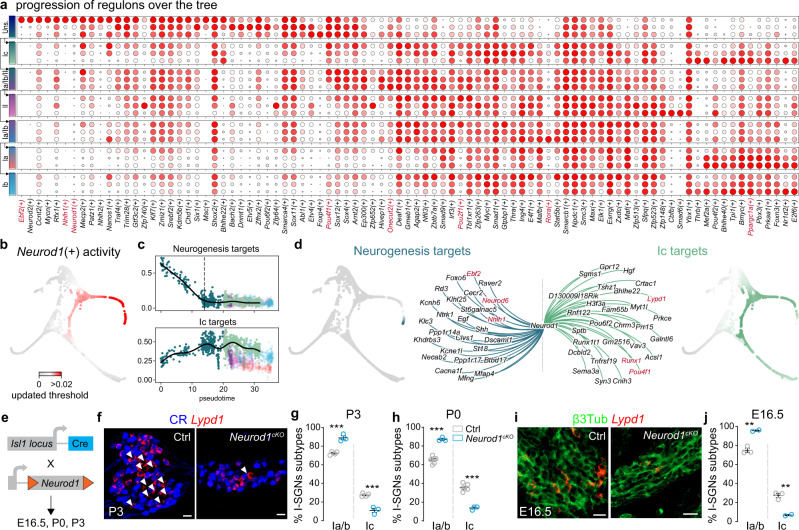
Gene regulatory network analysis identifies regulons essential for SGN diversification. **a** Dotplot showing the developmental progression of regulons associated with the different cell states and transitions along the diversification tree shown in Fig. 2a; the color bars on the left indicate cell states as in Fig. 2a. **b** Plot showing developmental progression of *Neurod1*(+) after reducing the threshold score. **c** Plots showing developmental (pseudotime) progression of two regimes of activity of *Neurod1*(+) along the differentiation tree. A first regime is active at the beginning of the unspecialized population state, is associated with neurogenesis targets and decreases progressively towards the first bifurcation (representing fate choice between I_c_ and I_a_/I_b_/II); a second regime is progressively active in cells as they reach the first bifurcation and continues to be active in the I_c_ trajectory. **d** Gene regulatory network representation of *Neurod1*(+) showing its two regimes of activity associated with either neurogenesis (left) or I_c_ targets (right). **e** Genetic strategy for conditional deletion of *Neurod1* from postmitotic SGNs. **f**–**j** Neuronal diversification phenotype in cochlea of *Neurod1*^*cKO*^ mice at E16.5, P0 and P3. At P3 (**f**, **g**) and P0 (**h**), I_a_-, I_b_- and I_c_-SGNs are CR^+^, CR^+^/*Lypd1*^+^ and *Lypd1*^+^/CR^-^ (arrowheads in **f**), respectively. At E16.5 (**i**, **j**), SGNs are immunostained for βIII-tubulin and only emerging I_c_-SGNs express *Lypd1* (see Fig. 1). Quantifications of labelling are shown in **g**, **h** and **j**. Data in **a** represent max normalized fitted AUC scores. Data in **c** represent mean of minmax normalized gene expression from I_c_ targets and neurogenesis targets, shown as single cell data points as well as gam fit (line) over pseudotime trajectory. Data in **g**, **h** and **j** are presented as mean ± SEM; circles represent values from individual animals (1 cochlea per animal analyzed, minimum of 5 sections per cochlea, basal and mid-basal regions; *n* = 2–6 animals per genotype, per stage); t-test, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file. Genes referenced through the text are highlighted in red in **a** and **d**. Scale bars: 20 µm. Ctrl. control.

Our analysis also revealed that the highest representation of regulons defined the unspecialized group of neurons. Because the enrichment and number of effector genes, together with the expression level of the master TF, are key parameters in predicting the activity of a regulon, a potential limitation of the above analysis is the possibility that a regulon might significantly change activity, and thus visibility, depending on the cellular context (co-factors and gene modules involved) such as between two temporally and molecularly separated events, e.g., during neurogenesis (immature state) or neuronal diversification. By re-analysing the activity of neurogenesis-related regulons along the pseudotime axis, we observed that *Neurod1*(+), active in all cells during early specification of the unspecialized SGNs, was also and specifically active at the beginning of the I_c_ trajectory (Fig. 3b, c). This temporal analysis of *Neurod1*(+) identified two different regimes of *Neurod1*-asssociated GRNs. 

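*Neurod6* went from 32.6 ± 4.68 CPM at E14.5 to 0.497 ± 0.412 CPM at E17.5/E18.5 in SGN-like cells (SD, n = 2 and 3 plates, log2 fold change -5.90, SE 1.03, edgeR adjusted p = 0.00242, -6.51 to -5.51 without 1 plate). *Neurod6* did not pass the threshold with the SS2_20 plates alone. Already at E15.5 *Nhlh1* stood at 5.78 ± 3.60, *Neurod6* at 9.88 ± 7.84 and *Ebf2* at 6.92 ± 1.08 CPM (plain CPM, n = 2).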

A first one was associated with the early stage of neuronal differentiation, included targets such as *Nhlh1*, *Neurod6* and *Ebf2*, and decreased along the first, unspecialized neurons, trajectory (Fig. 3d). A second one progressively increased along this trajectory, diverged to the I_c_ path, and was marked by the expression of targets including *Runx1*, *Pou4f1* and *Lypd1*, which all characterize the emergence of a I_c_ identity. 

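*Lypd1* changed by 4.55 on the log2 scale (SE 0.35, edgeR adjusted p = 0.00129), from 11.6 ± 3.75 CPM in Ia/Ib/II-like cells to 266 ± 83.0 CPM in Ic-like (SD, n = 3 and 3 plates). Without 1 plate *Lypd1* ranged from 4.36 to 4.77. In E14.5 SGN-like cells *Lypd1* was at 38.7 ± 9.90 CPM and at E15.5 at 88.3 ± 19.2 CPM (plain CPM, n = 2 each).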

To determine if NEUROD1 could influence I_c_-SGN differentiation, we crossed *Neurod1*^*loxP/loxP*^ mice^40^ with *Isl1*^*Cre*^ mice^41^ (ISL1 is expressed from E8.5 in neurons of the developing inner ear^42^) to delete *Neurod1* in SGNs (*Neurod1*^*cKO*^), therefore avoiding the nearly complete loss of SGNs observed in the full *Neurod1* knockout mice^43,44^ (Fig. 3e). *Neurod1*^*cKO*^ mice have previously been shown to exhibit normal organization of the organ of Corti and to enable development of SGNs at basal and mid-basal regions, albeit in reduced number^45^. Analysis of cochlea in P3 *Neurod1*^*cKO*^ mice revealed a loss of I_c_-SGN marker staining (Fig. 3f, g). This phenotype was similar at P0 and already visible at E16.5 (Fig. 3h–j). To determine if NEUROD1 is required for I_c_-SGN specification, or if it regulates the survival of this emerging population, or both, we examined cleaved caspase-3 (c-casp-3) immunostaining at E16.5 and P0 in Ctrl and *Neurod1*^*cKO*^ mice cochlea. Analysis of the basal and mid-basal regions of the cochlea revealed in average about 1 neuron positive for c-casp-3 labelling every two sections in *Neurod1*^*cKO*^ mice, with no labelling in Ctrl animals (Supplementary Fig. 3). Therefore, while we cannot rule out a potential role of NEUROD1 in early differentiating I_c_-SGN cell survival, we believe the small presence of SGN cell death observed during the period of neuronal diversification in the absence of NEUROD1 cannot account for the great loss of I_c_-SGNs seen at E16.5 and around birth. Taken together, these results suggest that NEUROD1 is required for the early specification of I_c_-SGNs from the unspecialized pool of SGNs.

### Molecular regulation of trajectories and cell states

Emergence of cell types during development is a continuous process of differentiation where more immature cells progressively become fate restricted in a series of stepwise bifurcation events. These branch points however only indicate an overall change or switch of transcriptional identity along the trajectory, and do not explain the critical events that characterize the pre- and post-transition states and are responsible for the emergence and consolidation of cell fate^46^. To analyse the dynamical behaviour of the hierarchical fate split points that represent diversification (decision) events, we analysed and identified for each branching points gene modules (groups of genes that change in the same direction and tend to synchronize along the pseudotime) possibly driving fate choice (early modules, pre-bifurcation) and fate biasing (late modules, post-bifurcation) before actual fate commitment and during consolidation, respectively. Each bifurcation event was preceded by a period of increasing heterogeneity in cell type-specific module expression, suggesting higher transcriptional differences between the alternative cell fates in each single cell while approaching the bifurcation point which correlated with preference towards a specific fate choice (Fig. 4a–i and Supplementary Data 7). 

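The paper follows early modules along its tree and proposes that cells lean toward a fate before each split. The tree was not refitted here. In its place the modules of Supplementary Data 7 were followed over the SGN-like cells of each embryonic plate. The paper takes its correlations in windows of cells at similar pseudotime. All SGN-like cells of a plate were taken together here, whatever their class. A plate that holds cells of opposing branches can show separation from its mix of classes alone. These values therefore cannot tell leaning before a split from a change in that mix. The early modules hold 39 and 37 genes at bifurcation 1, 27 and 11 at bifurcation 2, and 12 and 15 at bifurcation 3. Separation is the mean correlation within modules minus that between the opposing modules. Plates of E16.5 to E18.5 (n = 6) were set against those of E14.5 and E15.5 (n = 4).

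At bifurcation 1 separation was 0.299 ± 0.0726 in later and 0.0905 ± 0.0287 in earlier plates (SD), a difference of 0.208. The exact two-sided permutation p was 0.00952, and 0.0143 after adjustment over the 3 bifurcations. At bifurcation 2 it was 0.145 ± 0.0777 and 0.0139 ± 0.0103, a difference of 0.131 (exact permutation p = 0.0190, adjusted 0.0190). At bifurcation 3 it was 0.358 ± 0.0876 and 0.0620 ± 0.0518, a difference of 0.296 (exact permutation p = 0.00476, adjusted 0.0143). The last p is the smallest that 210 splits allow. With 1 plate left out the differences ran from 0.193 to 0.230, from 0.112 to 0.153 and from 0.273 to 0.321. Within series SS2_20, with 2 later and 4 earlier plates, they were 0.118, 0.0601 and 0.251, each at the smallest possible p of 0.0667. With cells thinned to 100000 counts they were 0.187, 0.123 and 0.276, and with Spearman correlation 0.223, 0.138 and 0.319.

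In every plate from E16.5 on, all 3 separations exceeded those of all 200 random module pairs of matched level. At E14.5 and E15.5 this held for bifurcation 1 in all 4 plates, for bifurcation 3 in the E15.5 plates and for bifurcation 2 in none. The study chose the modules on these samples, so this is not an independent test of them.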

In parallel, the degree of transcriptional coordination within each module increased as cells move toward the bifurcation, together with an increase of the negative correlation inter-modules, thus suggesting co-activation of competing biasing programs prior to fate commitment. 

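Correlation within the early modules of bifurcation 1 rose from 0.0673 and 0.0481 in the E14.5 plates to 0.203 and 0.189 in the E18.5 plates, and correlation between them went from -0.0303 and -0.00353 to -0.172 and -0.156. For bifurcation 2 the E18.5 plates had 0.161 and 0.163 within and -0.0786 and -0.0704 between. Bifurcation 3 had 0.237 and 0.246 within and -0.230 and -0.225 between.

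Against embryonic day, separation over 10 plates had a Pearson r of 0.864 for bifurcation 1, 0.901 for bifurcation 2 and 0.973 for bifurcation 3. The permutation p were 0.00171, 4.70e-04 and 2.00e-05, and 0.00171, 7.05e-04 and 6.00e-05 after Benjamini-Hochberg adjustment over 3. Spearman rho was 0.904, 0.830 and 0.979 (p = 7.60e-04, 0.00431 and 4.00e-05, adjusted 0.00114, 0.00431 and 1.20e-04). Without the 2 plates farthest from the median day r was 0.769 (permutation p = 0.0302), 0.741 (p = 0.0537) and 0.946 (p = 6.40e-04). Within series SS2_20 r was 0.945 (permutation p = 0.0110), 0.790 (p = 0.0554) and 0.949 (p = 0.00544). Bifurcation 2 thus passed 0.05 in neither of these reduced sets of plates.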

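Late modules hold 74 and 15 genes at bifurcation 1, 50 and 40 at bifurcation 2, and 21 and 35 at bifurcation 3. In the 2 plates of P3 their correlation between opposing modules was -0.132 and -0.120 at bifurcation 1. It was -0.126 and -0.119 at bifurcation 2 and -0.298 and -0.278 at bifurcation 3. Separation reached 0.280 and 0.256, 0.299 and 0.282, and 0.612 and 0.585. These are values of single plates, and no test was run on them.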

Late modules, in contrast, showed mutually exclusive activation in their corresponding branches, consistent with commitment to a particular fate. This analysis was able to identify gene module patterns that were associated to specific cell fate decisions along the diversification tree, extending our previous results on cell state definition. For instance, in the first bifurcation leading to I_c_-SGNs and the transient I_a_/I_b_/II population, *Bhlhe22*, *Tle2*, *Rbfox3* and *Pou4f1*, which are known neuronal differentiation TFs, are represented in the I_c_-early module and therefore likely participate in a fate decision towards a I_c_ phenotype (Fig. 4a-c and Supplementary Data 7). On the other hand, the I_c_-late module is marked by the TF *Runx1*, which in other systems, such as the somatosensory neurons, specifies select neuronal identities^47,48^, and could here consolidate a I_c_ fate. In contrast, the early module of the transient I_a_/I_b_/II trajectory was marked by the expression of many TFs, including the inhibitor of differentiation *Id1*^49^ and *Gata3*, which has been described as an intermediate regulator of an auditory neuronal fate^32^ (Supplementary Data 7). 

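*Bhlhe22*, *Tle2* and *Rbfox3* were compared in the same Ic-like and Ia/Ib/II-like sums of E16.5. *Bhlhe22* was at 5.54 ± 0.905 CPM in Ic-like and 2.44 ± 0.839 CPM in Ia/Ib/II-like cells (SD, n = 3 and 3 plates). For *Bhlhe22* this is a log2 fold change of 1.16 (SE 0.69, edgeR adjusted p = 0.631), and 0.93 to 1.56 with 1 plate left out in turn. *Tle2* changed by 4.55 on the log2 scale (SE 1.12, edgeR adjusted p = 0.107), from 7.46 ± 10.7 CPM in Ia/Ib/II-like cells to 142.8 ± 38.3 CPM in Ic-like. Without 1 plate *Tle2* ranged from 3.96 to 6.54. Levels of *Rbfox3* were 97.2 ± 16.2 CPM in Ic-like and 19.7 ± 2.21 CPM in Ia/Ib/II-like cells. *Rbfox3* had a log2 fold change of 2.31 (SE 0.23, edgeR adjusted p = 0.00468), between 2.23 and 2.38 as plates were left out. All 3 lay higher in Ic-like cells of all 3 plates, and only *Rbfox3* was called. *Tle2* passed the threshold with DESeq2, no filter on low counts, limma-trend, the 5% of cells with the highest counts left out, the glial code genes kept for clustering and the earlier naming rule and without plate SS2_20_139 (edgeR adjusted p down to 2.72e-06, and 2.72e-06 to 0.432 over all alternatives). *Rbfox3* did not pass the threshold without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.194, and 2.71e-20 to 0.194 over all alternatives). *Bhlhe22* lies on chromosome 3 of mm10 from 18054174 to 18057517, *Tle2* on chromosome 10 from 81574561 to 81590845 and *Rbfox3* on chromosome 11 from 118489762 to 118911597.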

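*Gata3* changed by -1.27 on the log2 scale (SE 0.19, edgeR adjusted p = 0.0197), from 1140.5 ± 31.9 CPM in Ia/Ib/II-like cells to 474 ± 134 CPM in Ic-like (SD, n = 3 and 3 plates). Without 1 plate *Gata3* ranged from -1.57 to -1.12. *Gata3* did not pass the threshold with the plate as a replicate block and only genes outside the clustering features and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.348, and 3.08e-06 to 0.348 over all alternatives). *Neurod1* was compared in the same sums. Levels of *Neurod1* were 27.4 ± 8.55 CPM in Ic-like and 13.1 ± 3.95 CPM in Ia/Ib/II-like cells. *Neurod1* had a log2 fold change of 1.09 (SE 0.43, edgeR adjusted p = 0.393), between 0.72 and 1.54 as plates were left out. *Neurod1* passed the threshold without plate SS2_20_139 (edgeR adjusted p down to 0.00151, and 0.00151 to 1.00 over all alternatives).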

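*Prph* had 217 ± 157 CPM in SGN-like cells of E14.5 and 87.1 ± 35.8 CPM at E15.5 (plain CPM, SD, n = 2 each). At E16.5 the classes differed. *Prph* was at 8.53 ± 7.62 CPM in Ic-like and 269.8 ± 41.4 CPM in Ia/Ib/II-like cells (SD, n = 3 and 3 plates). For *Prph* this is a log2 fold change of -4.72 (SE 0.62, edgeR adjusted p = 0.0106), and -5.24 to -4.30 with 1 plate left out in turn. *Prph* did not pass the threshold with the plate as a replicate block and without plate SS2_18_349 or SS2_18_350 (edgeR adjusted p up to 0.146, and 6.27e-06 to 0.146 over all alternatives). Late, II-like cells held 573 ± 60.4 and type I classes 154 ± 132 CPM (SD, n = 3 and 4 plates, log2 fold change 3.63, SE 0.74, edgeR adjusted p = 0.00218, 1.64 to 4.57 without 1 plate). *Prph* did not pass the threshold with the type I classes summed per plate and without plate SS2_15_0135 (edgeR adjusted p up to 0.137, and 1.16e-10 to 0.137 over all alternatives). *Prph* lies on chromosome 15 of mm10 from 99055174 to 99058978.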

Interestingly, *Prph* (peripherin), which marks all immature neurons in the cochlea and in the somatosensory system during embryonic development^50,51^, was also maintained in the I_a_/I_b_/II trajectory, confirming the transient, undifferentiated state of this population. Results of this analysis and of previous temporal interrogation of molecular changes and cell state identities are summarized in Fig. 4j.

**Fig. 4:**
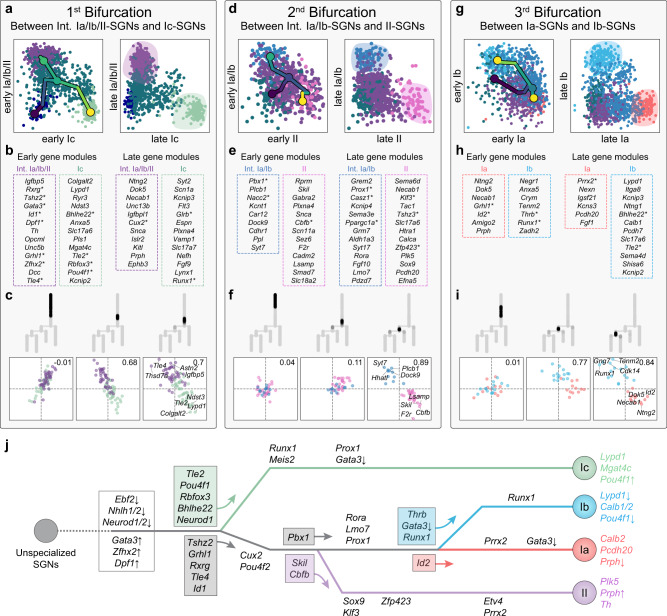
Gene modules defining cell fate choice and commitment along the differentiation trajectories. **a**–**i** Analysis of the bifurcations of the differentiation tree representing cell fate selection between distinct neuronal cell lineages: I_c_ versus I_a_/I_b_/II (**a**–**c**), II versus I_a_/I_b_ (**d**–**f**) and I_a_ versus I_b_ (**g**–**i**). **a**, **d**, **g** Scatter plots show average expression of lineage-specific modules in each cell along the trajectory. Early competing modules show gradual co-activation, followed by selective upregulation of one fate-specific module and downregulation of the alternative fate-specific module. Late modules show almost mutually exclusive expression within the two lineages after bifurcation reflecting commitment to either fate. Colors encode tree branches as in Fig. 2a. **b**, **e**, **h** Representative genes in each module; asterisks highlight TFs (see also Supplementary Data 7). **c**, **f**, **i** Average local correlations of early gene modules with branch-specific correlations, in cells with similar developmental pseudotime (in black on the trajectories); the difference between intra- and inter-module correlations is shown in the upper right corner of the correlation plots and would reflect the repulsion between modules. **j** Summary scheme of the cellular diversification of developing SGNs via distinct trajectories. The transcriptional regulators predicted to be involved in the unfolding of the different lineages are represented on the different trajectories and are derived from the analysis of Figs. 2–4. Genes in colored boxes indicate TFs of early modules from the bifurcation analysis and potentially driving specific cell fate choice (arrows). The arrow symbols after the genes indicate an upregulation or downregulation within a trajectory, while they indicate a high or low expression, respectively, in the final states (I_a_, I_b_, I_c_ and II states at the far-right end of the differentiation tree). Int., intermediate.

### Ligand-receptor interactions between HC and SGN types

To reveal potential communication processes between developing SGNs and their neighbouring cells, we first manually curated genes coding for receptors of well-known pathways that showed changing expression along the pseudotime in our dataset. We noted that, with a few exceptions, most changes in genes associated with morphogens (WNT, BMP, RA and SHH)-, growth factors- and hormones-related signalling were mostly specific to either all type I or type II SGNs (Fig. 5a and Supplementary Figs. 4 and 5). Also, the specific increase of *Nbl1*, *Smurf2* and *Smad6*/*7*/*9* in II-SGNs suggests a selective inhibition of BMP signalling in this cell type, as previously suggested^1^. 

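Levels of *Nbl1* were 29.6 ± 29.1 CPM in II-like cells and 1.56 ± 0.641 CPM in the type I classes (SD, n = 3 and 4 plates). *Nbl1* had a log2 fold change of 4.44 (SE 0.42, edgeR adjusted p = 1.16e-06), between 3.69 and 4.91 as plates were left out. *Smurf2* was at 55.0 ± 15.4 CPM in II-like cells and 37.6 ± 6.74 CPM in the type I classes. For *Smurf2* this is a log2 fold change of 0.56 (SE 0.18, edgeR adjusted p = 0.0407), and 0.20 to 0.72 with 1 plate left out in turn. *Smad6* changed by 3.46 on the log2 scale (SE 0.60, edgeR adjusted p = 0.000586), from 3.06 ± 1.97 CPM in the type I classes to 15.4 ± 1.77 CPM in II-like cells. Without 1 plate *Smad6* ranged from 2.83 to 3.99. Levels of *Smad7* were 35.8 ± 4.70 CPM in II-like cells and 12.2 ± 4.46 CPM in the type I classes. *Smad7* had a log2 fold change of 1.62 (SE 0.33, edgeR adjusted p = 0.00203), between 1.40 and 1.71 as plates were left out. *Smad9* was at 44.4 ± 11.9 CPM in II-like cells and 35.5 ± 6.88 CPM in the type I classes. For *Smad9* this is a log2 fold change of 0.40 (SE 0.22, edgeR adjusted p = 0.222), and 0.19 to 0.53 with 1 plate left out in turn. *Smurf2* did not pass the threshold with the Reporting Summary filter, the glial code genes kept for clustering, a Leiden resolution of 2, the plate as a replicate block, the E17.5/E18.5 plates alone and the type I classes summed per plate and without plate SS2_15_0135 or SS2_15_0144 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.549, and 0.0102 to 0.740 over all alternatives). *Smad7* did not pass the threshold with the P3 plates alone (with 1 II-like plate). *Smad9* passed the threshold with the glial code genes kept for clustering.

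*Nbl1* lies on chromosome 4 of mm10 from 139082284 to 139092993, *Smurf2* on chromosome 11 from 106820066 to 106920715 and *Smad6* on chromosome 9 from 63953076 to 64022059. *Smad7* lies on chromosome 18 of mm10 from 75367529 to 75395935 and *Smad9* on chromosome 3 from 54755582 to 54801257.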

Interestingly, not only receptors and modulators or intracellular signalling components were differentially expressed in SGNs, but also ligands, with for instance *Wnt5a* and *Shh*, which were detected in the type II lineage and the unspecialized population (confirming an earlier study^52^), respectively, suggesting instructive function from the neurons themselves, as previously demonstrated for SGN-derived SHH in HC differentiation^53^.

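*Wnt5a* changed by 3.58 on the log2 scale (SE 0.30, edgeR adjusted p = 2.92e-07), from 8.09 ± 1.68 CPM in the type I classes to 94.1 ± 9.43 CPM in II-like cells (SD, n = 4 and 3 plates). Without 1 plate *Wnt5a* ranged from 3.46 to 3.85. Levels of *Shh* were 3.02 ± 1.05 CPM in E17.5/E18.5 and 59.7 ± 4.28 CPM in E14.5 (SD, n = 3 and 2 plates). *Shh* had a log2 fold change of -4.33 (SE 0.40, edgeR adjusted p = 5.44e-05), between -4.60 and -4.12 as plates were left out. By E15.5 *Shh* was already at 7.29 ± 2.77 CPM (plain CPM, n = 2). *Wnt5a* lies on chromosome 14 of mm10 from 28504750 to 28527448 and *Shh* on chromosome 5 from 28456815 to 28467256.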

**Fig. 5:**
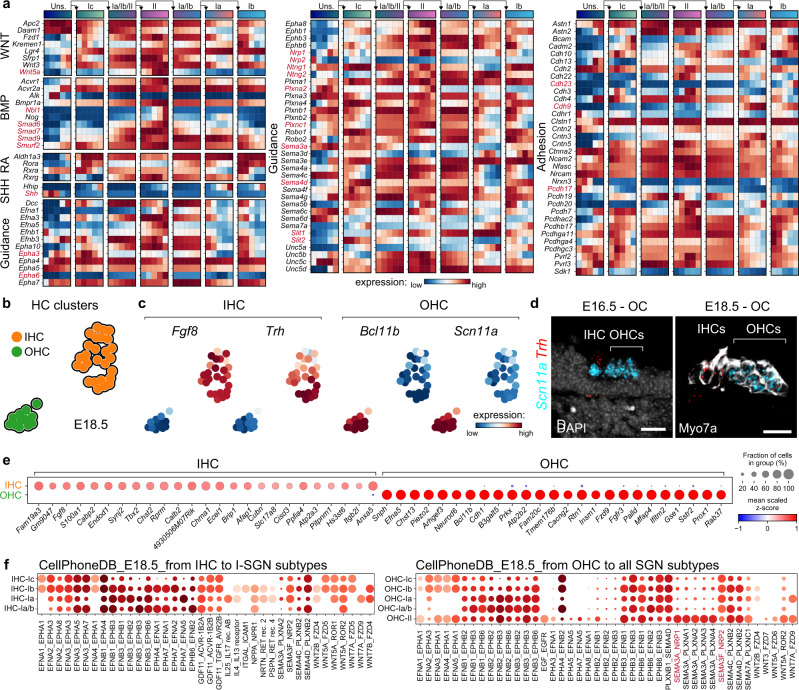
Cell–cell communication signatures defining SGN differentiation. **a** Expression of genes linked to morphogen signaling, axon guidance and cell adhesion in each neuronal trajectory (see also Supplementary Fig. 4 and 5). The color bars at the top indicate cell states as in Fig. 2a. **b** tSNE plot of the IHC and OHC clusters at E18.5. **c** Representation of selected genes specific to IHC (*Fgf8* and *Trh*) and OHC (*Bcl11b* and *Scn11a*) on the tSNE plot. **d** In vivo confirmation of *Scn11a* and *Trh* expression in HCs at E16.5 and E18.5 using immunohistochemistry and in situ hybridization (RNAscope). Note that *Scn11a* is a general marker for both HC types at E16.5. **e** Dot-plot of the top 25 DEGs between IHC and OHC at E18.5. **f** CellPhoneDB analysis of the top selected potential outgoing cell-to-cell signalling from HCs to SGNs (see also Supplementary Fig. 7). Data in **a**, **c** and **f** represent max normalised fitted gene expression, Knn smoothed log10(fpm) expression and log2 mean of (interacting molecule 1, interacting molecule 2), respectively. Genes referenced through the text are highlighted in red in **a** and **f**. Scale bar: 20 µm. OC organ of Corti.

Genes linked to different types of cell–cell adhesion and axon guidance molecules showed, in contrast, a strong cell type trajectory and/or temporal heterogeneity (Fig. 5a and Supplementary Fig. 5). For instance, in the cadherins and protocadherins superfamily, *Cdh23* was found differentially expressed among differentiating type I SGNs at late stages, with higher levels in I_b_ neurons, *Pcdh17* was initially expressed in immature SGNs and became restricted to the type II trajectory, and *Cdh9* was gradually increased in the transient I_a_/I_b_ and maintained in postnatal I_a_ and I_b_ neurons, though with higher levels in I_a_-SGNs. 

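Over E18.5 and P3 *Cdh23* was at 12.5 ± 1.79 CPM in Ib-like, 4.42 ± 3.35 CPM in Ia-like and 8.40 ± 8.37 CPM in Ic-like cells (SD, n = 2, 4 and 4 plates). Its log2 fold change was 0.54 for Ib against Ia (SE 0.77, edgeR adjusted p = 0.936, 0.12 to 0.63 without 1 plate). For Ic against Ib it was -0.12 (SE 0.74, edgeR adjusted p = 0.988, -0.31 to 0.14), and 0.33 in the P3 plates alone, opposite in sign. Without plate SS2_19_168 the sign was opposite too. The size of these changes depended on how cells were grouped. Over all alternatives it ran from -3.51 to 0.33 for Ic against Ib (edgeR adjusted p 0.265 or higher) and from 0.12 to 3.45 for Ib against Ia (edgeR adjusted p 0.263 or higher), with -3.51 and 3.45 both at a Leiden resolution of 2. A change near the former value was also seen for Ic against Ib with the 5% of cells with the highest counts left out. *Pcdh17* was at 38.8 ± 13.3 CPM in II-like cells and 6.06 ± 3.69 CPM in the type I classes (SD, n = 3 and 4 plates). For *Pcdh17* this is a log2 fold change of 2.99 (SE 0.41, edgeR adjusted p = 7.52e-05), and 2.18 to 3.41 with 1 plate left out in turn. In SGN-like cells of E14.5 *Pcdh17* had 165 ± 57.1 CPM (plain CPM, n = 2). *Cdh9* changed by 0.023 on the log2 scale (SE 0.48, edgeR adjusted p = 1.00), from 116 ± 70.5 CPM in Ia-like cells to 129 ± 0.0121 CPM in Ib-like (SD, n = 4 and 2 plates). Without 1 plate *Cdh9* ranged from -0.16 to 0.34. The sign of *Cdh9* turned negative with a Leiden resolution of 2 (-0.78), the P3 plates alone, the Reporting Summary filter, the glial code genes kept and the 5% of cells with the highest counts left out. It also did so without plate SS2_19_166 or SS2_19_168. Ib-like sums come from P3 alone, and Ia-like sums from E18.5 and P3. A negative sign, as in the P3 plates alone, is the direction the paper gives for postnatal neurons. The level of *Cdh9* rose from 0.646 ± 0.638 CPM in SGN-like cells of E15.5 to 89.3 ± 0.462 CPM at P3 (plain CPM, n = 2 each). *Cdh23* lies on chromosome 10 of mm10 from 60302748 to 60696490, *Pcdh17* on chromosome 14 from 84443563 to 84539002 and *Cdh9* on chromosome 15 from 16728756 to 16857094.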

In axon guidance molecule families, while some genes showed high specificity to specific cell types (e.g., *Epha3* in I_b_/I_c_/II trajectories or *Epha6* and *Plxna2* in II-SGNs), most genes were broadly expressed but with various levels of expression in distinct trajectories (Fig. 5 and Supplementary Fig. 5). 

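For *Epha3*, Ib-like cells held 8.63 ± 2.98, Ic-like cells 20.7 ± 12.0 and Ia-like cells 10.3 ± 7.41 CPM (SD, n = 2, 4 and 4 plates). Its log2 fold change was 1.04 for Ib against Ia (SE 0.69, edgeR adjusted p = 0.753, 0.73 to 1.26 without 1 plate) and 1.15 for Ic against Ia (SE 0.55, edgeR adjusted p = 0.319, 0.88 to 1.54). *Epha3* passed the threshold for Ic against Ia with the E17.5/E18.5 plates alone and without plate SS2_15_0135 (edgeR adjusted p down to 0.0387, and 0.0106 to 0.976 over all alternatives). Levels of *Epha6* were 18.7 ± 10.4 CPM in II-like cells and 1.10 ± 0.617 CPM in the type I classes (SD, n = 3 and 4 plates). *Epha6* had a log2 fold change of 4.39 (SE 0.70, edgeR adjusted p = 0.000268), between 4.02 and 5.51 as plates were left out. *Plxna2* was at 42.8 ± 7.51 CPM in II-like cells and 12.3 ± 2.95 CPM in the type I classes. For *Plxna2* this is a log2 fold change of 2.04 (SE 0.21, edgeR adjusted p = 2.86e-06), and 1.78 to 2.22 with 1 plate left out in turn. *Epha3* lies on chromosome 16 of mm10 from 63543534 to 63864175, *Epha6* on chromosome 16 from 59653483 to 60605531 and *Plxna2* on chromosome 1 from 194618218 to 194816869.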

While transcripts at low levels might eventually not be translated or could result in protein levels too low to be functional, these results may also indicate that the construction of the peripheral auditory circuits is at least partly defined by a combinatorial and temporal code of levels of genes, as previously suggested^26^. In this study, the authors showed that, before birth in mice, Semaphorin-3F (SEMA3F, expressed in the OHC region) acts as a repulsive signal for I-SGN processes via the activation of neuropilin-2 (NRP2), and suggested that possible differential expression of NRP2 and/or co-factors (e.g., plexins) might be accounted for the lack of responsiveness of II-SGNs to SEMA3F^26^. 

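*Nrp2* was at 73.2 ± 24.5 CPM in SGN-like cells of E14.5, 3.89 ± 3.58 at E15.5, 4.71 ± 1.74 at E16.5, 18.4 ± 5.85 at E17.5/E18.5 and 18.9 ± 5.10 at P3 (plain CPM, SD, 2, 2, 3, 3 and 2 plates). *Nrp2* changed by -0.91 on the log2 scale (SE 0.31, edgeR adjusted p = 0.0497), from 22.0 ± 3.89 CPM in the type I classes to 12.6 ± 4.95 CPM in II-like cells (SD, n = 4 and 3 plates). Without 1 plate *Nrp2* ranged from -1.09 to -0.55. *Nrp2* did not pass the threshold with the 5% of cells with the highest counts left out, the glial code genes kept for clustering, a Leiden resolution of 2, only genes outside the clustering features, the E17.5/E18.5 plates alone, the P3 plates alone (with 1 II-like plate), the earlier naming rule and the type I classes summed per plate and without plate SS2_15_0135 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.307, and 0.0124 to 0.307 over all alternatives). *Nrp2* lies on chromosome 1 of mm10 from 62703285 to 62818695.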

In our data, *Nrp2* is progressively upregulated in all I-SGNs from E16.5, but less in II-SGNs (Fig. 5 and Supplementary Fig. 5). Moreover, *Nrp1* levels are at the same time increased in II-SGN trajectory, as well as that of *Plxna2* and *Plxnc1*, suggesting other possible semaphorin signalling, together with select ephrin signalling, acting specifically on II-SGN afferents.

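Levels of *Nrp1* were 38.9 ± 8.73 CPM in II-like cells and 26.4 ± 3.89 CPM in the type I classes (SD, n = 3 and 4 plates). *Nrp1* had a log2 fold change of 0.72 (SE 0.25, edgeR adjusted p = 0.0575), between 0.63 and 1.02 as plates were left out. *Plxnc1* was at 30.6 ± 10.1 CPM in II-like cells and 10.4 ± 3.80 CPM in the type I classes. For *Plxnc1* this is a log2 fold change of 1.84 (SE 0.42, edgeR adjusted p = 0.00518), and 1.33 to 2.19 with 1 plate left out in turn. *Nrp1* passed the threshold with DESeq2, no filter on low counts, limma-trend, the 5% of cells with the highest counts left out, the glial code genes kept for clustering, the E17.5/E18.5 plates alone and the type I classes summed per plate and without plate SS2_15_0135 or SS2_15_0144 (edgeR adjusted p down to 0.0464, and 0.00267 to 0.737 over all alternatives). *Plxnc1* did not pass the threshold with the Reporting Summary filter and a Leiden resolution of 2 and without plate SS2_15_0135 or SS2_19_168 (edgeR adjusted p up to 0.156, and 4.98e-06 to 0.156 over all alternatives). *Nrp1* lies on chromosome 8 of mm10 from 128358604 to 128503363 and *Plxnc1* on chromosome 10 from 94790866 to 94944835.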

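*Ntng1* was at 238 ± 44.1 CPM in Ic-like and 32.0 ± 19.0 CPM in Ia-like cells (SD, n = 4 and 4 plates). For *Ntng1* this is a log2 fold change of 3.03 (SE 0.37, edgeR adjusted p = 0.000140), and 2.66 to 3.49 with 1 plate left out in turn. *Ntng2* changed by -2.51 on the log2 scale (SE 0.31, edgeR adjusted p = 0.000148), from 53.2 ± 9.82 CPM in Ia-like cells to 9.33 ± 3.00 CPM in Ic-like. Without 1 plate *Ntng2* ranged from -2.73 to -2.22. Levels of *Plxna4* were 167 ± 27.5 CPM in Ic-like and 113 ± 10.8 CPM in Ia-like cells. *Plxna4* had a log2 fold change of 0.57 (SE 0.13, edgeR adjusted p = 0.0230), between 0.55 and 0.67 as plates were left out. *Sema3a* was at 82.5 ± 14.49 CPM in Ic-like and 15.8 ± 5.15 CPM in Ia-like cells. For *Sema3a* this is a log2 fold change of 2.41 (SE 0.16, edgeR adjusted p = 3.43e-07), and 2.30 to 2.68 with 1 plate left out in turn. *Sema4d* changed by 1.79 on the log2 scale (SE 0.47, edgeR adjusted p = 0.0396), from 14.0 ± 10.9 CPM in Ia-like cells to 38.0 ± 7.58 CPM in Ic-like. Without 1 plate *Sema4d* ranged from 1.29 to 2.33. Levels of *Slit1* were 8.61 ± 4.22 CPM in Ic-like and 25.1 ± 4.07 CPM in Ia-like cells. *Slit1* had a log2 fold change of -1.59 (SE 0.39, edgeR adjusted p = 0.0293), between -1.93 and -1.12 as plates were left out. *Slit2* was at 35.2 ± 7.09 CPM in Ic-like and 6.41 ± 2.38 CPM in Ia-like cells. For *Slit2* this is a log2 fold change of 2.47 (SE 0.31, edgeR adjusted p = 0.000144), and 2.42 to 2.60 with 1 plate left out in turn.

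*Ntng1* did not pass the threshold with the Reporting Summary filter and the earlier naming rule. *Plxna4* did not pass the threshold with the Reporting Summary filter, a Leiden resolution of 2, the P3 plates alone and the earlier naming rule and without plate SS2_15_0144 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.238, and 0.00103 to 0.528 over all alternatives). *Sema3a* and *Slit2* did not pass the threshold with the earlier naming rule. *Sema4d* did not pass the threshold with the Reporting Summary filter, the 5% of cells with the highest counts left out, the glial code genes kept for clustering, a Leiden resolution of 2, the plate as a replicate block, only genes outside the clustering features, the E17.5/E18.5 plates alone and the earlier naming rule and without plate SS2_15_0135 or SS2_15_0144 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.168, and 6.95e-05 to 0.242 over all alternatives). *Slit1* did not pass the threshold with the 5% of cells with the highest counts left out, a Leiden resolution of 2, only genes outside the clustering features, the P3 plates alone and the earlier naming rule and without plate SS2_15_0144 or SS2_19_166 or SS2_19_168 (edgeR adjusted p up to 0.219, and 0.000828 to 0.326 over all alternatives). *Ntng1* lies on chromosome 3 of mm10 from 109780040 to 110144011, *Ntng2* on chromosome 2 from 29194541 to 29253005 and *Plxna4* on chromosome 6 from 32144268 to 32588192. *Sema3a* lies on chromosome 5 of mm10 from 13125414 to 13602565, *Sema4d* on chromosome 13 from 51685529 to 51793747 and *Slit1* on chromosome 19 from 41600257 to 41743665. *Slit2* lies on chromosome 5 of mm10 from 47983138 to 48307733.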

While the distinct innervation patterns of I_a_-, I_b_- and I_c_-SGNs might be temporally regulated, with a gradient of development from the modiolus to the pillar side of the IHCs, a gradient of signalling molecules was also observed, for instance in the axon guidance-related genes, e.g., *Epha3*, *Ntng1*/*2*, *Plxna4*, *Sema3a*/*4d*, and *Slit1*/*2*, but also in the cell adhesion families of molecules, e.g., including cadherins and protocadherins (Fig. 5a and Supplementary Figs. 4 and 5). Overall, our data thus suggest that during their innervation of the sensory epithelium and their central target neurons, the different classes of SGNs might assemble various types of receptors and adhesion molecules in time and space to mediate the selective contributions of diverse attractants and repellents from cells of their surrounding environment (e.g., epithelial cells, HCs or neurons).

We next explored the potential receptor-ligand pairing possibilities between the different HC and SGN types during the early stages of HC innervation. 

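The 69 HC-like cells of E18.5 were clustered again with 15 principal components and 10 neighbours and named from their own markers. This gave 18 IHC-like, 12 OHC-like and 26 vestibular cells, with 13 unnamed. *Fgf8* was at 1.59 ± 2.24 CPM in OHC-like and 279 ± 17.1 CPM in IHC-like cells (SD, n = 2 and 2 plates). For *Fgf8* this is a log2 fold change of -7.94 (SE 0.58, edgeR adjusted p = 3.41e-05), and -12.34 to -6.35 with 1 plate left out in turn. *Rprm* changed by -3.18 on the log2 scale (SE 0.21, edgeR adjusted p = 1.58e-05), from 1218 ± 201 CPM in IHC-like cells to 134 ± 28.7 CPM in OHC-like. Without 1 plate *Rprm* ranged from -3.56 to -2.81. Levels of *Trh* were 5.16 ± 7.30 CPM in OHC-like and 144.97 ± 17.4 CPM in IHC-like cells. *Trh* had a log2 fold change of -5.22 (SE 0.79, edgeR adjusted p = 0.00243), between -11.46 and -3.66 as plates were left out. *Scn11a* was at 305 ± 33.8 CPM in OHC-like and 45.8 ± 16.9 CPM in IHC-like cells. For *Scn11a* this is a log2 fold change of 2.76 (SE 0.29, edgeR adjusted p = 0.000235), and 2.50 to 3.07 with 1 plate left out in turn. IHC-like cells had 0 counts of *Bcl11b* and *Insm1*. OHC-like cells lay at least 172-fold and 58.2-fold higher (edgeR adjusted p = 7.15e-05 and 0.00140), at 81.3 ± 1.78 and 28.7 ± 5.45 CPM. *Trh* did not pass the threshold with DESeq2 and limma-trend. The adjusted p of *Trh* ran from 7.34e-29 to 0.286 over all alternatives. *Fgf8* lies on chromosome 19 of mm10 from 45736798 to 45742915, *Rprm* on chromosome 2 from 54084093 to 54085552 and *Trh* on chromosome 6 from 92242061 to 92244650. *Bcl11b* lies on chromosome 12 of mm10 from 107910403 to 108003602 and *Insm1* on chromosome 2 from 146221921 to 146225020.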

To differentiate between IHC and OHC in our dataset, we re-clustered the 39 cochlea HCs of E18.5 from the HC cluster (Cl.18 in Fig. 1a) and obtained two clusters whose gene expression was consistent with the known molecular identity of immature IHCs (*Fgf8*, *Rprm*, and *Trh*) and OHCs (*Bcl11b*, *Scn11a*, and *Insm1*)^12,13^ (Fig. 5b–d and Supplementary Fig. 6). At this early stage of differentiation, a high number of differentially expressed genes (359) distinguished OHCs from IHCs (Fig. 5e and Supplementary Data 8, 9). 

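OHC-like against IHC-like cells of the 2 E18.5 plates gave 897 calls among 11445 genes, 401 higher and 496 lower in OHC-like cells. Adjustment over genes outside the clustering features moved this most, to 447. Leaving out a plate leaves 1 sum per class and no test. *Bcl11b* was also among the largest changes, with *Neurod6* and *Plxnd1*. *Neurod6* had 0 counts in IHC-like and 164 ± 1.88 CPM in OHC-like cells, at least 347-fold higher (edgeR adjusted p = 1.36e-05). The glial code gene *Plxnd1* had 0 counts in OHC-like and 38.3 ± 7.08 CPM in IHC-like cells, at least 49.1-fold lower (edgeR adjusted p = 0.000733).

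Of the 359 genes of the IHC list in Supplementary Data 9, 355 were tested, all lay higher in IHC-like cells, and 273 were called. Of the 728 genes of the OHC list, 727 were tested, all lay higher in OHC-like cells, and 317 were called. The lists come from the same cells and are no independent test. *Plxnd1* lies on chromosome 6 of mm10 from 115954811 to 115995005.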

The relatively low representation of OHCs in our dataset, despite they represent 75% of cochlea HCs in vivo, might be explained by the delayed differentiation of OHCs compared to IHCs^54^ coupled to the fact that PV (used to drive Cre expression in our tracing strategy) is a late HC differentiation marker^55^. 

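OHC-like cells made up 12 and IHC-like cells 18 of the 30 cochlear HC-like cells of E18.5. Plate SS2_19_166 held 8 OHC-like and 6 IHC-like cells, and plate SS2_19_168 held 4 and 12. The E17.5 plate gave 1 IHC-like cell.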

We then interrogated potential cell-cell interactions between HCs and SGNs using the permutation-based tool CellPhoneDB^56^ that computes a communication score and evaluates the significance of each known ligand-receptor pair (from public resources) found within the scRNAseq data. Importantly, this database considers the multisubunit nature of the protein complexes to identify likely functional ligand-receptor interactions. This method revealed potentially active ligand-receptor pairs from HCs to SGNs and vice versa (Fig. 5f and Supplementary Fig. 7). However, although in other systems instructive signalling from neurons to their peripheral target cells are known to be crucial for the development of the targeted cells^57^, both IHC and OHC have been shown to develop in the absence of innervation^58,59^, we therefore here only focused on the outgoing HC to SGN signalling as it is more likely to represent an actual signalling network. Moreover, while OHCs are known to interact with I-SGNs, mostly through repulsive signals^26,60,61^, IHC to II-SGN negative interactions are more unlikely to occur at E18.5^60^ and were then discarded from the analysis. Also, we filtered ligand-receptor modules based on their expression level and on the number of cells expressing the specific interactors as to provide higher confidence of their biological relevance. Eventually, only cell-type specific ligand-receptor pairs with the highest score are shown (Fig. 5f). More than half of the ligand-receptor pairs involved the ephrin family confirming their important role in shaping cochlear wiring^61–63^. Also, a population of transient I_a_/I_b_ was still observed at E18.5 and showed almost systematically a distinct cell-signalling score with IHCs compared to either I_a_- and/or I_b_-SGNs, illustrating a clear parallel between cell type differentiation and their changing pattern of cell–cell communication with HCs. When focusing on OHCs, an interesting observation is the higher score observed for the repellent SEMA3F-NRP2 signalling from OHCs to I-SGNs, confirming previous observations^26,64^, while OHCs to II-SGNs signalling was marked by the SEMA3A-NRP1 pair, which is known to be chemoattractant for neurites^65^.

While providing a series of potentially active signalling pathways between HCs and SGNs during a period of important morphological events that characterize the innervation of HCs, these only represent a snapshot of the many possible communications during SGN development and do not consider the possible signalling between SGNs and other cell types. However, because of the depth of our sequencing, these data will be highly valuable to functionally access the molecular basis of the development of the exquisite organization of HC innervation by SGNs.

### Cell-type-specific deafness-associated genes

To confirm our dataset but also provide insights into the spatio-temporal expression profile of genes associated with hereditary hearing loss (HHL), we extracted HHL-related genes from the Deafness Variant Database (http://deafnessvariationdatabase.org/references) and performed systematic analysis of their expression profile in both developing HCs and SGNs from our databases (Fig. 6a, b and Supplementary Data 10, 11). This analysis identified ninety-two known genes, amongst which about half were either uniquely expressed or enriched in HCs. This indicates that many genes previously associated with HCs function are also potentially expressed, at least transiently, in SGNs. For instance, in our dataset, *Espn* (DFNB36), necessary for late HC stereociliogenesis and postnatal stability/maintenance^66,67^, is specifically and progressively enriched in I_c_-SGNs as they differentiate. Similarly, *Lhfpl5* (also known as TMHS, DFNB66/67), which is critical for HC mechanotransduction^68^, is progressively increased in all SGNs during their differentiation, and *Myo6* (DFNA22/DFNB37), necessary for HC structural integrity^69^, is also expressed in all SGNs at early stages.

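All 92 genes of Supplementary Data 10 and 11 together were tested between HC-like and SGN-like cells of E18.5. Of these, 67 were called higher and 8 lower in HC-like cells (edgeR adjusted p under 0.05), 72.8% higher against 23.5% of 15759 other genes. With adjustment over the list alone the counts were 68 and 9. The median log2 fold change of the list was 2.87. The study drew the list from a database of deafness genes and shows those present in its dataset. It described their expression in these same samples, so this share is not an independent test of that description. From E14.5 to E17.5/E18.5, 20 of 90 tested genes were called higher and 12 lower in SGN-like cells. With adjustment over the list these were 21 and 14. Between OHC-like and IHC-like cells, 8 were called higher and 15 lower (11 and 18 over the list alone).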

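Levels of *Espn* were 206 ± 15.2 CPM in HC-like and 4.59 ± 1.05 CPM in SGN-like cells (SD, n = 2 and 2 plates). *Espn* had a log2 fold change of 5.49 (SE 0.22, edgeR adjusted p = 4.00e-05), between 5.20 and 5.82 as plates were left out. *Espn* was at 33.1 ± 35.2 CPM in Ic-like and 0.732 ± 0.584 CPM in Ia-like cells (SD, n = 4 and 4 plates). For *Espn* this is a log2 fold change of 5.09 (SE 0.89, edgeR adjusted p = 0.00367), and 4.43 to 5.99 with 1 plate left out in turn. *Espn* was also among the genes with the largest changes between those classes. *Espn* did not pass the threshold with the earlier naming rule. In Ic-like cells it went from 0.144 ± 0.210 CPM at E16.5 (n = 3) to 9.25 ± 2.28 at E18.5 (n = 2) and 53.8 ± 33.7 at P3 (n = 2, plain CPM). *Espn* lies on chromosome 4 of mm10 from 152120331 to 152152371.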

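*Lhfpl5* in SGN-like cells stood at 7.35 ± 4.48, 12.4 ± 1.01, 20.1 ± 4.98, 26.2 ± 3.41 and 40.4 ± 1.43 CPM from E14.5 to P3 (plain CPM, SD, 2, 2, 3, 3 and 2 plates). *Lhfpl5* changed by 1.83 on the log2 scale (SE 0.37, edgeR adjusted p = 0.00532), from 7.21 ± 4.36 CPM in E14.5 to 25.5 ± 3.12 CPM in E17.5/E18.5 (SD, n = 2 and 3 plates). Without 1 plate *Lhfpl5* ranged from 1.33 to 2.64. *Lhfpl5* did not pass the threshold with the SS2_20 plates alone. For P3 against E14.5 it was 2.73 (SE 0.40, edgeR adjusted p = 0.000248, 2.23 to 3.54 without 1 plate). HC-like cells of E18.5 had 1061 ± 75.7 CPM (SD, n = 2, log2 fold change 5.22, SE 0.13, edgeR adjusted p = 2.03e-05, 5.12 to 5.32 in single plates). Levels of *Myo6* were 118 ± 0.727 CPM in E17.5/E18.5 and 229 ± 66.0 CPM in E14.5 (SD, n = 3 and 2 plates). *Myo6* had a log2 fold change of -0.95 (SE 0.15, edgeR adjusted p = 0.00162), between -1.21 and -0.60 as plates were left out. *Lhfpl5* lies on chromosome 17 of mm10 from 28575641 to 28585679.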

**Fig. 6:**
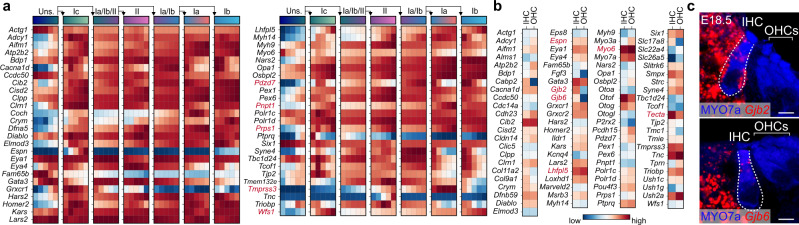
Expression of deafness genes in developing SGNs and HCs. **a**, **b** Heatmap of deafness genes related to hereditary hearing loss present in our dataset within SGN lineage trajectory (**a**) as in Fig. 2a and in HC clusters (**b**) from Fig. 5b. Genes referenced through the text are highlighted in red. **c** In situ confirmation of *Gjb2* and *Gjb6* expression in both supporting cells and IHCs (MYO7a^+^) at E18.5, using RNAscope. Data in **a** represent max normalized fitted gene expression. Scale bar: 10 µm.

Our dataset allowed us to also refine knowledge of expression of genes within SGN and HC types. *Pdzd7* (USH2C), *Pnpt1* (DFNB70)^70^, *Prps1* (DFNX1)^71^, *Tmprss3* (DFNB8/10)^72^ and *Wfs1* (DFNA6/14/38)^73^, which were known to be expressed in SGNs, showed enrichment in particular subclasses of neurons and/or stages of differentiation. On the other hand, genes known for their expression in other structures of the cochlea were also found in HCs and SGNs. For example, *Tecta* (DFNA8/12/DFNB21)^74^, a major non-collagenous component of the tectorial membrane, was found expressed in IHCs at a surprisingly high level. Moreover, the connexin genes *Gjb2* (Cx26, DFNA3/3A/B1/1A) and *Gjb6* (Cx30, DFNA3/3B/1B) which are crucial for the functional differentiation of HCs^75^ and yet known to be expressed in non-sensory cells of the organ of Corti postnatally, were also expressed in IHCs themselves at E18.5 (Fig. 6c), arguing for a potential earlier function of connexins in this cell type.

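*Pdzd7* was at 15.2 ± 6.91 CPM in II-like cells and 33.5 ± 20.0 CPM in the type I classes (SD, n = 3 and 4 plates). For *Pdzd7* this is a log2 fold change of -1.34 (SE 0.21, edgeR adjusted p = 0.000265), and -1.49 to -1.10 with 1 plate left out in turn. *Pnpt1* changed by -0.50 on the log2 scale (SE 0.19, edgeR adjusted p = 0.0718), from 60.7 ± 15.7 CPM in the type I classes to 39.1 ± 5.42 CPM in II-like cells. Without 1 plate *Pnpt1* ranged from -0.68 to -0.24. Levels of *Prps1* were 117 ± 27.9 CPM in II-like cells and 115 ± 33.5 CPM in the type I classes. *Prps1* had a log2 fold change of 0.18 (SE 0.13, edgeR adjusted p = 0.402), between 0.11 and 0.26 as plates were left out. *Tmprss3* was at 39.7 ± 11.9 CPM in II-like cells and 29.0 ± 6.02 CPM in the type I classes. For *Tmprss3* this is a log2 fold change of 1.04 (SE 0.25, edgeR adjusted p = 0.00735), and 0.72 to 1.29 with 1 plate left out in turn. *Wfs1* changed by -0.95 on the log2 scale (SE 0.23, edgeR adjusted p = 0.00718), from 57.3 ± 12.0 CPM in the type I classes to 27.6 ± 8.73 CPM in II-like cells. Without 1 plate *Wfs1* ranged from -1.25 to -0.57. *Pdzd7* did not pass the threshold with the P3 plates alone (with 1 II-like plate). *Pnpt1* passed the threshold with no filter on low counts and the P3 plates alone (with 1 II-like plate). *Tmprss3* did not pass the threshold with the Reporting Summary filter, a Leiden resolution of 2, the E17.5/E18.5 plates alone, the earlier naming rule and the type I classes summed per plate and without plate SS2_15_0135 or SS2_19_168 (edgeR adjusted p up to 0.0867, and 8.77e-05 to 0.468 over all alternatives). *Wfs1* did not pass the threshold with a Leiden resolution of 2 and the E17.5/E18.5 plates alone and without plate SS2_15_0135 (edgeR adjusted p up to 0.125, and 0.000108 to 0.125 over all alternatives).

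*Pdzd7* lies on chromosome 19 of mm10 from 45026906 to 45045717, *Pnpt1* on chromosome 11 from 29130744 to 29161828 and *Prps1* on chromosome X from 140456613 to 140476140. *Tmprss3* lies on chromosome 17 of mm10 from 31179265 to 31198977 and *Wfs1* on chromosome 5 from 36966104 to 36989205.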

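Levels of *Tecta* were 986 ± 828 CPM in OHC-like and 6291 ± 1404 CPM in IHC-like cells (SD, n = 2 and 2 plates). *Tecta* had a log2 fold change of -2.68 (SE 0.47, edgeR adjusted p = 0.00538), between -4.19 and -1.73 as plates were left out. At least 10 counts of *Tecta* were found in 15 of 18 IHC-like and in 12 of 12 OHC-like cells. SGN-like cells of the same plates had 1.44 ± 0.390 CPM (plain CPM). *Tecta* lies on chromosome 9 of mm10 from 42329619 to 42399929.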

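*Gjb2* was at 44.0 ± 47.7 CPM in OHC-like and 1339 ± 106 CPM in IHC-like cells (SD, n = 2 and 2 plates). For *Gjb2* this is a log2 fold change of -5.07 (SE 0.62, edgeR adjusted p = 0.000660), and -6.94 to -4.16 with 1 plate left out in turn. *Gjb6* changed by -5.72 on the log2 scale (SE 0.76, edgeR adjusted p = 0.00110), from 202 ± 46.3 CPM in IHC-like cells to 5.16 ± 7.30 CPM in OHC-like. Without 1 plate *Gjb6* ranged from -12.03 to -4.01. At least 10 counts of *Gjb2* were found in 13 of 18 IHC-like and 1 of 12 OHC-like cells, and of *Gjb6* in 13 and 1. SGN-like cells of the same plates had 0.955 ± 0.112 and 0.0776 ± 0.0400 CPM (plain CPM). *Gjb6* did not pass the threshold with DESeq2. The adjusted p of *Gjb6* ran from 1.01e-41 to 0.213 over all alternatives. *Gjb2* lies on chromosome 14 of mm10 from 57098600 to 57104702 and *Gjb6* on chromosome 14 from 57123303 to 57133611.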

Together, this analysis uncovers spatio-temporal distributions of deafness genes within developing HCs and SGNs, with some having a transient and cell-type specific expression during embryogenesis. Although deletion or mutations of these genes may not lead to observed dysfunction in either SGNs or HCs in vivo, this updated pattern of expression might help in future studies on cellular mechanisms linked to HHL.

## Discussion

The recent demonstration of diverse molecular types of SGNs has provided a solid basis for the distinct anatomical and physiological properties of auditory afferents^1–3,76^, yet how these neuronal identities are generated has remained unexplored. Using scRNAseq-based analysis of developing sensorineural cells of the cochlea, we demonstrate a continuous representation of changes in gene expression that define the course of SGN diversification. We further identify the molecular framework associated with their neuronal fate choices or implementation and cell map expression of genes associated with deafness in developing SGN and HC types. Moreover, our study identifies neuron type specific and temporal differences in expression of chemotropic signaling, notably from HCs, that could potentially act as strong determinants of neuronal differentiation. This work likely contributes very importantly with mechanistic understanding of SGN diversification and will allow researchers to uncover potentially important biological pathways that shape the functional architecture of the primary auditory afferents.

Our study reveals that the fates of SGN subtypes are defined before the first coordinated bursts of action potentials are observed in the auditory nerve, which in rodent occurs perinatally^27–29^. This suggests that SGN diversity does not emerge in response to activity-dependent mechanisms, but instead by specific transcriptional programs that unfold over the course of few days during late embryogenesis. Early spontaneous network activity seen in the postnatal cochlea undoubtedly participates in the maturation and plasticity of the ascending auditory pathways^3,77,78^, however most aspects that are directly linked to the functional diversity of SGNs seem to be intrinsically defined before birth. Moreover, unlike the main somatosensory neuron types which differentiate from the neural crest stem cells almost immediately after they exit cell cycle^46^, the differentiation of SGNs into subtypes resembles the second phase of neuronal diversification in the somatosensory system in which distinct extrinsic cues act on axons of sensory neurons for generating further cellular diversity^47,79–82^. It appears that in the inner ear, this transition through subsequent maturation steps, during which neuronal cells acquire different transcription factor networks, is a relatively long process. It is in this context that NEUROD1, which is essential with other co-factors for the development of a spiral ganglion neuron fate during neurogenesis^43,83^, was later found transiently expressed and necessary for the emergence of a I_c_ phenotype through certainly the recruitment of a distinct gene regulatory network. In the developing cochlea, this timing of diversification coincides with the innervation of the sensory epithelium by the unspecialized SGNs^7^. IHCs and OHCs, which can already be transcriptionally distinguished at E14.5 in mice^13^, are important candidate cell types for releasing extrinsic signals essential for the differentiation of SGNs into subclasses. While this is well illustrated by the many potentially active cell-cell signaling cassettes between HCs and SGNs in this study, cell-cell communication with OM^9^, surrounding glial cells and non-sensory cells of the developing organ of Corti will need to be further studied by cross-comparison computational analysis with recent^13^ and future single cell data. Indeed, although a possible spatial (lateral polarity, pillar *versus* modiolar sides), subcellular localization of signaling in the developing IHCs might play a crucial role in shaping neuronal identities and connectivity within the type I neurons, direct or indirect interactions with pillar cells (facing the I_a_-type) or cells of the Kölliker’s organ (facing the I_c_-type) for instance might also contribute to SGN differentiation.

Another interesting aspect of this study is the developmental history of SGN type lineage. In addition to the comprehensive insights it provides into the molecular programs of SGN differentiation, it also reveals a basic temporal outline of neuronal diversification in the cochlea wherein a I_c_ identity differentiates first from a common unspecialized pool of SGNs, followed by differentiation of a type II identity. The I_b_ identity emerges later in the transcriptional hierarchical tree from a common I_a/b_ lineage, which also leads in parallel to the I_a_ fate. Hence, we propose that diversification into two main types of neurons that differ in their threshold of sensitivity (high- *versus* low-threshold cochlear neurons) and innervation pattern in birds^84^ have preceded the emergence of the type II neurons (and presumably the I_b_ type) that appeared in mammals. Moreover, we suggest that the I_a_ identity could represent a default path since no specific regulons have been identified to define their differentiation and the profile of expression of specific TFs such as GATA3 (linked to a general program of auditory neuron development)^32^ and of peripherin, commonly associated with all immature neurons of the peripheral sensory system during embryogenesis^50,85^, were still found in I_a_-SGNs around birth. Therefore, the I_a_ trajectory might represent a relatively plastic differentiation path that could have been amenable throughout evolution to the implementation of genetic programs leading to cell type diversification and innovation, including the II- and I_b_-SGNs.

## Methods

### Ethics and experimental animals

All animal care and procedures were performed in accordance with the national guidelines published by the Swedish Board of Agriculture and approved by the local ethics committee of Stockholm, Stockholms Norra djurförsöksetiska nämnd. Mice were housed in groups, with standardized pellet food and water ad libitum and under 12 h light–dark cycle conditions. *PV*^*Cre*^;*R26*^*tdTOM*^ and *Ntrk3*^*Cre*^;*R26*^*tdTOM*^ mice were crossed from *PV*^*Cre*^ (from The Jackson Laboratory, stock No: 017320, C57Bl/6J background) or *Ntrk3*^*Cre*^ (from MMRRC, stock No: 000364-UCD, C57Bl/6J background) and *R26*^*tdTOM*^ (*Ai14*, from The Jackson Laboratory, stock No: 007914, C57Bl/6J background) and used to genetically label SGNs and HCs for scRNAseq experiments. *Neurod1*^*loxP/loxP*^ (C57Bl/6 background) was published elsewhere^40^ and *Isl1*^*Cre*^ was obtained from The Jackson Laboratory (stock No: 024242; C57Bl/6J background). Wild-type C57Bl/6J mice were obtained from The Jackson Laboratory (stock #000664) and used for most experiments unless otherwise specified.

### Tissue collection and preparation

To obtain embryos, time-mating of the respective mouse line was performed. Pregnancy was verified by performing a plug-check on the following day. Plugs were assumed to occur at midnight, wherefore noon of the plug date was designated as embryonic day 0.5 (E0.5) and the date of birth was considered as postnatal day 0 (P0). For embryos, pregnant females were euthanized on E14.5 (*Ntrk3*^*Cre*^;*R26*^*tdTOM*^), E15.5, E16.5, E17.5 and E18.5 (all from *PV*^*Cre*^;*R26*^*tdTOM*^) by CO_2_. After decapitation, the embryonic and neonatal tissues were processed depending on future use.

### RNA in-situ hybridization and immunohistochemistry

For E16.5 embryos, the whole heads were processed. For E18.5 embryos to P3 pups, the cochleae were surgically dissected from the temporal bone under a stereomicroscope. Briefly, the skull was exposed and split into two halves by cutting along the ventral and dorsal axis from caudal to rostral. The brain and connective tissue were removed, exposing the inner ear, which was then dissected out. Following dissection, the whole head and cochlea were immediately fixed in fresh 4% paraformaldehyde (PFA, Sigma Aldrich) in PBS for 2 h or overnight (O/N) rolling at 4 °C. After fixation, the tissue was washed three times in PBS for 10–15 min each and incubated in sucrose, rolling O/N at 4 °C. Tissues were cryoprotected in 30% sucrose O/N before embedding in OCT. Frozen tissues were kept at -80 °C until sectioning. Blocs were sectioned at 14–16 µm with a Leica cryostat and the slides, kept at −20 °C until further use.

For immunohistochemistry, sections were air dried for 40 min to 1 h at room temperature (RT). Antigen retrieval was applied by immersing the slides in pre-heated 1× target retrieval solution (Dako) for 30 min. The sections were then incubated O/N at 4 °C in blocking solution (0.5% triton, 10% normal donkey serum (Fischer Scientific) and 0.0125% sodium azide), containing the appropriate concentration of primary antibodies in PBS (pH 7.4). Secondary antibodies Alexa-405, -488, -555, -647 (Life Technologies) were applied at 1:500 for 2 h at RT. After three rinses in PBS, samples were mounted and cover-slipped with fluorescent mounting medium (Dako) for imaging. For primary antibodies, the same concentration was used, 1/500. We used rabbit anti-calretinin (Swant), goat anti-PV (Swant), rabbit anti-calbindin (Swant), chicken anti-RFP (Rockland), rabbit anti-RUNX1 (from Thomas Jessel lab), mouse anti-betaIII-tubulin (Promega), rabbit anti-cleaved-caspase3 (Cell Signaling), goat anti-peripherin (Everest Biotech) and DAPI (Invitrogen).

RNA in situ hybridization experiments were performed using RNAscope^®^. Paired double-Z oligonucleotide probes were designed by the manufacturer against target RNA and are available from Advanced Cell Diagnostics (Newark, CA). The RNAscope® Reagent Kit (Advanced Cell Diagnostics) was used according to the manufacturer’s instructions (kit version 2). Frozen fixed tissue sections were prepared according to the manufacturer’s recommendations. Each sample was quality controlled for RNA integrity with a probe specific to the housekeeping gene *Ppib*. Negative control background staining was evaluated using a probe specific to the bacterial *DapB* gene. The following probes were used in this study: Mm-*Islr2*-C1, Mm-*Lypd1*-C1/C3, Mm-*Mgat4c*-C1, Mm-*Igfbpl1*-C1, Mm-*Plk5*-C1, Mm-*Calb1*-C2, Mm-*Scn11a*-C1, Mm-*Trh*-C3, Mm-*Gjb2*-C1, Mm-*Gjb6*-C1, Mm-*Prxx1*-C3, Mm-*Twist*-C1, Mm-*Cxcl14*-C1.

### Image acquisition and analysis

Images were acquired using Zeiss confocal microscope LSM700, LSM800, LSM880 and LSM800 airy equipped with 5×, 10×, 20× and 40× objectives.

### Single cell isolation

The same dissociation protocol was used for all stages. First, the presence of tdTomato signal was verified under a fluorescence stereomicroscope. From tdTomato positive animals, the cochlea was carefully dissected from the temporal bone as described above. Upon removal of the cochlear capsule, the spiral ganglia (SG) were dissected and collected on ice in Leibovit’z L-15 medium (Life technologies). For E14.5 and E15.5 tissue samples, the cochlea was cut open, and the modiolus region was dissected out. Tissue samples were then digested in a papain-DNAse solution (1.5 ml of papain at 1 mg/ml, 0.5 ml of DNAse at 0.1%) for 20 min, shaking at 700 RPM. After centrifugation of the partially digested tissue at 400 RCF for 10 min, the dissociation mix-solution was removed, and the cell pellet, gently resuspended in Dulbecco’s modified Eagle’s medium (DMEM) F-12 (Life technologies). Subsequently, cells were mechanically triturated using fire polished Pasteur pipettes coated with 0.2% bovine serum albumin until a homogenized solution was achieved. To remove residual cell aggregates and to generate a single cell suspension, the cell homogenate was then passed through a 70 μm nylon cell strainer (BD Biosciences). Single RFP^+^ cells were sorted by fluorescence-activated cell sorting (FACS) into individual wells containing lysis buffer in a 384-well plate. The plates were immediately placed on dry ice and stored at −80 °C before being processed for Smart-seq2 protocol. We used 2–4 animals (4–8 cochlea) per experiment, with several rounds of experiments and plates per time-point.

### Single cell RNA-sequencing

Smart-Seq2 protocol was performed on single isolated cells by Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm (Supplementary Fig. 8). From the *Ntrk3*^*Cre*^;*R26*^*tdTOM*^ E14.5 samples, we isolated a total of 135 cells, including 82 neurons and 53 OM cells. From the *PV*^*cre*^;*R26*^*tdTOM*^ mice we isolated a total of 2139 cells: 229 cells at E15.5 (161 neurons and 68 OM cells), 661 at E16.5 (580 neurons, 73 OM cells and 8 HCs), 72 cells at E17.5 (71 neurons and 1 HC) and 667 cells at E18.5 (611 neurons and 66 HCs). 

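Counted here by plate, SGN-like cells numbered 60 and 69 at E14.5. They were 352, 357 and 71 at E16.5, 70 at E17.5, 334 and 336 at E18.5, and 376 and 125 at P3. OM-like cells numbered 198 and 167 in the plates of E14.5, and 30 and 38 at E15.5. The low yield of the third E16.5 plate goes with 227 glia-like cells on that plate, and 254 and 237 were on the E15.5 plates. On plate SS2_20_135 of E14.5 the sample labels give the PVcre driver where the methods give *Ntrk3* Cre, and which one is right was not settled here.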

The P3 transcriptional data were obtained from our previous study^1^.

### Generation of count matrices, QC and filtering

The samples were analyzed by first demultiplexing the fastq files using deindexer (https://github.com/ws6/deindexer) using the nextera index adapters and the 384 well layout. Individual fastq files were then mapped to mm10_ERCC genome using the STAR aligner using 2-pass alignment. Reads where filtered for only uniquely mapped and were saved in BAM file format, count matrices were subsequently produced. Estimated count matrices from all plates were combined into one data object, QC metrics were computed using scanpy function^86^. Cells having more than 1000 detected genes and less than 5% of proportion of ERCC reads were kept. 

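By plate, from 125 of 384 wells (SS2_15_0144, P3) to 382 (SS2_19_166, E18.5) passed this filter. The Reporting Summary states another filter, at least 50000 counts, 2500 genes and at most 25% ERCC, which 4109 wells passed. Median counts per cell were between 232473 and 1092427 by plate, and the median share of ERCC counts between 0.0119 and 2.43%.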

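Median genes detected per cell over all 4226 cells was 6951.5, and 6447 without the glial code genes. It was 4851 in series SS2_20, 8456 in SS2_18, 9585 in SS2_19 and 9009 in SS2_15. SGN-like cells of E16.5 alone had a median of 8294.5. With the Reporting Summary filter the median over all cells was 7169.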

A median of 8469 genes were detected per cell in an initial analysis, and 7851 genes after glial code cleanup (see below) (Supplementary Fig. 9).

### Removal of glial contamination

First, developmental timepoints were analyzed separately. Genes being expressed in less than 3 cells were removed, count matrices were normalized per cell to a target sum of 1000 reads and then log1p was applied. High variable genes detection was performed using pagoda2 approach via scFates package (pp.find_overdispersed, default parameters). PCA was performed on the scaled matrix of over-dispersed genes (scanpy, default parameters). KNN graph (scanpy, pp.neighbors, n_neighbors = 30,n_pcs = 30, metric = “cosine”) was generated from the PCA space, and was used as basis for cluster identification using leiden algorithm (scanpy, tl.leiden, default parameters), as well as UMAP embedding (scanpy, tl.umap, default parameters). First inspections of the expression profiles revealed glial contamination, as some clusters were mirrors of other neuronal clusters, while being positive for both neuronal and glial markers. E18.5 timepoint displayed the greatest amount of glial contamination and was used to calculate the glial code. A gene is considered part of the glial code if its expression has a correlation with *Sox10* expression of more than 0.3. This threshold represents the best trade-off between removing the mirrored clusters while keeping most of the possibly informative genes (1371 genes were removed, see Supplementary Data 12 for gene names and their expression level).

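Repeating this step on the 762 cells of E18.5 with counts scaled to 1000 per cell, 1146 of 19112 genes had a Pearson correlation with *Sox10* above 0.3. Of these, 1113 (97.1%) are among the 1364 genes of the authors' list found in the table. Cells of E17.5 and E18.5 together moved the count most, to 489, and scaling cells to CPM gave 2161. Plate SS2_19_166 alone gave 1452, plate SS2_19_168 alone 1096, and the Reporting Summary filter 1279.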

### Alignment of the timepoints and main analysis

The cleaned datasets were combined into one, and the same pipeline was employed as initial analysis, with different parameters for the KNN graph generation (scanpy, pp.neighbors, n_neighbors = 15, n_pcs = 15, metric = “cosine”). The first 15 PCs and developmental time annotation were then used for aligning the data using Harmony python package^17^. E17.5 and E18.5 were merged into one timepoint as there were too few cells from E17.5, which was affecting the results. Augmented affinity matrix was generated (core.augmented_affinity_matrix, n_neighbors=20). Diffusion maps was then generated from this affinity matrix (Palantir, run_diffusion_maps, default parameters) and multiscale space was determined (Palantir, determine_multiscale_space, n_eigs=10) (Supplementary Fig. 8). To generate the Force Atlas embedding, a t-SNE embedding was first generated from the multiscale diffusion space (scanpy, tl.tsne, perplexityt = 100, learning_rate = # of cells/12). Second, from the same multiscale diffusion space, a KNN graph was generated (scanpy, pp.neighbors, n_neighbors=30). Force atlas was then generated from the neighbors graph using the tSNE coordinates as initialization (scanpy, tl.draw_graph, init_pos = “X_tsne”,maxiter = 500). Finally, for a selection of leiden clusters, cells being far away from their members on the FA embedding were considered doublets. To detect them, pairwise distances were calculated and standardized, cells hazing a *z* score distance of more than 3 were considered doublets. Differential gene expression was performed using scanpy-python package on this corrected count matrix, using Wilcoxon rank-sum test. We separately analyzed hair cells by re-clustering the HC subset via pagoda2 and generated an UMAP embedding of the cells; vestibular hair cells were discarded from the analysis.

### SCENIC analysis

SCENIC pipeline was performed using the python package pySCENIC. First, the log-normalized count matrix was used as input, combined with a list of known TFs, to generate regulons based on correlation with putative target genes. Second, using the generated adjacency matrix combined with cisTraget databases (mm10 500bpUp100Dw and TSS ± 10 kbp), the regulons were refined by pruning targets that do not present an enrichment for a corresponding motif of the TF. Third, cells were scored for each regulon with a measure of recovery of target genes from a given regulon.

### Pseudotime tree inference

These steps were performed using scFates v0.4.0, a python package built in continuity of the crestree R package^87^. Trajectory inference was performed on SGN cells only.

First, 100 principal graphs composed of 400 nodes were generated with a different random initialization at each run, with SimplePPT approach on the multiscale diffusion space (scFates, Nodes = 400, method = “ppt”, ppt_lambda = 1000, ppt_sigma = 0.2). While all trees merged the I_b_/I_c_ clusters due to their high similarity, overlaying them onto FA embedding revealed two paths leading to this merged branch, one from immature and one going through other biasing (II and I_a_). This led us to separately construct two trees to capture both I_b_ and I_c_ fates. A first principal graph composed of 600 nodes was fitted with SimplePPT approach on the multiscale diffusion space of a subset containing all clusters except 14 and 15 (scFates, tl.tree, Nodes = 600, method = “ppt”, seed = 42, ppt_lambda=50, ppt_sigma = 0.15). A second 100-node principal graph, composed of only Cl. 14 and 15 was then fitted with the same parameters. The two graphs were then manually attached by the tips linking I_a_ trajectory to I_b_ trajectory. A root was automatically selected on the resulting merged tree, by selecting the tip with the lowest mean aggregated developmental time value (scFates, tl.root, tips_only = True, min_val=True). From the root was then calculated the pseudotime (scFates, tl.pseudotime, default parameters), from which was generated the dendrogram (scFates, tl.dendrogram, crowdedness = 0.2). Note also that a different Seurat based SNN algorithm was used previously to separate with success the two populations I_b_ and I_c_ at P3^1^.

### Testing for features associated with the tree

Feature expression was modeled as a function of pseudotime in a branch-specific manner, using cubic spline regression $${{{\exp }}}_{{{{{{\rm{i}}}}}}} \sim {t}_{i}$$ for each branch independently. This tree-dependent model is then compared with the unconstrained model $${{{\exp }}}_{i} \sim 1$$ using F-test. P-values were then corrected for multiple testing, features were considered significant if FDR < 0.0001.

log10(fpm) count matrix was used to test which genes are significantly changing along the whole tree (scFates, tl.test_association, default parameters), with significant genes being fitted using GAM to obtain smoothed trends (scFates, tl.fit, default parameters). Whole tree was also used in combination with SCENIC derived AUC score, to detect significantly changing regulon activities. To do so, AUC scores were tested (scFates, test_association, A_cut = 0.025) and fitted (scFates, tl.fit, default parameters) via GAM.

### Validating I_b_ and I_c_ separate trajectories

To validate that I_b_ and I_c_ biased cells can be separately fitted into two different branches (see Pseudotime tree inference section), both populations from E18 and P3 were fitted together with a single curved trajectory in diffusion space using ElPiGraph^88^ (scFates, tl.tree, Nodes=30, epg_mu=200). Significantly changing genes along this trajectory were determined by testing for association separately for I_b_ and I_c_ cells, then by taking the union of significant genes (scFates, tl.test_association_covariate, A_cut = 0.5, fdr_cut = 0.01). This list of genes was then used for covariate testing, inspired by a recent preprint^89^. Genes were first tested for amplitude using the following GAM model:

1 $${g}_{i} \sim s\left({{{{{\rm{pseudotime}}}}}}\right)+s\left({{{{{\rm{pseudotime}}}}}}\right):{{{{{\rm{Covariate}}}}}}+{{{{{\rm{Covariate}}}}}}$$

where *s(.)* denotes the penalized regression spline function and *s(*pseudotime*)*:Covariate denotes interaction between the smoothed pseudotime and covariate terms. From this interaction term, p-values were extracted and then corrected for multiple testing (scFates, tl.test_covariate, fdr_cut=0.1).

Genes were then tested for trend differences, comparing the model described in (1) to the following reduced one:

2 $${g}_{i} \sim s\left({{{{{\rm{pseudotime}}}}}}\right)+{{{{{\rm{Covariate}}}}}}$$

Comparison was performed with ANOVA and p-values were corrected for multiple testing (scFates, tl.test_covariate, fdr_cut = 0.1).

### Per trajectory analysis

For the per trajectory analysis, transitions from parts of the tree to endpoints were subsetted from the whole tree (scFates, tl.subset_tree) and a test for significance was reapplied (scFates, tl.test_association, A_cut = 0.3) to obtain genes changing on that part of the trajectory. Genes were considered specific to a trajectory if they were significantly changing exclusively in one of the analyzed trajectories.

### Bifurcation analysis

Branch specific genes were first detected via amplitude testing using the following GAM model:

3 $${g}_{i} \sim s\left({{{{{\rm{pseudotime}}}}}}\right)+s\left({{{{{\rm{pseudotime}}}}}}\right):{{{{{\rm{Branch}}}}}}+{{{{{\rm{Branch}}}}}}$$

From *s(*pseudotime*):*Branch interaction term, *p* values were extracted and then corrected for multiple testing (scFates, tl.test_fork, fdr_cut = 0.1). Then, each significant gene was tested for its upregulation along the path from progenitor to terminal state, using the linear model $${g}_{i} \sim {{{{{\rm{pseudotime}}}}}}$$. Differentially expressed genes were then assigned between two post-bifurcation branches with fdr < 0.05 and defined differences in expression cutoffs (scFates, tl.branch_specific, cutoffs were specifically set for each bifurcations). Finally, pseudotime of activation was estimated by separating the trajectory into 10 bins, and by calculating the relative expression rate at a specific bin:

4 $$r\left({b}_{t}\right)=\frac{f\left({b}_{t+1}\right)-f({b}_{t-1})}{{{\max }}\left(f\right)-{{\min }}(f)}$$

where *f*(b) is the mean fitted expression at a specific bin, if the rate was higher than a defined threshold, the gene was considered to activate at the pseudotime value of the related bin.

To analyze molecular mechanisms of cell fate biasing, cell composition was approximated by a sliding window of cells along the pseudotime axis. Cells were manually selected in order to represent the different steps of differentiation. The local gene-gene correlation reflecting the coordination of genes around a given pseudotime t was defined as a gene-gene Pearson correlation within each window of cells (window sizes were 90 cells for bifurcation A, and 50 cells for the others). The local correlation of a gene g with a module was assessed as a mean local correlation of that gene with the other genes comprising the module. Similarly, intra-module and inter-module correlations were taken to be the mean local gene-gene correlations of all possible gene pairs inside one module, or between the two modules, respectively (scFates, tl.slide_cors, default parameters).

### Cell to cell communication

First, cell to cell communication was performed using CellphoneDB python package^56^ using leiden clustering and corrected log10(fpm) matrix as inputs. As this package uses human databases of interactions, genes were converted to human format using biomaRt database. Pipeline was performed on main E18.5 SGn and HC leiden clusters with default parameters, with means and p values for each pair of interaction between two clusters being the output. For the main figure, manual curation of the results was performed using biological knowledge.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism 8. All validations of sequencing results by in situ hybridization and immunostaining were replicated across at least 5 sections from multiple animals. All micrographs are representative images.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

Raw sequencing data are available on GEO database under accession code GSE165502 (GSE165502), pagoda2 web application can be explored on a browser via the following link: https://adameykolab.srv.meduniwien.ac.at/SGN/. The data file is also available on the Lallemend laboratory website (lallemend-laboratory) or via the link lfaure/SGN. Moreover, all the analyzed data are available by browsing and analysis via the gene Expression Analysis Resource (umgear). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single-cell RNA-sequencing analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification
**Source:** Nat Commun. 2022 Jul 5;13:3878. doi: 10.1038/s41467-022-31580-1
**Supplement:** Supplementary file 1 — Supplementary Information

# **Single cell RNAseq analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification before birth**

Charles Petitpré\*/Louis Faure\*, Phoebe Uhl, Paula Fontanet, Iva Filova, Gabriela Pavlinkova, Igor Adameyko, Saida Hadjab, & Francois Lallemend

**Supplementary figures 1-9**

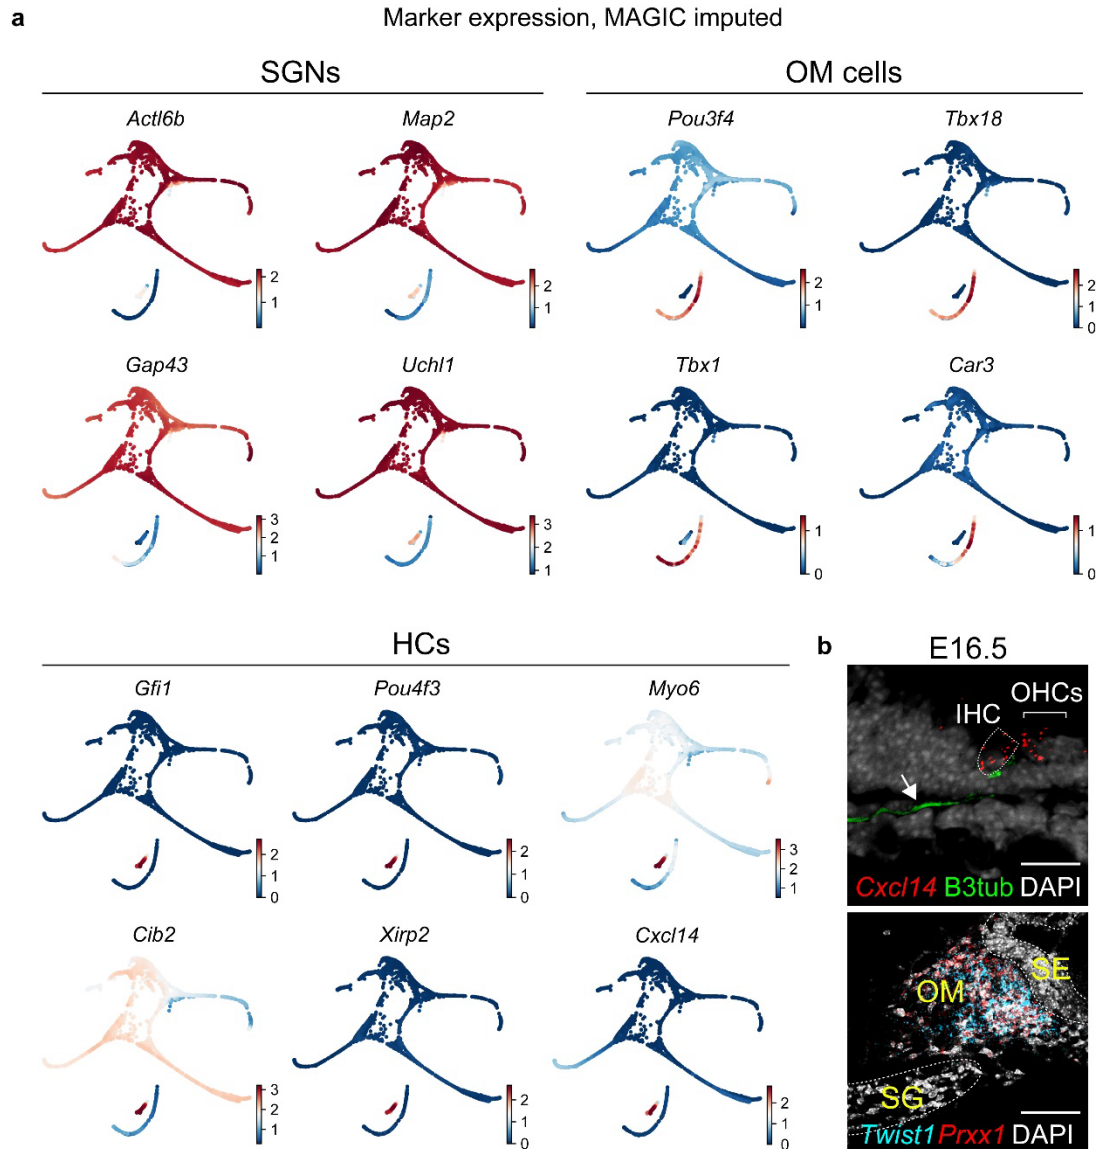

**Supplementary Fig. 1 Marker expression in our scRNAseq dataset.** **a** Plots showing expression of marker genes for SGNs, HCs and OM cells. **b** In vivo confirmation of marker genes for HCs (top panel) and OM cells (bottom panel) using immunostaining and RNAscope on cochlea sections from E16.5 WT mice. *Cxcl14* marks HCs innervated by  $\beta$ III-tubulin<sup>+</sup> spiral ganglion afferents (arrow in top panel). *Twist1* and *Prrx1* mark OM cells. Note that during the RNAscope procedure, at this early stage, some cells of the OM population can be washed out, which can result in a lower number of OM cells around the spiral ganglion. OM: otic mesenchyme; SE: sensory epithelium; SG: spiral ganglion.

**a** Tree learning in diffusion space, projected onto FA2 embedding and abstracted into a dendrogram

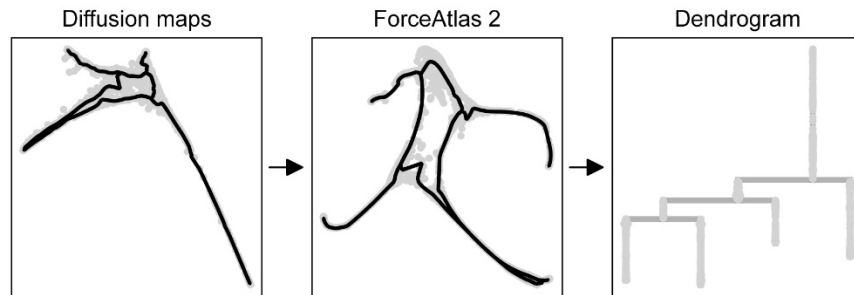

**b** Assigned cell characteristics of the tree

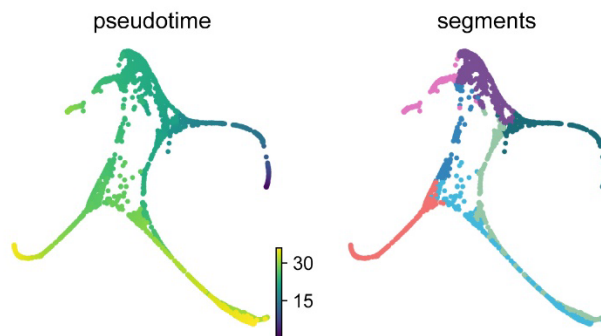

**c** Significantly changing features

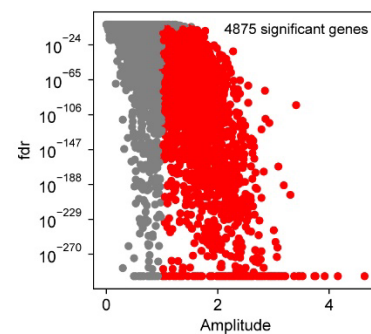

**d** Plot of fitted markers on dendrogram representation

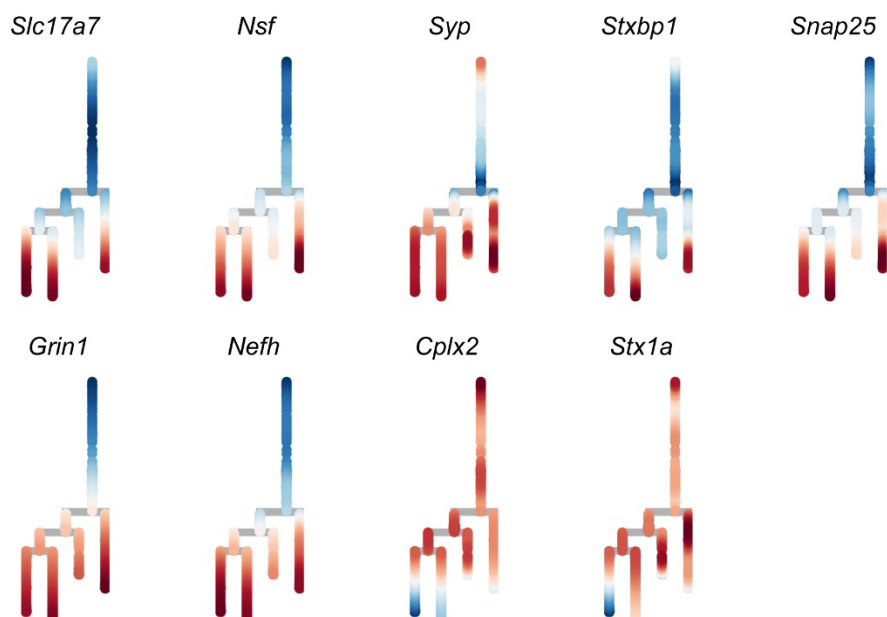

**Supplementary Fig. 2 Characterization of branching tree of developing SGNs.** **a** Steps of the force-directed layout embedding representation of the developmental branching tree of SGNs and of its second representation in a dendrogram, showing the initial part of the tree on top. **b** Cells are colored according to their pseudotime value (left) or cell lineage trajectory (right), on the branching tree. **c** Number of changing features (or unique transcripts) along the differentiation tree. **d** Dendrograms showing expression of genes associated with neuronal maturation/function.

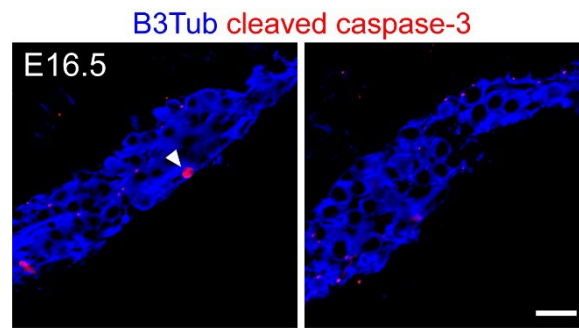

**Supplementary Fig. 3 Limited apoptosis in SGNs of 16.5 *Neurod1*<sup>cKO</sup> mice.** Two illustrative microphotographs of an immunostaining for betaIII-tubulin and cleaved caspase-3 on SGN sections of E16.5 *Neurod1*<sup>cKO</sup> mice. Note the presence of cleaved caspase-3 in one neuron in the left panel. Scale bar: 20  $\mu$ m.

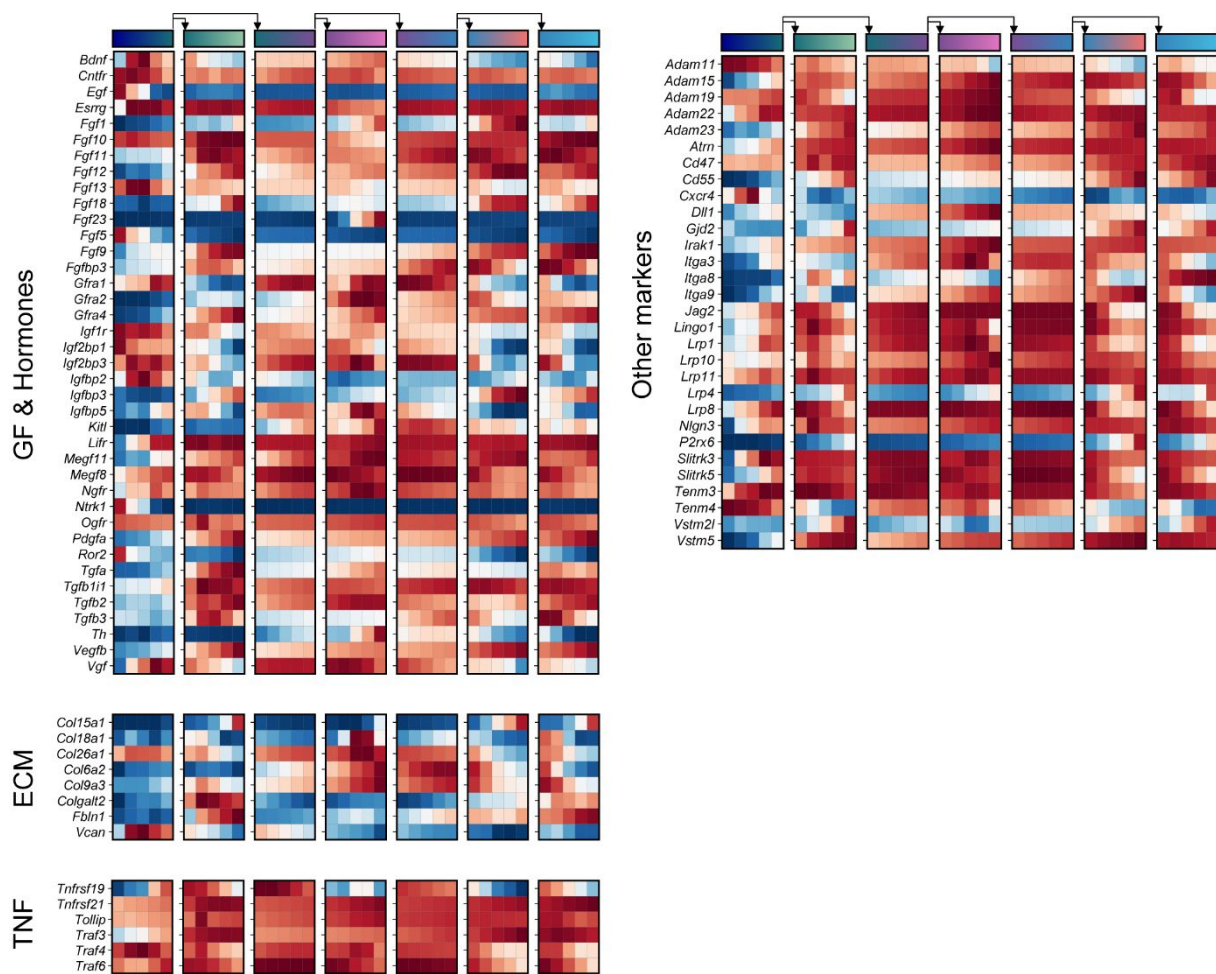

**Supplementary Fig. 4 Cell-cell communication signature of differentiating SGNs, organized by gene names.** Expression of genes linked to growth factor (GF) and hormone signaling, extracellular matrix (ECM), tumor necrosis factor (TNF) pathway and other marker genes in each neuronal trajectory. The color bars at the top indicate cell states as in Fig. 2a.

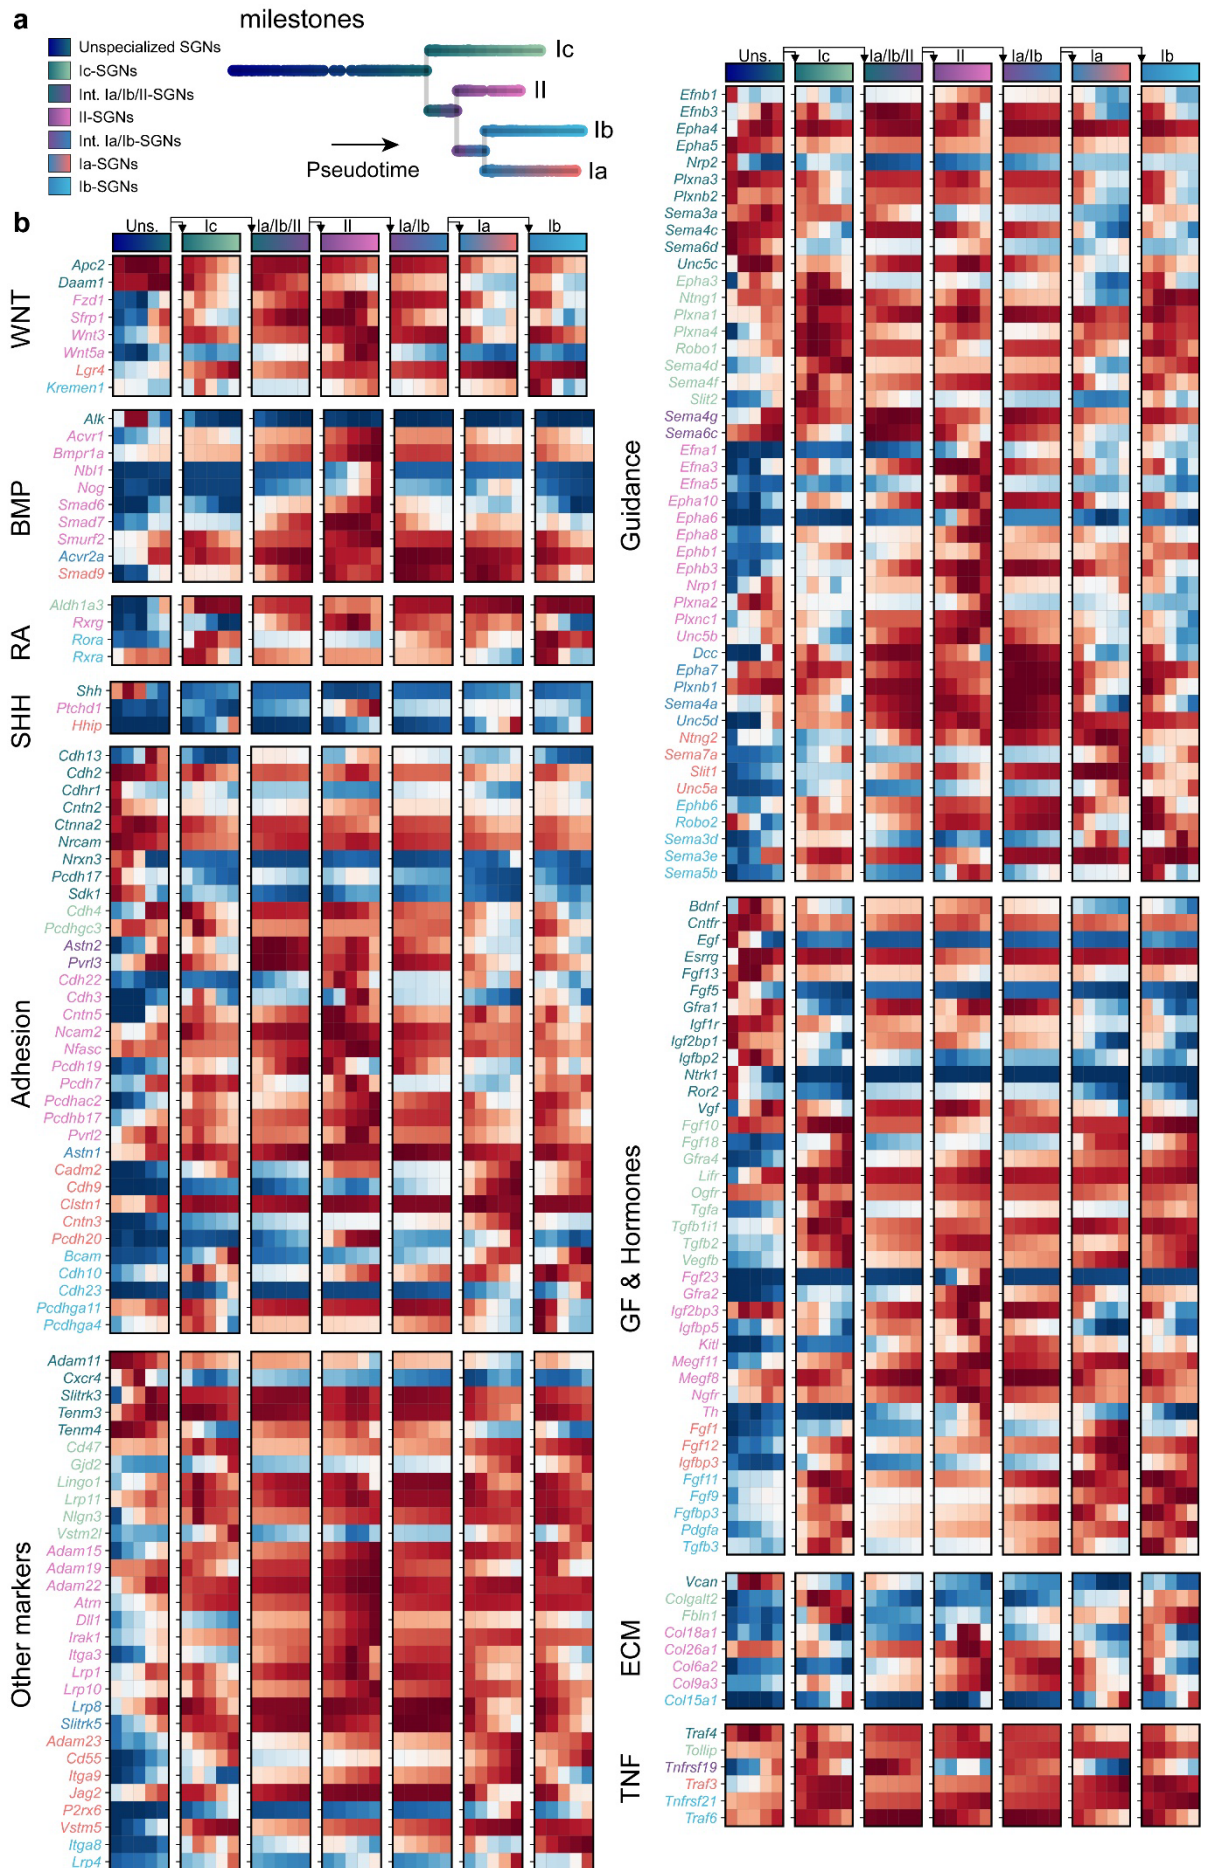

**Supplementary Fig. 5 Cell-cell communication signatures defining SGN differentiation, organized by neuronal trajectories.** **a** Dendrogram recapitulating the branched trajectory of the developing SGNs based on the transcriptional similarity of pseudotime-ordered cells. **b** Expression of genes linked to morphogen signaling, axon guidance, cell adhesion, growth factor (GF) and hormone signaling, extracellular matrix (ECM), tumor necrosis factor (TNF) pathway and other marker genes in each neuronal trajectory. The color bars at the top and color codes for the genes indicate cell states as in **a** and in Fig. 2a.

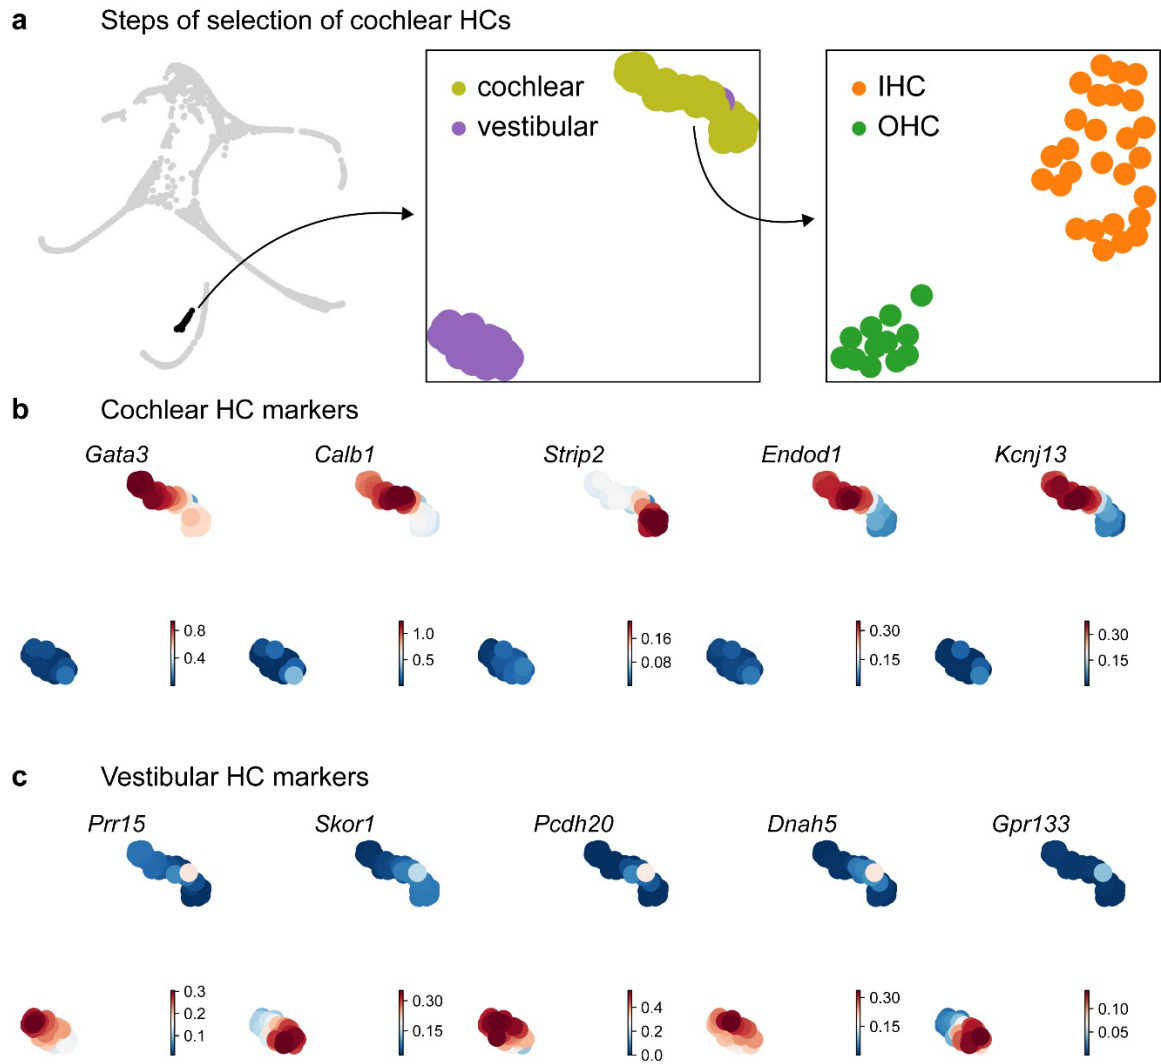

**Supplementary Fig. 6 Selection of cochlear hair cells.** **a** Identification of cochlear versus vestibular HCs (VHCs) from the FA plot (from fig. 1a). The center UMAP represents cochlear versus vestibular HCs based on gene scoring of the genes shown on b and c. A second UMAP identifies IHC versus OHCs, as detailed in Fig. 5. **b, c** UMAP of the vestibular and cochlear HCs showing specific marker genes expressed in either cochlear or vestibular HCs (Scheffer et al., 2015).

# CellphoneDB results

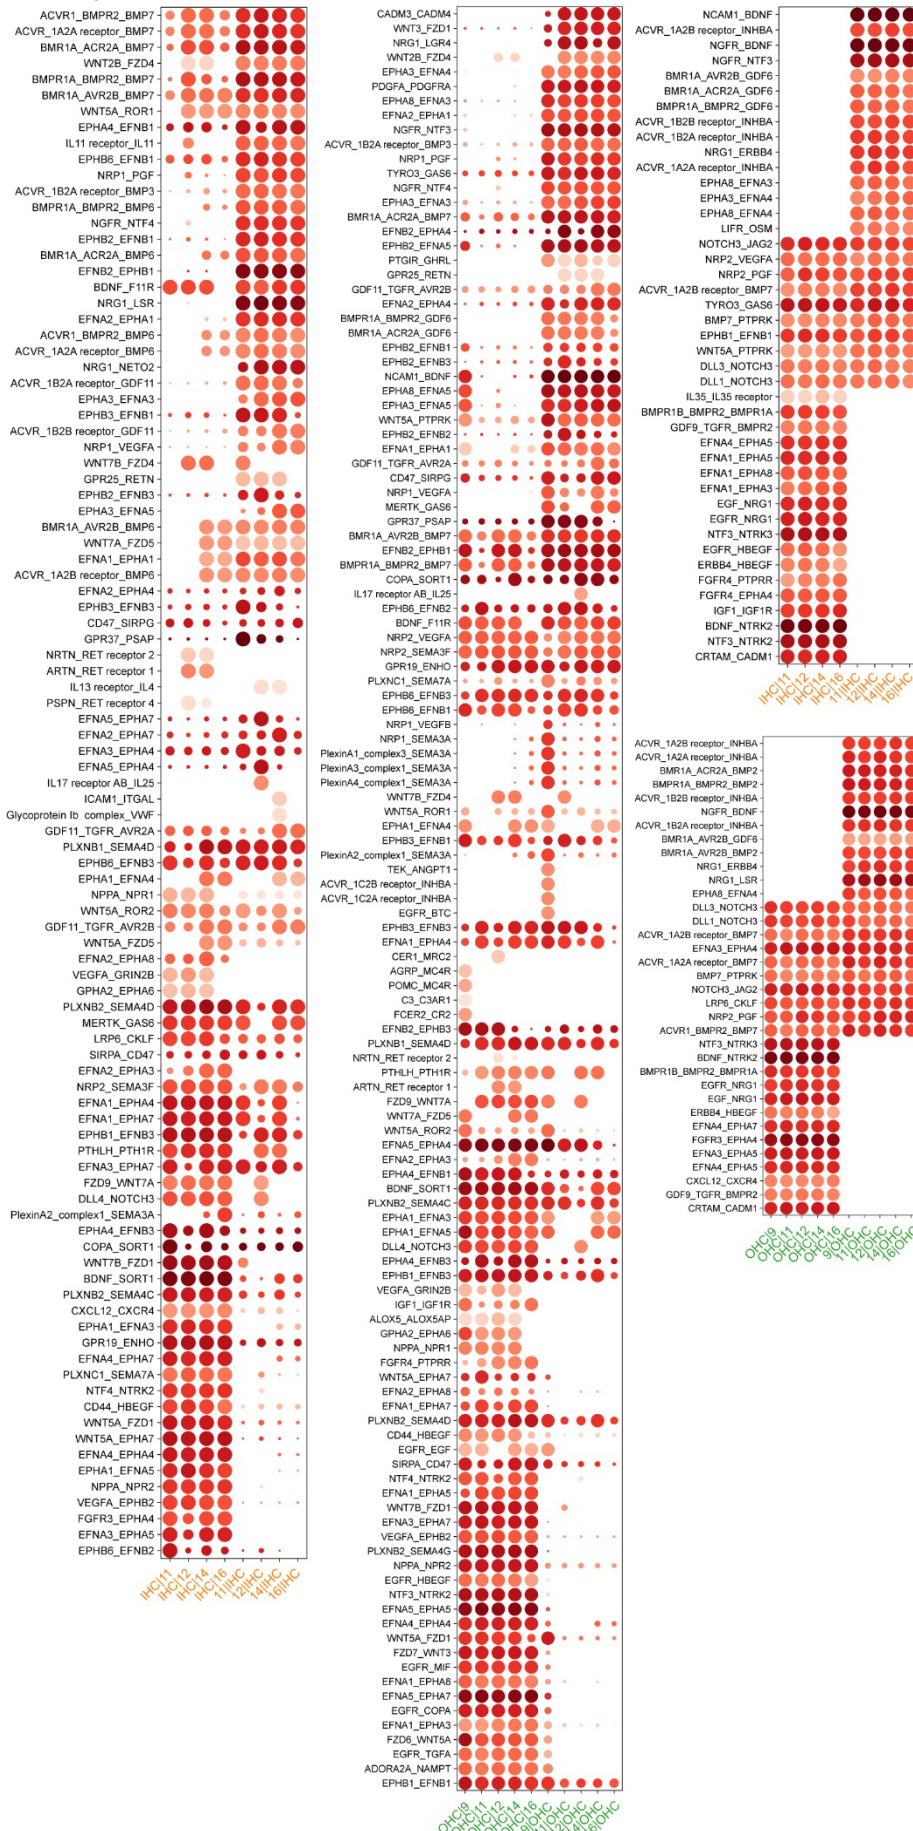

**Supplementary Fig. 7 Cell-cell communication.** CellPhoneDB analysis of the potential outgoing cell-to-cell signalling between HCs and SGNs. The two left plots show differentially (potentially) active signalling while the two plots on the right show those that are equally (potentially) active amongst pairs of cell types.

## FACS reports

E14.5

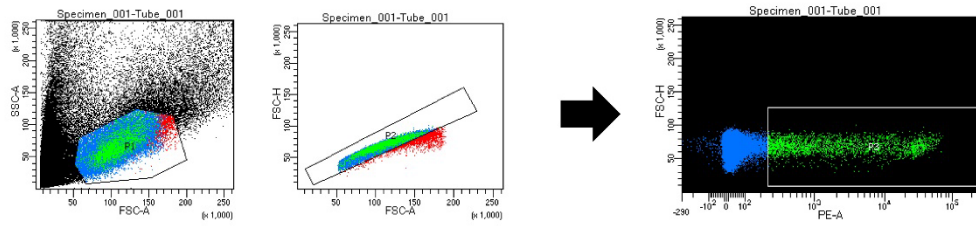

E15.5

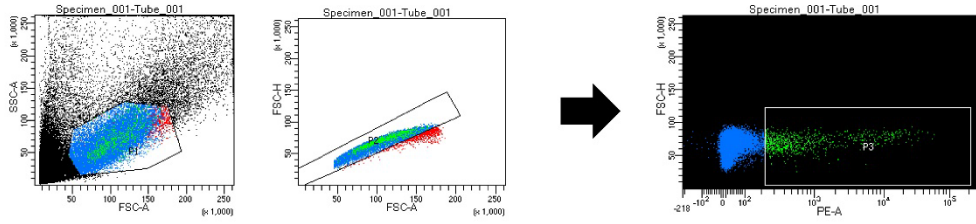

E16.5

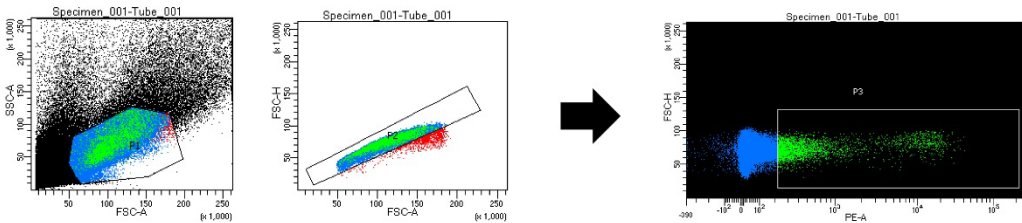

E17.5

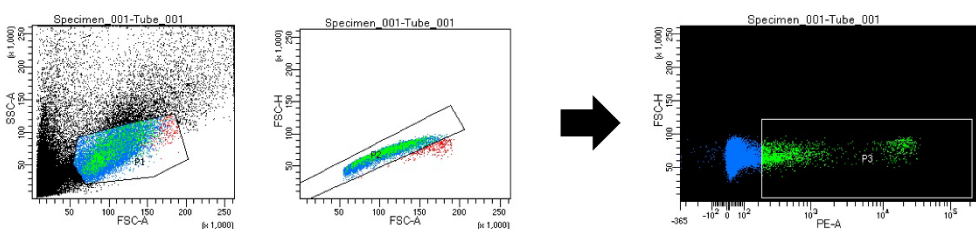

E18.5

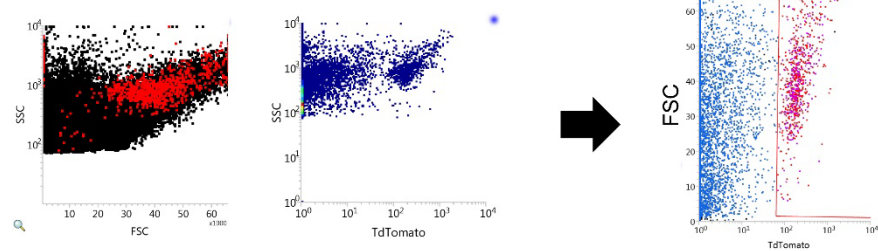

**Supplementary Fig. 8** Illustrative graphs of the cell sorting of traced cells at the different time-points using flow cytometry. Note the different graph profiles at E18.5, which is due to a change of facility at the Karolinska institute. For each sorting, the first plot shows debris sorted out from the total events using FSC-A versus SSC-A plotting. Doublets were further gated out using FSC-A versus FSC-H plotting. Refinement of the single cells was performed by plotting FSC Area versus FSC. Finally, FSC-A versus PE-A (corresponding to TOMATO+ signal) to select cells that were TOMATO+.

**a** Generation of diffusion space from PCA, followed by 2D ForceAtlas2 embedding

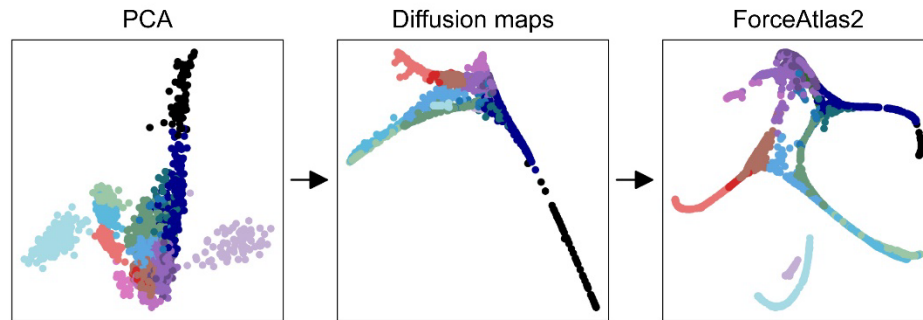

**b** Plates and developmental time repartition

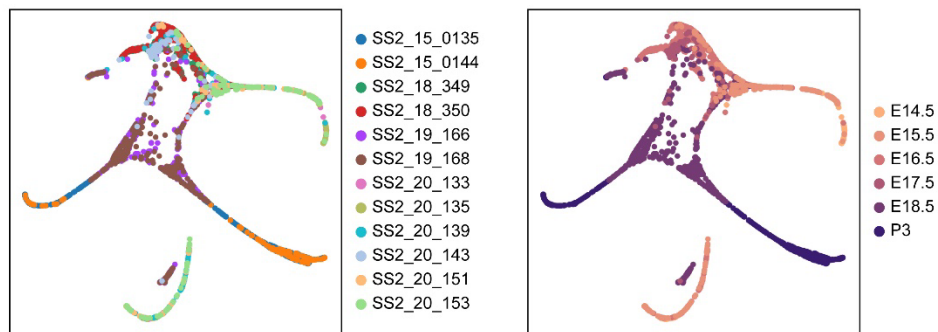

**c** Characteristics of the filtered dataset

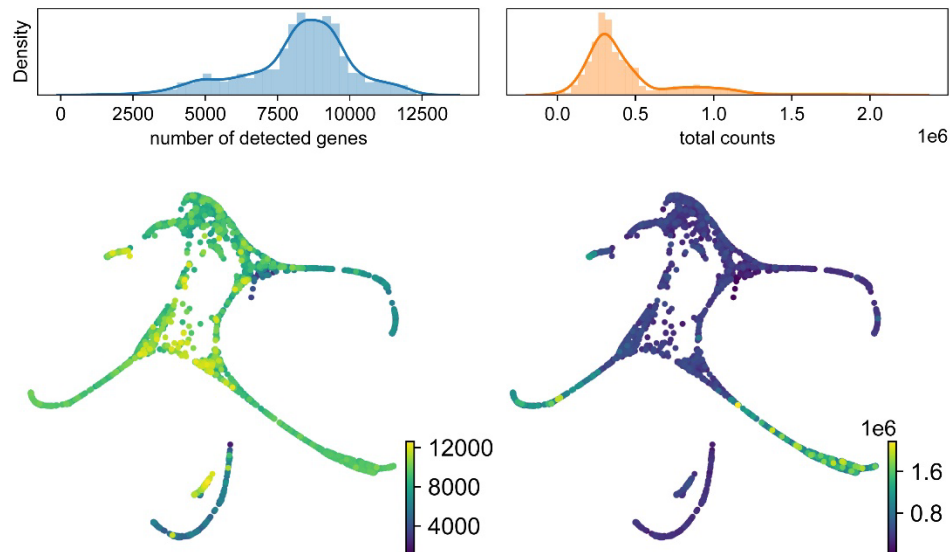

**Supplementary Fig. 9 Quality control of the data and preprocessing.** **a** Steps of generation from PCA (left) of the diffusion space (center) for trajectory analysis, and subsequently the Force Atlas2 2D embedding (right) for visualization. **b** Repartition of the extracted plates (left) and developmental times (right) on FA2 embedding. **c** Number of detected genes (left) and transcript (right).

# Supplementary material for: Single-cell RNA-sequencing analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification
**Source:** Nat Commun. 2022 Jul 5;13:3878. doi: 10.1038/s41467-022-31580-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** related to Fig.1a\_ leiden clusters\_gene expression\_all means

**Title:** Supplementary Data 2

**Description:** related to Fig. 1e\_leiden clusters\_all differentially expressed genes

**Title:** Supplementary Data 3

**Description:** related to Fig.2\_ all differentially expressed genes along the differentiation tree

**Title:** Supplementary Data 4

**Description:** related to Fig.2\_separate\_paths

**Title:** Supplementary Data 5

**Description:** related to Fig.2h\_original data

**Title:** Supplementary Data 6

**Description:** related to Fig.2i\_original data

**Title:** Supplementary Data 7

**Description:** related to Fig.4\_bifurcation analysis

**Title:** Supplementary Data 8

**Description:** related to Fig.5\_vestibular hair cells

**Title:** Supplementary Data 9

**Description:** related to Fig.5\_differentially expressed genes in IHCs and OHCs

**Title:** Supplementary Data 10

**Description:** related to Fig.6\_deafness genes in IHCs and OHCs

**Title:** Supplementary Data 11

**Description:** related to Fig.6\_deafness genes along SGN types trajectories

**Title:** Supplementary Data 12

**Description:** glial code genes

# Supplementary material for: Single-cell RNA-sequencing analysis of the developing mouse inner ear identifies molecular logic of auditory neuron diversification
**Source:** Nat Commun. 2022 Jul 5;13:3878. doi: 10.1038/s41467-022-31580-1
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

single-cell data was collected by the Eukaryotic Single-cell Genomics facility at Science for Life Laboratory in Stockholm, Sweden. fastq demultiplexing was performed using deindexer (<https://github.com/ws6/deindexer>), alignment with STAR\_2.4.2a(<https://github.com/STAR>), deindexer commit version 19c200f186d8d2a77babe2435477998ec30e839e

Data analysis

Code for reproduction of analysis are deposited on the following github repository:  
[https://github.com/LouisFaure/sgnfates\\_paper](https://github.com/LouisFaure/sgnfates_paper)  
Raw data alignment and read counting were performed with STAR and featureCounts softwares. Main scRNAseq was performed with python packages scanpy, scFates, scvelo, cellrank

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data are available on GEO database GSE165502, pagoda2 web application is also available on the Lallemand laboratory website (<https://ki.se/en/neuro/lallemand-laboratory>). Moreover, all the analyzed data are available by browsing and analysis via the gene Expression Analysis Resource (<https://umgear.org/p?s=979d6f4b>).

Tree fitting, pseudotime and bifurcation analysis was performed using scFates v0.4.0 python package, available via pypi: <https://pypi.org/project/scFates/0.4.0/>. All codes and data for downstream analysis are deposited on the following github repo: [https://github.com/LouisFaure/sgnfates\\_paper](https://github.com/LouisFaure/sgnfates_paper). Figures with associated raw data: Fig. 1b-e; 2a-h; 3d,e; 4a-d,f; 5b,c.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 2274 cells sequenced after QC filtering. Initial filtering from sequenced plates to remove low quality cells or empty wells was done as followed: From the transcript count matrix, cells having less than 5x10 <sup>4</sup> transcripts, less than 2500 genes and more than 25% of proportion of ERCC reads were filtered out.<br>No sample size calculation was performed, the number of filtered cell is sufficient because it covered all expected fates and cell types. This number is also sufficient given the high sensitivity of SmartSeq2 sequencing technique. |
| Data exclusions | glial code from glial contamination was filtered out, as described in the materials and methods section.<br>Glial code was removed in order to keep the contaminated SGN cells in further analysis, as these population were mirrors of clean SGN ones.                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiment were done in replicate. For scRNAseq, Each plates sequenced is the result of the pooling of at least 3 embryos.<br>All replications were successful, no batch effect was detected among replicates of the same condition.                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | No randomization was done as the only condition was wild type. The process of cell extraction of pooled embryos and sequencing is performed in an automated way, and does not discriminate a particular cell type.                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | No blinding was done as mouse embryos were wild type. The process of cell extraction of pooled embryos and sequencing is performed in an automated way, and does not discriminate a particular cell type.<br>For experiments on mutant animals, blinding was not an option because the Neurod1 mutant cochlea already show visible phenotype on the total number of neurons, with fewer cells (as explained in the manuscript, with reference), therefore preventing the advantage of blinding.                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

rabbit anti-calretinin (Swant) CR7697  
 rabbit anti-calbindin (Swant) CB-300  
 rabbit anti-RUNX1 (from Thomas Jessel lab)  
 mouse anti-betaIII-tubulin (Promega) G7121  
 rabbit anti-MyoVIIa (Abcam) ab3481  
 goat anti-peripherin (Everest Biotech) EB12405  
 rabbit anti-cleaved-caspase3 (Cell Signaling) #9661C  
 and DAPI (Invitrogen) D1306  
 Donkey anti rabbit 488 (Life Technologies) A-21206

Donkey anti mouse 488 (Life Technologies) A-21202  
 Donkey anti goat 488 (Life Technologies) A-11055  
 Donkey anti rabbit 555 (Life Technologies) A-31572  
 Donkey anti mouse 555 (Life Technologies) A-31570  
 Donkey anti rabbit 647 (Life Technologies) A-31573  
 Donkey anti mouse 647 (Life Technologies) A-31571

## Validation

anti-calretinin ([https://www.swant.com/pdfs/Rabbit\\_anti\\_calretinin\\_7697.pdf](https://www.swant.com/pdfs/Rabbit_anti_calretinin_7697.pdf))  
 anti-calbindin ([https://www.swant.com/pdfs/Monoclonal\\_anti\\_calbindin\\_d28k\\_300.pdf](https://www.swant.com/pdfs/Monoclonal_anti_calbindin_d28k_300.pdf))  
 anti-betaIII-tubulin ([https://se.promega.com/products/protein-detection/primary-and-secondary-antibodies/anti\\_betaiii-tubulin-mab/?catNum=G7121](https://se.promega.com/products/protein-detection/primary-and-secondary-antibodies/anti_betaiii-tubulin-mab/?catNum=G7121))  
 anti-MyoVIIa (<https://www.abcam.com/myosin-viiamy7a-antibody-ab3481.html>)  
 anti-peripherin (<https://everestbiotech.com/product/goat-anti-peripherin-1-mouse-antibody/>)  
 anti-cleaved-caspase3 (<https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>)  
 anti-RUNX1 (<https://elifesciences.org/articles/10874>)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Animals of either sex were included in this study. Animals were group-housed, with food and water ad libitum, under 12 h light–dark cycle conditions, under standardized condition in the animal facility of Karolinska Institutet.

## Wild animals

no wild animals were used in the study

## Field-collected samples

no field collected samples were used in the study

## Ethics oversight

All animal work was performed in accordance with the national guidelines and approved by the local ethics committee of Stockholm, Stockholms Norra djurförsöksetiska nämnd.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

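Single cells of the mouse cochlea were sorted for the reporter into 384-well plates and sequenced with Smart-seq2. Each plate is 1 deposited sample, and the labels give its stage. E14.5, E15.5, E18.5 and P3 have 2 plates each, E16.5 has 3 and E17.5 has 1. For plate SS2_20_135 of E14.5 the labels name the PVcre driver and the paper names Ntrk3Cre, so stage alone was taken from both. A further plate of 384 wells in the table belongs to no sample and was not used.

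The authors mapped reads to mm10 with the ERCC sequences by STAR in 2-pass mode, kept uniquely mapped reads and combined the count matrices of all plates. The deposited table holds these as read counts per gene and well, with 24489 genes and 92 ERCC sequences. It was checked that all values are whole numbers and that no well had been removed. The values carry no normalization, and the libraries carry no molecule barcodes. Whether reads were counted by strand is not stated in the methods. The authors' count table was the only measured input, together with the gene lists of the supplementary data.

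A cell was kept with more than 1000 genes and under 5% ERCC counts, as in the Methods, which left 4226 of 4608 wells. Kept cells carried 89277136 and 99072681 counts in the plates of E14.5, and 81958828 and 88982123 in those of E15.5. At E16.5 the totals ran from 89504104 to 130430871 (median 120874099), and at E17.5 and E18.5 from 80997594 to 156833487 (median 118229749). The P3 plates had 147486480 and 303906928. Median counts per cell lay between 232473 and 1092427 over the plates. This depth bounds what a count of 0 can show. A floor of 3 counts is 0.0910 CPM in the 32972449 counts of SGN-like cells at E14.5 and 0.799 CPM in the 3755584 counts of OHC-like cells. Intervals on counts and shares cover counting error only.

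Cells were clustered stage by stage, with E17.5 and E18.5 together as in the paper, using scanpy 1.11.5 and leidenalg 0.10.2 in python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Counts were scaled to 1000 per cell and put through log1p, and genes in fewer than 3 cells were left out. The features were 2000 variable genes, reduced to 30 principal components with 30 neighbours per cell, and clusters were found at a Leiden resolution of 1 with seed 0. Hair cells were clustered again with 15 components and 10 neighbours. The paper's glial code (1371 genes listed, 1364 in the table) and the genes its results discuss were kept out of the features.

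Clusters were named from short lists of marker genes for each class, and these markers are not reported as results. A cluster needed a mean level of 0.25 and at least 3 markers. Sub-clusters of SGN-like cells were named by mean z score of the markers, with a minimum of 0.2, of 3 markers and of 10 cells. The z scores were taken over the SGN-like cells of each stage separately, with E17.5 and E18.5 together. At each step a cluster stayed unnamed, whatever its score, if its 10 leading genes by fold held more markers of another class than of its own. This left unnamed 36 SGN-like cells of E15.5 and 112 of E16.5 that scored highest as II. It also left unnamed a cluster of 79 cells of E17.5 and E18.5 that scored highest as glia and had OM markers among its leading genes. Of these, 71 are at E17.5, so the glia-like number of that plate (175) depends on this condition. A cluster of all cells with few counts for its plates and none of its markers among the leading genes was to stay unnamed too. Clusters with Ib and Ic scores within 0.05 of each other were called Ib/Ic-like and were left out of the comparisons of Ib and Ic. Genes following the glial and OM markers (Pearson r above 0.15) were kept out of the features of SGN-like cells, and the plates of a stage were centred on each other for these sub-clusters. The naming rule was revised after the cluster tables had been seen and before any test between classes. The first version compared each cluster with all other cells and left HC cells and SGN cells of P3 unnamed. The version that followed is carried along as the earlier naming rule. In it features were not cleared of genes that follow glial and OM markers, leading genes were counted with the glial code, and no minimum of cells applied. Numbers of variable genes, centring of plates and Leiden resolutions of 1 and 2 had also been looked at by then.

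Counts of the cells of 1 class in 1 plate were summed where there were at least 5 cells (3 for hair cells). Sums were tested in edgeR 4.0.16 (R 4.3.3) with TMM, filterByExpr, glmQLFit and glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A single fit of SGN-like sums over 12 plates gave E17.5/E18.5 against E14.5 and P3 against E14.5. At E16.5, OM-like were set against SGN-like cells, and Ic-like against Ia/Ib/II-like cells. A single fit of late sums with stage as a term gave II-like against type I, Ib against Ia, Ic against Ia and Ic against Ib. At E18.5, OHC-like were set against IHC-like cells, and HC-like against SGN-like cells. Classes and comparisons rest on the same cells, which lowers p between classes. Levels are CPM with TMM normalization, mean and SD over plates, and the type I classes of a plate were averaged first where they are taken together.

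The separation of the paper's early modules (mean correlation within minus between modules) was computed in SGN-like cells of each plate, as was the share of Ic-like cells. Plates of E16.5 to E18.5 were set against those of E14.5 and E15.5 with exact two-sided permutation tests. Correlations with embryonic day carry permutation p from 100000 resamples. Module separation was also set against 200 random gene sets of similar expression rank. The size of the glial code was counted as genes with a Pearson r above 0.3 with *Sox10* over E18.5 cells.

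Named genes are those the paper's results name for a comparison. To these the 3 genes with the largest absolute log2 fold change were added, among called genes on the same side in all plates with at least 10 CPM in a group. Some of these, class markers among them, are not reported here. These comparisons, the markers, the tests, the rule for named genes and the alternatives were set before the data were examined, except the earlier naming rule and the alternatives and tests listed as later at the top of each part that follows.

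Alternatives were DESeq2 1.42.0, limma 3.58.1 with trend on log2 of mean CPM per cell, no filter on low counts, and the Reporting Summary filter (50000 counts, 2500 genes, 25% ERCC). Others were the omission of the 5% of cells with the highest counts, glial code genes kept for clustering, a Leiden resolution of 2, and genes outside the clustering features only. The plate as a replicate block, plates of series SS2_20 alone, single late stages and the omission of each plate complete the list for these tests. Chosen after the results had been seen were the type I classes summed per plate, OM-like cells of E14.5 to E16.5 against SGN-like cells of E16.5, Ib/Ic-like cells counted with Ic-like cells, and a count of SGN-like, OM-like and HC-like cells alone. For modules, Spearman correlation and cells thinned to 100000 counts were used. For the glial code, other plates and a scale of CPM were used. Both classes of a comparison at a stage come from the same plates, which is what the block takes into account.

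RNA of other cells was tested with 50 abundant glial genes, at least 10-fold above SGN-like cells of E14.5, referenced to 6 plates with at least 100 glia-like cells. A list of 7 supporting cell genes (*Epyc*, *Otoa*, *Tectb*, *Clu*, *Slc1a3*, *Hes5* and *Matn4*) was tested between IHC-like and OHC-like cells. Sums were regrouped in all possible splits, or in 100 drawn ones.

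The tests were tested on simulated data made with the means, library sizes and dispersions of the real sums and no difference between groups, except in 200 genes changed by 1 to 3 on the log2 scale. With edgeR the share recovered ran from 23.7% (OM-like against SGN-like at E16.5) to 81.5% (Ic against Ia). The share of false calls ran from 3.05% (Ib against Ia) to 11.3% (OM-like against SGN-like), with 10.0% for HC-like against SGN-like cells and at most 5.56% in the remaining comparisons. With DESeq2 false calls made up 17.1 to 42.9%, and 5.80% for OHC against IHC. The paper's differentiation tree was not refitted, and its imaging was left out, since the table holds no images.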

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

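The test of glial code genes among genes whose II-like contrast differs by stage was chosen before its result was seen. The tests of glial code genes for Ic-like cells, of plate series and of stage were chosen after.

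*Cxcl14* was at 0.0948 CPM in the Ic-like cells of plate SS2_19_166, from 1 count, and at 0 in the Ic-like cells of the other 3 plates with such cells. A single count sets that plate apart from the others. In all, 46 groups of 4 to 10 plates were examined this way, 1 had such a plate, and chance gives 2.3. No biological explanation was tested for a single count.

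Differences between classes were compared between E18.5 and P3 with an interaction term in edgeR. For II-like against Ia-like cells 353 of 15538 genes differed at an adjusted p under 0.05 (2831 at an unadjusted p under 0.05). II-like cells come from 2 plates at E18.5 and 1 at P3. That single plate is assumed to vary as the other groups do, so the number of genes rests on that assumption and may reflect this plate alone. Genes of the glial code made up 17.8% of the 353 and 8.78% of the genes tested. RNA of glia in the libraries would raise that share several times. At a share of this size, RNA of glia and a difference between the classes cannot be told apart. The design offers age as a biological explanation, which remains open and untested.

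For Ic-like against Ia-like cells 254 of 14934 genes differed (2430 at an unadjusted p under 0.05), with 2 plates per class and stage. Of these, 109 (42.9%) belong to the glial code, against 9.13% of the genes tested. This is consistent with RNA of glia in part of these libraries as a candidate explanation, found and tested on the same data. Age stays open beside it.

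For Ib/Ic-like against Ia-like cells 37 of 15212 genes differed (1296 at an unadjusted p under 0.05). *Pirt* had the lowest p, with a log2 difference of 2.78. Among the 37, 5 (13.5%) belong to the glial code, against 8.97% of the genes tested. For all of these contrasts, plate series is a technical alternative. E18.5 comes from SS2_19 and P3 from SS2_15, 0 series hold plates of both stages, and plate series and age therefore cannot be told apart.

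Glia-like cells, which the paper does not analyse as a population in this table, made up 1140 (27.0%) of the 4226 cells that passed the filter. The share was 29.2 to 68.1% in the 6 plates of series SS2_20 and 0 to 4.75% in the other 6 plates. These numbers depended on the clustering setting. With glial code genes kept for clustering, 60 of 382 and 50 of 380 cells of the E18.5 plates were glia-like, in place of 4 and 4. In that setting the SS2_18 plates held 37 of 379 and 21 of 377, and plate SS2_20_139 held 227 of 377. Stage does not account for the higher share of series SS2_20 in the main clustering. Among the plates of E16.5 the share was 60.2% in SS2_20_139, and 4.75% and 2.65% in the SS2_18 plates, with exact 95% binomial intervals of 55.1 to 65.2%, 2.84 to 7.40% and 1.28 to 4.82%. The SS2_20 plate of E16.5 lay 55.5 percentage points above the higher of the other 2 plates, which is consistent with a difference between plate series, such as in sorting. How the series were sorted was not tested, and no biological explanation beyond stage is given by the design.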

How the results depend on the processing

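The earlier naming rule, the type I classes summed per plate, OM-like cells of E14.5 to E16.5, Ib/Ic-like cells counted with Ic-like cells, the count of SGN-like, OM-like and HC-like cells alone, the splits of the sums, thinning as a test of depth and plate series as a test of the modules were chosen after the results had been seen. Counts of called genes and measures per plate gave 190 values under the alternatives, of which 128 stayed within the limit (1.5 times for a count), 61 moved further and 1 changed sign. Named genes, counted once for each comparison they are named for, gave 2062 values. Direction and side of the threshold stayed in 1766, 220 no longer passed the threshold, 44 newly passed it, 19 moved in size in fits with 1 plate per group, and 13 changed direction. Of the 126 pairs of a named gene and a comparison that were called, none changed direction in 1687 values, and 59 failed the threshold in at least 1 of them. Of the 27 pairs that were not called, 16 passed it somewhere. Except where a reason is given here, the cause of a change was not tested.

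Comparisons of SGN-like cells at P3 with E14.5 (7531 genes called) and of HC-like with SGN-like cells at E18.5 (8251) stayed within 1.5 times under the alternatives run. For P3 all 14 called genes that are named passed the threshold in all 98 values of other settings and in all 56 with a plate left out. For HC-like cells this holds for all 13 genes in 104 values of other settings. E17.5/E18.5 against E14.5 (3617) moved only with the SS2_20 plates alone, to 836, where E16.5 and E17.5 stand in for the later stages and fewer plates are used, and with a plate left out.

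With DESeq2 the count rose from 650 to 2493 for OM-like against SGN-like cells at E16.5, from 262 to 896 for Ic-like against Ia/Ib/II-like cells at E16.5, and from 155 to 444 for Ib against Ia. For Ic against Ia it rose from 573 to 1088, and for Ic against Ib from 33 to 210. DESeq2 also made more false calls in simulated data for these comparisons than edgeR. OM-like cells of E14.5 to E16.5 (7 sums) gave 3575 against the SGN-like cells of E16.5, with 633 of the 650 among them. With limma-trend 1548 genes were called for OM-like cells, 238 for Ib against Ia, 61 for Ic against Ib, and 567 in place of 897 for OHC against IHC. The balance of higher and lower calls also differed between edgeR, DESeq2 and limma-trend. For OM-like cells it was 586 higher and 64 lower with edgeR, 1774 and 719 with DESeq2, and 1205 and 343 with limma-trend. For Ib against Ia it was 83 and 72 with edgeR and 180 and 264 with DESeq2, and for Ic against Ib 10 and 23 with edgeR and 118 and 92 with DESeq2. For P3 against E14.5 it was 4078 and 3453 with edgeR and 3254 and 4343 with limma-trend. For II-like against type I it was 1342 and 1486 with edgeR and 1903 and 1388 with limma-trend.

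Without a filter on low counts 474 genes were called for Ib against Ia, 1116 for Ic against Ia, 234 for Ic against Ib and 1399 for OHC against IHC. With the Reporting Summary filter on cells Ib against Ia fell to 1 gene, Ic against Ia to 267 and Ic against Ib to 7. Leaving out the 5% of cells with the highest counts gave 439, 289 and 51 for these in the same order. With only genes outside the clustering features, fewer genes are tested. The counts were then 41 for Ic-like cells at E16.5, 1772 for II-like against type I (main count 2828), 27 for Ib against Ia, 161 for Ic against Ia, 4 for Ic against Ib and 447 for OHC against IHC.

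Keeping the glial code genes for clustering gave 0 edgeR calls for OM-like cells (1979 genes at an unadjusted p under 0.05), where 2 plates had enough OM-like cells. DESeq2 and limma-trend, which gave 2493 and 1548 in the cells of the main clustering, were not run in that setting. The same setting gave 432 for Ic-like cells at E16.5, 1614 for II-like against type I, 87 for Ib against Ia and 11 for Ic against Ib. A Leiden resolution of 2 gave 978 for II-like against type I, 23 for Ib against Ia, 117 for Ic against Ia and 7 for Ic against Ib. The E17.5/E18.5 plates alone gave 1538 for Ic against Ia, and the earlier naming rule gave 94. The earlier naming rule also turned the difference in the share of Ic-like cells from -7.36 to 6.06 points. Other settings gave -3.94 (a Leiden resolution of 2), -0.456 (glial code genes kept) and -6.54 points (the Reporting Summary filter), and -1.84 points with Ib/Ic-like cells counted.

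Classes of the same plate share its libraries, and the block takes the plate into account. With the plate as a replicate block OM-like against SGN-like cells fell to 55 genes, of which 45 are among the 650, and Ic-like cells at E16.5 to 115, of which 98 are among the 262. In the other 6 comparisons with shared plates the count stayed within 1.5 times. Of 115 values of named genes 14 no longer passed the threshold, and the others stayed on their side of it. With the type I classes summed per plate, II-like against type I rests on 3 and 4 sums and gave 2162 genes, of which 1914 are among the 2828. Of 30 named genes 4 no longer passed the threshold there, *Nrp2*, *Prph*, *Smurf2* and *Tmprss3*, and *Nrp1* newly passed it. Whether sums of the same plate vary together was not measured on its own.

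With each plate left out in turn, E17.5/E18.5 against E14.5 ran from 2339 (without SS2_19_168) to 4364 (without SS2_20_143) and P3 against E14.5 from 5497 to 6531. OM-like against SGN-like cells ran from 0 to 258. The count of 0 came without SS2_18_349 (2011 genes at an unadjusted edgeR p under 0.05) or SS2_18_350 (3132), and 258 without SS2_20_139. Ic-like cells at E16.5 ran from 21 (without SS2_18_350) to 2402 (without SS2_20_139), with 31 without SS2_18_349. II-like against type I ran from 1509 (without SS2_15_0135) to 2928 (without SS2_15_0144), with 1523 without SS2_19_166 and 1664 without SS2_19_168. Ib against Ia ran from 46 (without SS2_15_0144) to 120 (without SS2_15_0135), with 74 and 77 without SS2_19_166 and SS2_19_168. Ic against Ia ran from 182 (without SS2_19_166) to 708 (without SS2_15_0135), with 204 without SS2_19_168 and 309 without SS2_15_0144. Ic against Ib ran from 3 (without SS2_19_166) to 34 (without SS2_15_0135), with 6 without SS2_15_0144 and 8 without SS2_19_168. A group left with 1 plate was assumed to vary like the others. OHC against IHC and HC against SGN have no count without a plate, since 1 sum remains on each side.

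The size of the glial code (1146 genes) moved to 489 with the E17.5 and E18.5 plates together and to 2161 with a scale of CPM. Single E18.5 plates gave 1452 and 1096, and the Reporting Summary filter 1279. That filter left 4109 cells with a median of 7169 genes, beside 4226 cells and 6951.5 genes. SGN-like, OM-like and HC-like cells alone number 2976. The module differences ran from 0.193 to 0.230, from 0.112 to 0.153 and from 0.273 to 0.321 for bifurcations 1, 2 and 3 with a plate left out.

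Changes of direction concern 4 genes that were not called. For SGN-like E17.5/E18.5 against E14.5: log2 fold change of Syp (0.27) became -0.15 with the SS2_20 plates alone. For II-like against I-like at E17.5/E18.5 and P3: log2 fold change of Igfbpl1 (0.16) became -0.034 with the Reporting Summary filter, -0.36 with the type I classes summed per plate and -0.60 without plate SS2_15_0135, with 0.66 as the highest value without a plate (SS2_19_166). For Ib-like against Ia-like at E17.5/E18.5 and P3: log2 fold change of Cdh9 (0.023) became -0.19 with the Reporting Summary filter, -0.26 without the 5% of cells with the highest counts, -0.23 with glial code genes kept, -0.78 at a Leiden resolution of 2 and -0.43 in the P3 plates alone. It was -0.098 without plate SS2_19_166 and -0.16 without SS2_19_168, and 0.34 at the highest (without SS2_15_0144). For Ic-like against Ib-like at E17.5/E18.5 and P3: log2 fold change of Cdh23 (-0.12) became 0.33 in the P3 plates alone and 0.14 without plate SS2_19_168, with -0.31 as the lowest value without a plate (SS2_15_0144). The same Cdh23 change was -3.51 at a Leiden resolution of 2, -3.38 without the 5% of cells with the highest counts, -1.59 with glial code genes kept and -0.85 with the Reporting Summary filter.

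Among splits of the same sums into groups of the same sizes, 1 of 10 splits called any gene for OM-like against SGN-like cells and 1 of 10 for Ic-like cells at E16.5, the observed grouping in both. The smallest share 10 splits allow is 0.10, so the observed grouping and a random one cannot be told apart by this test. The splits that, like the observed one, part the sums of all plates also called none. For Ic against Ia the observed split was the only 1 of 35 with as many calls, and the largest count of another split was 2. For II-like against type I it was the only 1 of 100 drawn from 969, and the largest other count was 722.

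Some alternatives were not run. Ib against Ia and Ic against Ib have no Ib-like sum in the E17.5/E18.5 plates or under the earlier naming rule. P3 against E14.5 was not fitted within a plate series, since no series holds both P3 and an embryonic stage. What depth limits is the smaller sums. OM-like sums of plates SS2_18_349 and SS2_18_350 hold 1535125 and 2612525 counts, against 18137999 in SS2_20_139. The self-test made calls in all comparisons at the size of these sums, with 23.7% of changed genes recovered by edgeR for OM-like against SGN-like cells.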

Differences from the paper's values

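The earlier naming rule, the type I classes summed per plate, OM-like cells of E14.5 to E16.5 and the count of SGN-like, OM-like and HC-like cells alone were chosen after the values had been seen. The other settings named were set before the data were examined. The paper clustered 2308 cells (the paper's value), and 4226 cells passed the Methods filter here. The Reporting Summary filter left 4109 and did not close the gap. Counting SGN-like, OM-like and HC-like cells alone, chosen after the values had been seen, leaves out 1140 glia-like and 110 unnamed cells and gave 2976, within 1.5 times of the paper's value.

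At E14.5 the paper counts 82 neurons (the paper's value), and 129 cells were SGN-like here. With the Reporting Summary filter there were 126, with glial code genes kept for clustering 130, at a Leiden resolution of 2 129 and without the 5% of cells with the highest counts 124, and none of these closed the gap. The paper counts 53 OM cells at E14.5 (the paper's value), and 365 were OM-like here. The same settings gave 362, 366, 360 and 345, and none closed the gap. At E17.5 the paper has 1 hair cell (the paper's value), and 5 cells were HC-like here and in each of these 4 settings. Once the hair cells were clustered again, 1 of the 5 was IHC-like and 4 stayed unnamed, here and in each of these settings, so the number with a hair cell class equals the paper's.

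Between its OM cluster and the SGN clusters of E16.5 the paper gives 1145 differing genes (the paper's value). Between OM-like and SGN-like cells both of E16.5, 650 were called here, and the paper does not limit its OM cluster to that stage. OM-like cells of E14.5 to E16.5, a comparison chosen after the values had been seen, gave 3575 and did not close the gap. With limma-trend there were 1548, within 1.5 times of the paper's value. In simulated data for this comparison 18.75% of limma calls were false, beside 11.3% with edgeR. DESeq2 (2493), no filter on low counts (570), the Reporting Summary filter (686), the omission of the 5% of cells with the highest counts (668), glial code genes kept for clustering (0), a Leiden resolution of 2 (576) and the plate as a replicate block (55) did not close the gap. The 0 comes from edgeR with 1979 genes at an unadjusted p under 0.05.

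Between OHCs and IHCs the paper gives 359 genes (the paper's value), and 897 were called here in both directions. The paper's supplementary list of genes higher in IHCs alone holds 359 (the paper's value), and 496 were called in that direction. With the OHC list there are 1087 (the paper's value), and both 496 and 897 lie within 1.5 times of their counterparts. For the 359 of the text the settings were compared as follows. With only genes outside the clustering features there were 447, within 1.5 times of the paper's value. DESeq2 (1039), no filter on low counts (1399), limma-trend (567), the Reporting Summary filter (897), the omission of the 5% of cells with the highest counts (975), glial code genes kept (897), a Leiden resolution of 2 (897) and the plate as a replicate block (948) did not close the gap. The paper's supplementary list of genes higher in OHCs holds 728 (the paper's value), and 401 were called higher here. No filter on low counts gave 617, within 1.5 times of the paper's value. DESeq2 (480), limma-trend (300.0), the Reporting Summary filter (401), the omission of the 5% of cells with the highest counts (440.0), glial code genes kept (401), a Leiden resolution of 2 (401), the plate as a replicate block (426) and only genes outside the clustering features (214) did not close the gap.

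For some genes the calls and the paper's statements part. The paper describes *Tubb3*, *Elavl3*, *Actl6b*, *Map2*, *Gap43* and *Uchl1* as marking the neuronal compartment. They lay lower in OM-like cells (log2 fold changes -1.68, -1.71, -1.62, -1.15, -1.43 and -1.33) and none was called. Only *Gap43* passed the threshold in a setting, with DESeq2, with limma-trend, with OM-like cells of E14.5 to E16.5 and without plate SS2_20_139.

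The paper places *Syp* among genes whose expression follows neuronal maturation. Between E14.5 and E17.5/E18.5 it changed by 0.27 on the log2 scale and was not called, while it was called higher at P3. *Syp* passed the threshold without plate SS2_20_143. The paper describes *Cplx2* as higher in immature neurons. It had the same direction at E17.5/E18.5 (-0.59) and was not called. It was called with the 5% of cells with the highest counts left out, without plate SS2_20_143, and at P3. The paper describes a rise of *Zfhx3*, *Id1*, *Myt1l*, *Meis2* and *Gata3* along the path of unspecialized neurons. Between E14.5 and E17.5/E18.5 *Zfhx3* (0.49), *Id1* (0.66) and *Myt1l* (0.50) were not called. *Zfhx3* passed the threshold without plate SS2_20_133, *Id1* with DESeq2 and with the SS2_20 plates alone, and *Myt1l* with glial code genes kept and with the SS2_20 plates alone. *Meis2* (-2.55) and *Gata3* (-1.05) were called lower in E17.5/E18.5 than in E14.5 SGN-like cells as a whole, which is not the same comparison.

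The paper finds *Bhlhe22* and *Tle2* in the module of the path to Ic neurons at the first split, and activity of the *Neurod1* regulon at its start. Between Ic-like and Ia/Ib/II-like cells at E16.5 *Bhlhe22* (1.16), *Tle2* (4.55) and *Neurod1* (1.09) lay higher in Ic-like cells and were not called. In simulated data edgeR recovered 42.5% of changed genes in this comparison, so a gene not called may still differ. The paper's case for *Neurod1* rests on its regulon and on a loss of Ic markers after deletion of *Neurod1* in these neurons. The level of *Neurod1* RNA tests neither. No setting run called *Bhlhe22*. *Neurod1* passed the threshold without plate SS2_20_139. *Tle2* passed it with DESeq2, no filter on low counts, limma-trend, the 5% of cells with the highest counts left out, glial code genes kept, the earlier naming rule and without plate SS2_20_139.

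The paper gives *Igfbpl1* as a marker of type II neurons, and elsewhere of Ia and Ib neurons as well. It describes an increase of *Nrp1* and *Smad9* in type II neurons, and enrichment of *Pnpt1* and *Prps1* in classes or stages it does not name. Between II-like cells and type I classes *Igfbpl1* (0.16), *Nrp1* (0.72), *Smad9* (0.40), *Pnpt1* (-0.50) and *Prps1* (0.18) were not called. *Igfbpl1* passed the threshold with the 5% of cells with the highest counts left out, *Pnpt1* with no filter on low counts and in the P3 plates alone (where II-like cells come from 1 plate), *Smad9* with glial code genes kept, and *Prps1* in no setting run. *Nrp1* passed it with DESeq2, no filter on low counts, limma-trend, the 5% of cells with the highest counts left out, glial code genes kept, the E17.5/E18.5 plates alone, the type I classes summed per plate, and without plate SS2_15_0135 or SS2_15_0144.

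The paper describes higher *Cdh23* in Ib neurons, higher *Cdh9* in Ia than in Ib neurons, and *Epha3* in the Ib, Ic and II paths. For Ib against Ia *Cdh23* (0.54), *Cdh9* (0.023) and *Epha3* (1.04) were not called in any setting run. The paper's statement on *Cdh9* concerns postnatal neurons, and Ib-like sums come from the P3 plates alone. In those plates *Cdh9* was lower in Ib-like than in Ia-like cells, the direction the paper gives. *Epha3* was not called for Ic against Ia (1.15), except with the E17.5/E18.5 plates alone and without plate SS2_15_0135. The paper separates Ib from Ic neurons by calbindin and calretinin, with lower *Pou4f1* in Ib neurons. For Ic against Ib *Calb1* (-2.12), *Calb2* (-3.46), *Pou4f1* (1.95) and *Cdh23* (-0.12) were not called. *Calb1* passed the threshold with no filter on low counts, the 5% of cells with the highest counts left out and the P3 plates alone. *Calb2* passed it with DESeq2, no filter on low counts, limma-trend and the P3 plates alone, *Pou4f1* with no filter on low counts and a Leiden resolution of 2, and *Cdh23* in no setting run. The size of the *Cdh23* change depended on how cells were grouped. At a Leiden resolution of 2 it was -3.51 for Ic against Ib (adjusted p = 0.265) and 3.45 for Ib against Ia (0.263). Without the 5% of cells with the highest counts it was near the former value for Ic against Ib.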

Other observations

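The tests of *Lama2* and *Pdpn*, of glial genes in II-like cells and of supporting cell genes were chosen before their results were seen, and those of glial genes in other comparisons, of depth per cell and of plate series after.

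*Ppargc1a*, whose regulon the paper describes in type I neurons, was at 37.5 ± 17.3 CPM in II-like cells and 171.5 ± 44.1 CPM in type I classes (SD, n = 3 and 4 plates). Its log2 fold change was -2.13 (SE 0.19, edgeR adjusted p = 8.9e-07), lower in all 3 plates compared, and -2.35 to -2.03 with a plate left out.

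*Lama2* and *Pdpn* rose in SGN-like cells by E18.5, and glia-like cells express both. If RNA of glia were the source, abundant glial genes would reach a like share of their glial level. The median over 50 abundant glial genes in SGN-like cells of the E18.5 plates was 23.7% of the level in glia-like cells, while *Lama2* was at 115% and *Pdpn* at 80.9%. The most abundant of the 50, *Ednrb*, *Mest* and *Fabp7*, were at 6229, 5558 and 5127 CPM in glia-like cells. In the P3 plates the abundant genes were at 10.1 and 9.29%, *Lama2* at 143.3 and 154.3% and *Pdpn* at 51.8 and 45.3%. In the E17.5 plate all of these were under 1%, and it belongs to series SS2_20 while the E18.5 plates belong to SS2_19, so plate series and stage cannot be told apart for the rise. The reference glia come from plates of E14.5 to E17.5, and a change of glia by E18.5 or P3 cannot be told apart from expression by neurons.

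Among 1342 genes higher in II-like than in type I cells 391 (29.1%) belong to the glial code, against 8.74% of genes tested and 0.269% of those lower. The 50 abundant glial genes had a median log2 fold change of 0.92, all 50 lay above 0 and 29 were called, beside a median of 1.12 for the genes called higher. RNA of glia in libraries of II-like cells is thus a candidate explanation for part of the genes called higher. Other comparisons also had a higher share of glial code genes among genes called higher than among those tested, with 49.1% for OM-like cells, 30.0% for Ic against Ib (3 of 10), 26.4% for Ic against Ia, 20.7% for Ic-like cells at E16.5, 13.6% for E17.5/E18.5 against E14.5 and 10.3% for P3. For OHC against IHC it was 9.98% of genes called higher and 16.3% of those called lower, against 8.94% of genes tested. Of 41 abundant glial genes tested there, 1 was called higher and 11 lower in OHC-like cells.

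The 50 abundant glial genes had a median log2 fold change of 2.60 for Ic-like cells at E16.5, beside 2.23 for the genes called higher, with 46 above 0 and 6 called. For Ic against Ia the median was 0.79 beside 1.23 (49 above 0, 2 called). RNA of glia is a candidate explanation for part of the genes called higher in both of these too. Expression of these genes by the cells of the class stays open. For OM-like cells the median was 2.05 beside 3.52 (49 above 0, 14 called). The 50 genes include markers that named OM-like cells, and they were chosen for a low level in SGN-like cells at E14.5. Both favour a rise in OM-like cells, so RNA of glia and expression by OM-like cells cannot be told apart there. For Ic against Ib the median was 0.63, and with 10 genes called higher RNA of glia and a difference between the classes cannot be told apart. Against E14.5 the medians were 3.62 for E17.5/E18.5 and 2.38 for P3. The 50 genes were chosen for a low level at E14.5, which favours a rise, so RNA of glia and a change with age cannot be told apart by them.

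*Gjb2*, *Gjb6* and *Tecta* were higher in IHC-like than in OHC-like cells. RNA of supporting cells may be a source, and 7 genes of such cells were compared. The median log2 ratio of IHC-like to OHC-like levels was 0.041, with a range of -1.58 to 5.06 and 4 of 7 above 0. Levels in IHC-like and OHC-like cells were 2080 and 2938 CPM for *Clu*, 487 and 13.6 CPM for *Matn4*, 404 and 777 CPM for *Tectb*, 173 and 63.7 CPM for *Slc1a3*, 62.4 and 20.4 CPM for *Otoa*, 10.3 and 9.99 CPM for *Hes5*, and 0 and 2.00 CPM for *Epyc*. All 7 also had counts in SGN-like cells of these plates, from 946 CPM for *Clu*, 38.1 CPM for *Matn4* and 30.7 CPM for *Slc1a3* down to 0.169 CPM for *Epyc*. The genes of the list went both ways, so RNA of supporting cells and expression by IHC-like cells cannot be told apart.

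Early modules were more separated in the plates of E16.5 to E18.5 than in those of E14.5 and E15.5. Depth per cell was tested by thinning cells to 100000 counts. The smallest of the 3 differences was then 0.123, so depth alone does not account for them. Within series SS2_20 separation followed embryonic day for bifurcations 1 and 3 (Pearson r = 0.945 and 0.949, permutation p = 0.0110 and 0.00544, 6 plates). For bifurcation 2 r was 0.790 (permutation p = 0.0554), and plate series and stage cannot be told apart there. The study chose the modules on these same cells, so a rise with stage is no independent test of them. A change in the mix of classes in a plate could also raise separation and was not tested. The biological explanation by stage stays open as a hypothesis.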
